# Unique expression, processing regulation, and regulatory network of peach (*Prunus persica*) miRNAs

**DOI:** 10.1186/1471-2229-12-149

**Published:** 2012-08-21

**Authors:** Hong Zhu, Rui Xia, Bingyu Zhao, Yong-qiang An, Chris D Dardick, Ann M Callahan, Zongrang Liu

**Keywords:** miRNA, Deep sequencing, *Prunus persica*, Pre-miRNA processing, *Trans*-acting siRNA, MYB

## Abstract

**Background:**

MicroRNAs (miRNAs) have recently emerged as important gene regulators in plants. MiRNAs and their targets have been extensively studied in *Arabidopsis* and rice. However, relatively little is known about the characterization of miRNAs and their target genes in peach (*Prunus persica*), which is a complex crop with unique developmental programs.

**Results:**

We performed small RNA deep sequencing and identified 47 peach-specific and 47 known miRNAs or families with distinct expression patterns. Together, the identified miRNAs targeted 80 genes, many of which have not been reported previously. Like the model plant systems, peach has two of the three conserved *trans*-acting siRNA biogenesis pathways with similar mechanistic features and target specificity. Unique to peach, three of the miRNAs collectively target 49 *MYB*s, 19 of which are known to regulate phenylpropanoid metabolism, a key pathway associated with stone hardening and fruit color development, highlighting a critical role of miRNAs in the regulation of peach fruit development and ripening. We also found that the majority of the miRNAs were differentially regulated in different tissues, in part due to differential processing of miRNA precursors. Up to 16% of the peach-specific miRNAs were differentially processed from their precursors in a tissue specific fashion, which has been rarely observed in plant cells. The miRNA precursor processing activity appeared not to be coupled with its transcriptional activity but rather acted independently in peach.

**Conclusions:**

Collectively, the data characterizes the unique expression pattern and processing regulation of peach miRNAs and demonstrates the presence of a complex, multi-level miRNA regulatory network capable of targeting a wide variety of biological functions, including phenylpropanoid pathways which play a multifaceted spatial-temporal role in peach fruit development.

## Background

There are many mechanisms by which plants regulate gene expression to ensure normal development and appropriate responses to both biotic and abiotic signals. One regulatory mechanism involves endogenous small RNA (sRNA) molecules, 20~24-nt in length [1,2], which act by silencing gene expression. In plants, sRNAs have been classified based on their biogenesis, including microRNAs (miRNAs), heterochromatic siRNAs (hc-siRNAs), *trans*-acting siRNAs (tasiRNAs) and natural antisense siRNAs (nat-siRNAs) [1,3-6]. TasiRNA biogenesis from *TAS* loci depends on miRNA-directed cleavage of their transcripts [4,7,8] and three tasiRNA pathways have been characterized in *Arabidopsis*[7,9]. Although miRNAs only constitute a small fraction in the sRNA population [10,11], the miRNA-guided post-transcriptional gene regulation is one of the most conserved and well-characterized gene regulatory mechanisms [6,10,12]. Increasing evidence shows that miRNAs negatively regulate their target genes, which function in a wide range of biological processes, including organogenesis, signal transduction and stress responses [13,14].

MiRNAs are derived from a precursor sequence of ~70 bases that usually forms a 21 bp duplex with a conserved stem and variable loops which is excised to produce the mature miRNA. The 21 bp sequence matches one or more target sequences for cleavage [10,13]. MiRNAs were initially identified by direct cloning with bioinformatic prediction or Sanger sequencing of relatively small-sized cDNA libraries [15,16]. The application of deep sequencing has greatly facilitated the pace of miRNA identification in plants. In addition to *Arabidopsis* and rice [9,17], miRNAs have been identified in many other plant species, including poplar [18], tomato [19], maize [20], grape [21], peanut [22] and soybean [23]. Comparative analysis reveals that some of the miRNA families are highly conserved among all plant species while others have diverged and evolved, generating abundant family- and species-specific miRNAs [10,24,25]. These dynamic and evolving miRNAs could serve as a driving force for the selection of improved and novel traits in plants.

Peach (*Prunus persica*) is a model species for genomics studies in the Rosaceae family, which includes a number of economically important fruit tree species such as apple, cherry and plum. It has a relatively small and well annotated genome (~230 Mb), diploid, and there are numerous EST sequences. Peach have a number of unique biological facets not commonly found in model organisms such as a 3–5 year juvenility period before the trees flower and fruit [26]. In addition, as temperate zone plants, the reproductive cycle is one year with flower buds initiating during the previous summer. They enter dormancy triggered by cold weather and/or short photoperiod in the fall, and continue developing when released by the seasonal accumulation of chilling stimulus to bloom in the spring [27,28]. Another distinct feature of peach fruit relative to *Arabidopsis* is the formation of fleshy fruit with hardened endocarp or stone surrounding the seed. Stone formation is closely coordinated with fruit development [29,30]. Lastly, peach can be productive for several decades under changing conditions in the orchard. Conceivably, all these developmental programs require an array of sophisticated regulatory networks, involving numerous players presumably including miRNAs.

Recently, Zhang *et al*. [31] initiated the exploration of miRNAs in peach by computationally identifying 22 miRNAs and experimentally verifying miRNAs for seven conserved miRNA families. We wanted to know if peach has evolved novel miRNAs to correspond with its potentially novel development and growth, and what their targets are. To address this, we performed a comprehensive analysis of peach miRNAs from different tissues by deep sequencing, computational prediction, and molecular approaches. We were able to identify novel and conserved peach miRNAs as well as their targets. A majority of the miRNAs showed tissue-specific expression and 16% of them were found to be regulated at the post-transcriptional level. In addition, peach conserves two of the three *trans*-acting siRNA pathways and we identified additional protein-coding transcripts as tasiRNA biogenesis loci.

## Results

### sRNA population in peach

Four cDNA libraries made from peach root, leaf, flower and mixed fruit sRNAs yielded 50 million high quality reads. 

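Small RNA was sequenced from 1 library each of root, leaf, flower and mixed fruit, so the tissues had no replicates and no p-value is given for a difference between them. The sample labels place root and leaf on the Illumina platform and flower and fruit on the SOLiD platform. A difference between these pairs of tissues therefore cannot be told apart from a difference between the platforms. The labels also describe the roots as from greenhouse seedlings, while the paper describes trees. A difference between root and leaf may thus reflect more than the tissue. The authors removed the adaptor, excluded reads without it, and deposited each unique sequence with its raw read count, without normalization. Reads that do not match the genome are included in these counts. The libraries held 22662491 reads of 4365343 unique sequences in root, 18295552 reads of 3660986 in leaf, 5128828 reads of 1791036 in flower and 4892343 reads of 834891 in fruit, with lengths from 15 to 31 nt. For the expression of miRNAs, counts were divided by the number of genome-matching redundant reads of each library in Table S1 and scaled to rpm, which is the normalization of the paper. The limit that a count of 0 allows, 3 counts, was 0.155 rpm in root, 0.198 rpm in leaf, 0.792 rpm in flower and 0.864 rpm in fruit. Intervals are 95% intervals, exact Poisson for counts and Clopper-Pearson for shares. PCR copies of a molecule cannot be recognised in these libraries, so intervals and limits cover counting error only.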

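Summed over the libraries, 10652256 unique sequences were counted, which are 9326305 distinct sequences because some occurred in more than 1 tissue. Of the distinct sequences, 88.0% were read in a single library and 40373 in all 4. The sequences shared by all libraries made up 38.9% of the reads of root, 34.8% of leaf, 21.0% of flower and 25.0% of fruit. Most unique sequences rested on a single read, with 75.3% in root, 73.6% in leaf, 62.1% in flower and 71.0% in fruit. The match to the genome was not analysed here. In the totals of the paper's Table S1, 66.3% of the unique sequences and 81.9% of the redundant reads matched it over the 4 libraries together, and the share of unique sequences ran from 54.3% in fruit to 68.6% in flower.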

Among 10 million unique reads, ranging from 15- to 31-nt, 70% were perfectly matched to at least one locus in the peach genome (Peach Genome V1.0 scaffolds, http://www.rosaceae.org/peach/genome). These reads were used for further analysis (Additional file 1: Table S1). The 20~24-nt sRNAs constituted over 90% of the identified peach sRNAs, and the 24-nt class of sRNAs was the most abundant class in all tissues (Figure 1a-d). 

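Over all reads, genome-matching or not, the 20~24-nt sRNAs made up 84.3% of the redundant reads of root (95% interval 84.3 to 84.4%), 85.7% of leaf (85.7 to 85.7%), 82.4% of flower (82.3 to 82.4%) and 82.0% of fruit (81.9 to 82.0%). The lowest of these shares, in fruit, was 83.5% among sequences read at least 2 times. With only the reads of 17 to 28 nt, the range drawn in Figure 1, the lowest share was 85.0%, now in root, the largest move among the alternatives tried. Of the unique sequences, 85.9% were 20~24-nt long in root, 87.6% in leaf, 79.3% in flower and 73.1% in fruit.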

The redundant 24-nt sRNAs were more abundant in flower and mixed fruit than in root and leaf, and the redundant 21-nt sRNAs were more highly expressed in root than other tissues (Figure 1e). 

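The 24-nt class held 35.6% of the redundant reads in root, 33.1% in leaf, 42.1% in flower and 43.1% in fruit. Flower, the lower of the SOLiD libraries, exceeded root, the higher of the Illumina libraries, by 6.42 percentage points, and the counting intervals did not overlap. The 21-nt class held 22.6% in root, 15.6% in leaf, 19.3% in flower and 19.5% in fruit, and root exceeded fruit by 3.13 percentage points. Both differences depended on abundant sequences. Without the 100 most abundant sequences of each library, flower exceeded root by 1.20 percentage points in the 24-nt class, and in the 21-nt class root had 11.7% against 15.4% in flower, a difference of -3.66 percentage points. The 100 most abundant sequences took 26.2% of the reads in root, 24.8% in leaf, 10.6% in flower and 11.3% in fruit. The listed sequences of miR156 alone took 8.04% of the reads in root and 0.619% in leaf.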

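Among unique sequences, 2264558 were 24-nt and 399428 were 21-nt in root, a ratio of 5.67. The ratio was 5.24 in flower, from 876706 and 167229 sequences, 4.44 in leaf, from 1687024 and 380103, and 4.03 in fruit, from 342296 and 84948. Root exceeded flower by 0.427. The number of unique sequences grows with depth, so each library was also thinned to the read total of fruit, the smallest. The ratio was then 6.32 in root, 5.27 in flower, 4.62 in leaf and 4.03 in fruit, and root exceeded flower by 1.04.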

Notably, the expression of the unique 24-nt sRNAs was much higher than the 21-nt class in all tissues, especially in root (Figure 1f).

**Figure 1:**
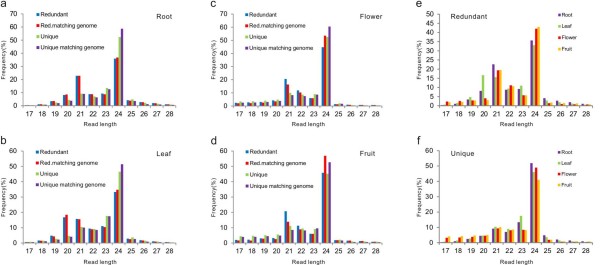
**Length distribution of redundant and unique sRNA sequences.** (**a**-**d**) The percentage of each size sRNA sequence (17~28-nt) in root, leaf, flower, and fruit is similar. The data is further grouped by whether the sequences are redundant or unique and by whether they align to the peach genome. (**e**-**f**) The data from (a-d) is summarized to represent the length distribution of redundant and unique sRNAs in root, leaf, flower, and fruit. In all cases, the 24-nt is the predominant sRNA species and the 21-nt is the next most abundant.

### Known miRNA families and their expression in peach

To identify known miRNA families in peach, we blasted all sRNA sequences against miRBase (release 18). 

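All 258 listed sequences of the conserved families had at least 1 exact-match read. They comprised 41 sequences of 20 nt, 177 of 21 nt and 40 of 22 nt. Root had reads of 228 of them, leaf of 227, flower of 197 and fruit of 199, while 140 were read in all 4 libraries and 0 in only 1. Each listed sequence was counted by exact match over its whole length. The rpm values calculated from the deposited counts were within 1 of the paper's for all 388 sequences listed in Table S3 and Table S5.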

A total of 258 unique sRNA sequences (20~22-nt) were identified belonging to 23 miRNA families that are conserved in both angiosperms and coniferophyta lineages [25] and referred to as conserved miRNAs in this study. These conserved miRNAs varied greatly in expression levels (Additional file 2: Table S2). In addition, most conserved miRNA families showed differential expression among root, leaf, flower and mixed fruit tissues. 

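The rpm of the listed sequences was summed within each family and over the 4 libraries. The conserved families ran from 102182 for miR156 to 9.80 for miR393, a 10423-fold range around a median of 646. The size of this range depends on its ends. With reads 1 nt longer or shorter at the 3' end included, the sums were 102814 for miR156 and 16.7 for miR393. The 5 highest sums were those of miR156, miR396 at 37107, miR166 at 27798, miR159 at 27216 and miR167 at 5975. At the other end, 7 of the 23 families had sums under 100 rpm. MiR393 had 53 reads in root, 87 in leaf, 5 in flower and 0 in fruit, the last allowing up to 0.864 rpm.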

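A family was counted as differing when its highest library had at least 2 times the rpm of its lowest and their Poisson intervals did not overlap. By this rule all 23 conserved families differed among the 4 libraries, and 22 did with a 4-fold limit. Per read of miR172, the loading control of the RNA blots, 22 differed, miR172 itself being excluded by construction. Because tissue and platform coincide, the comparison was also made within a platform. Root and leaf differed for 17 families, flower and fruit for 12, and 20 differed in at least 1 of these pairs. MiR159, miR162 and miR403 differed only between platforms. The largest ratios of highest to lowest library were 486 for miR156, which had 94076 rpm in root, 7483 in leaf, 430 in flower and 194 in fruit, 353 for miR397, 186 for miR395, 146 for miR396 and 92.0 for miR168. MiR396 had 430 rpm in root and 134 in leaf against 19592 in flower and 16952 in fruit. MiR395 was highest in leaf, with 490 rpm against 2.63 in root, and miR164 had 2017 rpm in root and 26.8 in leaf. The highest library was root for 10 families, leaf for 4, flower for 4 and fruit for 5.

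**Figure D1:**
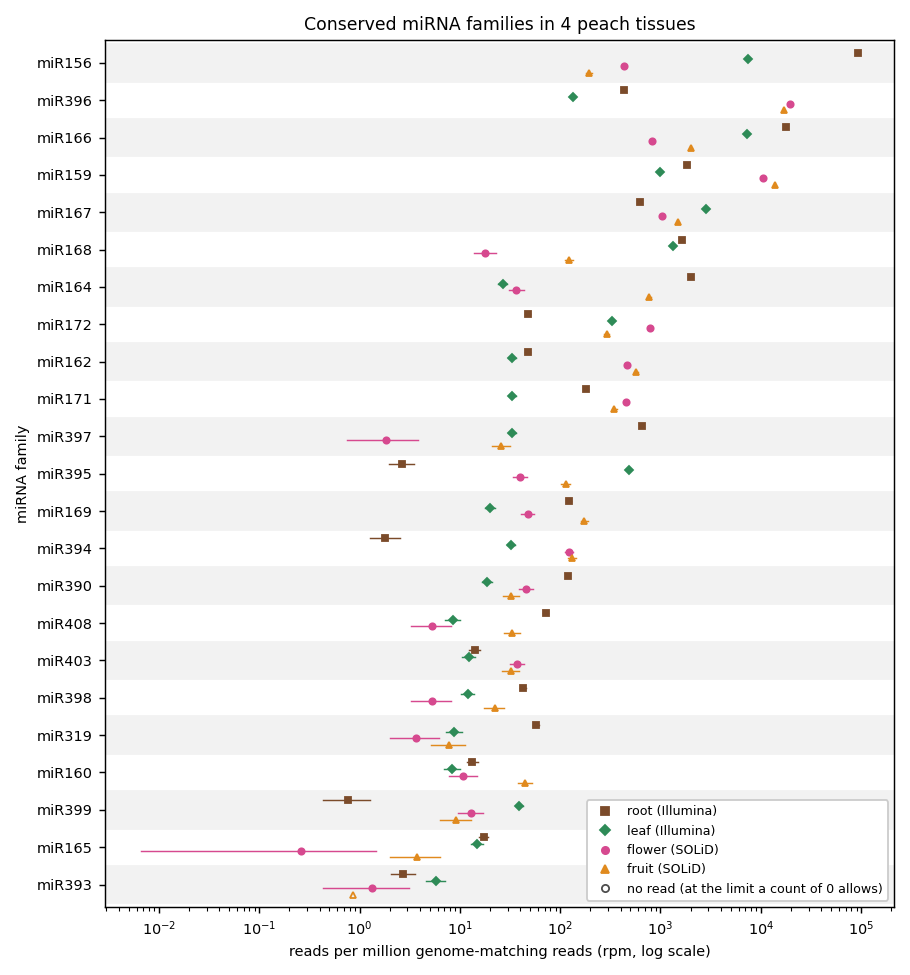
Abundance (rpm) of the 23 conserved miRNA families in root, leaf, flower and fruit, on a log axis, in the order of their sums. Symbols are the single library of each tissue, lines are exact Poisson 95% intervals, which cover counting error only, and open symbols mark libraries without a read at the limit that a count of 0 allows. MiR156 spans the range from 94076 rpm in root to 194 rpm in fruit.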

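Each of the 83 listed sequences of the less-conserved families had at least 1 read. Root had reads of 66 of them, leaf of 71, flower of 63 and fruit of 55, and 36 were read in all 4 libraries.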

An additional eighty-three miRNA sequences belonged to 24 miRNA families (Additional file 3: Table S3) that have been identified and reported in at least one plant species or family [10]. These are referred to as less-conserved miRNAs in this work. A canonical predicted stem-loop structure could be identified in seven of the 24 less-conserved miRNA families (Additional file 4: Table S4, Additional file 5: Figure S1). Overall, all the less-conserved miRNAs displayed relatively low expression levels compared to the conserved miRNAs except for miR535, and they, like the conserved miRNAs, displayed differential expression among tissues (Additional file 3: Table S3).

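The sums of rpm over the 4 libraries had a median of 38.4 for the 24 less-conserved families against 646 for the conserved ones. MiR535 had the highest sum, 19599, of which root gave 18648 rpm. The sums of miR2118 at 4352, miR894 at 3499 and miR482 at 2560 were also above the median conserved family, and miR827 at 592 and miR2911 at 549 were just under it. With reads 1 nt longer or shorter at the end of the listed sequence included, 6 families were above the median. In root and leaf alone miR2118 was not above it, and in flower and fruit alone miR894 was not. By the same rule as for the conserved families, all 24 differed among the libraries, of which 16 differed within a platform and 8 only between platforms. MiR894 had 2391 rpm in root and 1095 in leaf but 5.28 in flower and 8.06 in fruit, and miR2911 had 392 rpm in leaf and 0.792 in flower, where it had 3 reads. MiR2118 went the other way, with 27.0 rpm in root, 52.8 in leaf, 1137 in flower and 3136 in fruit. Against root, where they had no read, fruit was at least 863-fold higher for miR24 and at least 262-fold higher for miR532, and flower at least 336-fold higher for miR376. These bounds compare libraries of different platforms and cover counting error only.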

A random subset of the conserved and less-conserved miRNAs was analyzed with RNA blot to validate the expression data from the deep sequencing, utilizing miR172 as a standard (Figure 2a). The tissue-specific expression patterns were presented for the conserved miRNAs, miR160, miR167, miR169, miR319, miR390 and miR396, and the less-conserved miRNAs, miR828, miR858 and miR2118 (Figure 2b).

**Figure 2:**
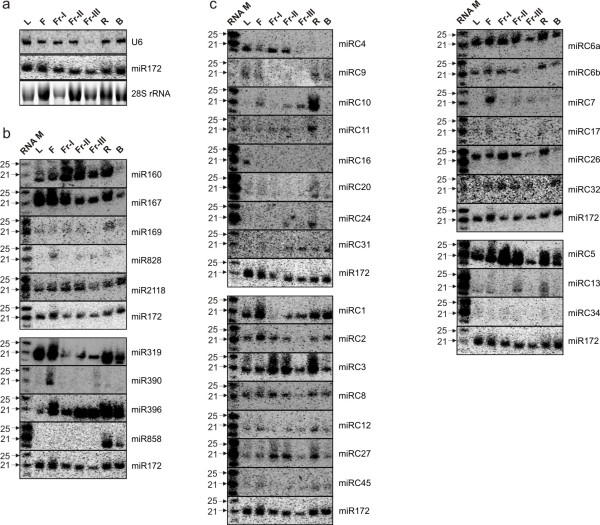
**RNA blot analysis of miRNA expression.** (**a**) The expression profiles of three molecules for normalizing gel loading were used to determine the one most uniformly expressed in the seven different RNA samples. MiR172 was chosen as the loading control throughout all RNA blots in this study instead of peach U6 because the U6 proved to be expressed at a substantially lower level in the ripest fruit tissue in these experiments. (**b**-**c**) The expression of selected previously-known and peach-specific miRNAs in different peach tissues. All hybridization results from the same membrane are grouped. 25 μg of total RNA isolated from each tissue was separated, transferred to nylon membranes and hybridized using γ^32^P-labeled oligo probe complimentary to RNA marker sequence and along with the probe to the indicated miRNA or gene sequence. For all the blots shown, L, leaf; F, flower; Fr-I, fruit at 19 Day After Bloom (DAB); Fr-II, fruit at 40 DAB; Fr-III, fruit at 82 DAB; R, root; B, bark.

### Peach-specific miRNAs

After excluding sRNA reads homologous to known miRNAs and other non-coding RNAs, the remaining 20~22-nt sRNA reads were selected for secondary structure prediction. Those with canonical stem-loop structures and sequence specificity (>75% of the reads mapped to the unique locus) were considered as putative new miRNAs (Additional file 5: Figure S1). 

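All 47 sequences of Table S5 had exact-match reads, 32 of them in root, 32 in leaf, 35 in flower and 40 in fruit, and 17 were read in all 4 libraries.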

In total, 47 sRNAs from 134 loci were identified. 29 of these sRNAs qualified as novel peach miRNAs since their star stands were identified and the remaining 18 sRNAs without star strand detected were classified as candidate peach miRNAs (Table 1 and Additional file 6: Table S5). Collectively, we refer to them as peach-specific miRNAs as they at present have only been found in peach. 

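Each of the 29 listed star sequences had at least 1 exact-match read. With at least 2 reads in a library required, 23 remained. The median was 6 star reads summed over the 4 libraries. For miRC12, miRC17, miRC18, miRC20, miRC24 and miRC26 the star was a single read, and for 15 of the 29 all star reads came from 1 library. The star of miRC2 was the most abundant, with 508 reads in root, 347 in leaf, 1619 in flower and 437 in fruit, against 30486, 59954, 445 and 185 reads of the miRNA. The star of miRC2 thus exceeded the miRNA 3.64 times in flower and 2.36 times in fruit. For miRC5 the star had 883 reads in root, 39 in leaf, 4 in flower and 0 in fruit, against 1162, 51, 1952 and 7225 reads of the miRNA. In 7 of the 29 pairs the star had more reads than the miRNA in at least 1 library. They include miRC11, whose listed star has the same sequence as the most abundant listed sequence of miR398. The 519 reads of this star cannot be told apart from miR398 reads. The star listed for miRC25 is likewise the sequence of miRC28, so its 18 reads are also those of miRC28. From the detection of the star strands, the paper reasons that these sequences qualify as miRNAs, and it classifies the others as candidates.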

Of the 47 peach-specific miRNAs, 29 were 21-nt, 17 were 22-nt, and one was 20-nt (Table 1). Thirty-eight of the miRNAs were transcribed from single loci and the remaining nine matched 2 to 15 loci. Approximately 67% of the peach-specific miRNAs mapped to the sense strand of genome scaffolds while only 33% of them mapped to the antisense strand (Additional file 6: Table S5).

**Table 1:** **Novel or candidate miRNAs identified from*P. persica*sRNA libraries**

**miRNA**	**miRNA sequence (5’-3’)**	**Length**	**Scaffold**^**a**^	**Match site**	**Strand**	**Normalized abundance (rpm**^**b**^**)**					miRNA* sequence (5’-3’)
						**Root**	**Leaf**	**Flower**	**Fruit**	**Total**	
**miRC1**	ACCUGGCUCUGAUACCAUAAC	21	Scaffold_3	8575480	+	1571	908	13139	7818	23436	CGUGGUAUCAGAGUCAUGUUA
**miRC2**	UGAAGGAAGAUUUGUGGAAAG	21	Scaffold_7	18921374	-	1573	3962	117	53	5705	UUCCACAGAUCUUUCCUCAUU
**miRC3**	CUUCCCAAACCUCCCAUUCCUA	22	Scaffold_1	29648613	+	40	33	1288	2804	4165	GGAAUGGGAGGAUUGGGAAAA
**miRC4**	UGAGCAAUGGCACACAGCCCU	21	Scaffold_3	2185580	+	0	0	1273	1837	3110	UUGUGCCAUUGCUCAAGC
**miRC5**	UUUCCGAAACCUCCCAUUCCAA	22	Scaffold_1	29646139	+	60	3	515	2080	2658	GGGUGAGAGGUUGCCGGAAAGA
**miRC6a**	UUAUACAAUGAAAUCACGGCCG	22	Scaffold_1	2254120	+	1286	309	249	328	2172	GCCGUGUUUCUUUGUAUAAAG
**miRC6b**	UUAUACAAUGAAAUCACGGUCG	22	Scaffold_1	2244523	+	97	15	58	10	180	CCGUGUUUCCUUGUAUAAAG
**miRC7**	UGGCACCAAUGAUACCAAGUUU	22	Scaffold_7	18801272	-	0	0	986	404	1390	ACUUGGUAUCUUGGUGCCGGU
**miRC8**	CAGGAAAGAAUGUGAUGAGUA	21	Scaffold_2	2899303	+	24	469	11	0	504	UUUGCUCGUCACAUUCUUUCC
**miRC9**	UCGCAGGAGAGAUGGCACUGUC	22	Scaffold_3	19986823	-	109	16	0	0	125	UGGUGUCAUCCCUCCUGUGACC
**miRC10**	CGAACUUAUUGCAACUAGCUU	21	Scaffold_4	6342241	+	3	19	0	56	78	GCUAGGUGCAACAAGUUCAAU
**miRC11**	GGAGCGACCUGGGAUCACAUG	21	Scaffold_4	23714205	+	12	14	1	22	49	UGUGUUCUCAGGUCGCCCCUG
**miRC12**	UCUGAGUCAGAUUACUGAAUA	21	Scaffold_6	8360495	+	10	32	1	0	43	UUCAGUAUUUUGACUCAGAA
**miRC13**	ACUCUCCCUCAAAGGCUUCUAG	22	Scaffold_5	11892663	+	7	14	4	12	37	CGAAGCCUUUGGGGAGAGUAA
**miRC14**	UAGAGAGAUGGUCAGCAAUGU	21	Scaffold_4	14225624	+	3	3	1	26	33	AUUGCUGAUCACCUCUCUAAU
**miRC15**	CCACAUUUAUAGAUUACCUUG	21	Scaffold_7	10402743	-	0	0	9	20	29	CAAGGUAGUUUAUAAAUGUGG
**miRC16**	UUCAAAGGGUACAUCCACAGU	21	Scaffold_2	18505840	+	0	5	8	9	22	CAACUGUGGACAUACCCUUUG
**miRC17**	UCUGUCGUAGGAGAGAUGGCGC	22	Scaffold_3	19984391	-	9	0	0	12	21	UCAUCUCUCCUCGACUGAA
**miRC18**	UCGUGGGGAGAGAUCUAAUCG	21	Scaffold_7	18333173	-	0	0	6	12	18	AUUAGACCUCUCCCGACGAAA
**miRC19**	CCUCCCAUGCCACGCAUUUCUA	22	Scaffold_8	10608407	-	0	0	11	6	17	GAGAUGGGUGGCUGGGAAGGA
**miRC20**	AUUUCGACUAAUAACACAAUG	21	Scaffold_7	1039113	+	3	0	2	11	16	UUGUGUUAUUGGCCGAAAAUAG
**miRC21**	AUAAUAAUGUCCGGAUGUCAA	21	Scaffold_6	19901315	+	0	11	0	0	11	GAUAUCCGCACAUUAUUAUUG
**miRC22**	CCCUUCCAGUAAGGCACCCCC	21	Scaffold_5	13061652	+	0	0	1	10	11	GGGUUCCUUGUUGGAAGGACU
**miRC23**	AUUUCAGCUAAGUUGAGUUGU	21	Scaffold_3	13433851	+	0	1	8	1	10	AAUCAACUCAGCUUAGCUGAACUG
**miRC24**	UCCCUCAAGGGCUCCCAAUAUU	22	Scaffold_3	9747805	-	2	0	0	8	10	UGUUGGGGGCUCUUUUG
**miRC25**	UCAAUUAGAAAAUGAUAAGUG	21	Scaffold_6	7122989	+	0	0	5	2	7	CUUGUUAUUUUUUAAUUGAUU
**miRC26**	UCCAACGAUGGGUGACCACAA	21	Scaffold_7	16562805	-	0	0	2	5	7	UUUGUGGUCAUUCACCGUUGGA
**miRC27**	UCCUGUGCGAACGUCCAGAAG	21	Scaffold_1	498129	+	3	4	0	0	7	UAACUUCCGAACGUCCGCAUA
**miRC28**	CUUGUUAUUUUUUAAUUGAUU	21	Scaffold_6	9969911	-	0	0	4	1	5	AACCAAUUAGAAAAUAACAAGUGG
**miRC29**	AAAGACUAAAAUACCCUUGA	20	Scaffold_5	6250039	-	8	6	45	1	60	None detected
**miRC30**	UACUUGACCCCACAACUGGUU	21	Scaffold_1	27613921	+	1	6	13	24	44	None detected
**miRC31**	UGGGCACGCCAGAAUAAAGCAA	22	Scaffold_7	13727378	+	12	27	0	0	39	None detected
**miRC32**	UAAGGUUGAGCCGGAAAUCGGA	22	Scaffold_6	8366918	+	2	3	2	19	26	None detected
**miRC33**	CUCUUAAUCGUUGGAUCAAAUU	22	Scaffold_5	10113319	-	0	0	0	22	22	None detected
**miRC34**	UGCUUGUUGAGAUGUGCGGUU	21	Scaffold_8	6836158	+	17	1	0	1	19	None detected
**miRC35**	UGUGUUAAUCGUAGAAAAUAU	21	Scaffold_1	27061839	+	6	2	8	1	17	None detected
**miRC36**	AAUGUCACCUCCCACACUCCU	21	Scaffold_4	23445268	+	0	0	0	16	16	None detected
**miRC37**	UGGACGUCUAGAAAAAUACGG	21	Scaffold_4	23035470	+	7	8	0	0	15	None detected
**miRC38**	UUAAGCCCAAGAAAGCCCGAC	21	Scaffold_4	23839384	+	0	0	0	14	14	None detected
**miRC39**	ACCUCUUAUAGAUAGUCCCCA	21	Scaffold_3	193497	+	0	0	0	12	12	None detected
**miRC40**	AGACAGGUUCUUUUAUCUCAUG	22	Scaffold_1	22425519	-	0	0	3	9	12	None detected
**miRC41**	UCGAUUUUAUGUUUUAAGUAUC	22	Scaffold_4	22126310	+	0	0	6	5	11	None detected
**miRC42**	UCUGACUUUUACCAGAAUCUGA	22	Scaffold_5	11020912	+	3	0	0	5	8	None detected
**miRC43**	CAUUAGAGCGGUGGUACACAA	21	Scaffold_1	30892686	+	1	4	2	0	7	None detected
**miRC44**	UGCCAAGAAAGAGUUGCCCUA	21	Scaffold_3	1327042	-	0	3	2	0	5	None detected
**miRC45**	ACCUCCUCAUUCUAACCCCUCA	22	Scaffold_1	29656462	-	0	0	0	4	4	None detected
**miRC46**	UGCAUGCACCUUGAUAGAUGU	21	Scaffold_5	17169215	-	0	0	0	4	4	None detected

^a^Only a single mapped scaffold is shown here. All matched scaffolds are included in Additional file 6: Table S5. ^b^rpm, reads per million.

The expression of all peach-specific miRNAs was analyzed and compared by both sRNA-seq and RNA blot analyses. 

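Of the 47 sequences, 38 were under 100 rpm in every library, and the limit of 100 rpm was set for this comparison. The sums over the 4 libraries had a median of 18.4 rpm and ran from 4.01 for miRC46 to 23435 for miRC1. MiRC1, miRC2, miRC3, miRC4 and miRC5 had the highest sums, with 5706 for miRC2, 4166 for miRC3, 3111 for miRC4 and 2659 for miRC5. By the rule of a ratio of at least 2 and separate Poisson intervals, all 47 differed among the libraries, and 46 did at a ratio of 4. Root and leaf differed for 22 and flower and fruit for 29, which left 8 that differed only between platforms. The highest library was fruit for 24, leaf for 10, flower for 9 and root for 4. MiRC4 (UGAGCAAUGGCACACAGCCCU) had 1273 rpm in flower and 1837 in fruit and no read in root or leaf, so that fruit was at least 11867-fold higher than root. This bound covers counting error only and compares different platforms. MiRC4 is among the 8 that differed only between platforms. MiRC8 had 469 rpm in leaf and 1 read in fruit, and miRC5 had 2080 rpm in fruit and 3.37 in leaf, a ratio of 617. MiRC33 had 78 reads in fruit, 1 in leaf and 0 in root and flower.

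**Figure D2:**
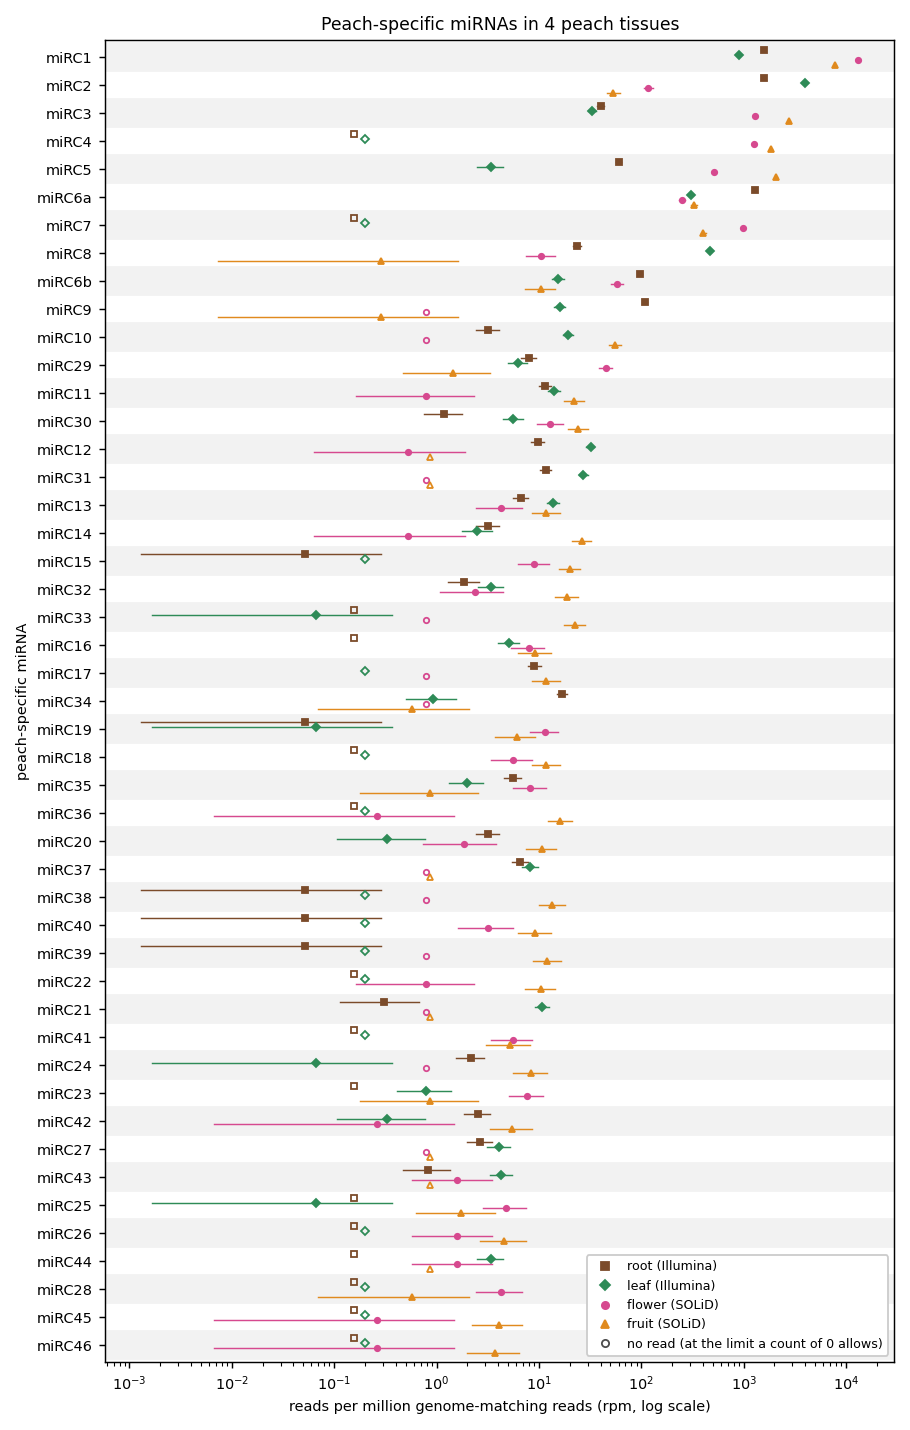
Abundance (rpm) of the 47 peach-specific miRNAs in root, leaf, flower and fruit, on a log axis, in the order of their sums. Symbols are the single library of each tissue, lines are exact Poisson 95% intervals for counting error only, and open symbols mark libraries without a read at the limit that a count of 0 allows. MiRC1 lies at the top with 23435 rpm in sum, and most of the others lie under 100 rpm in every library.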

In general, peach-specific miRNAs had low expression which varied in different tissues (Table 1 and Figure 2c). We detected signals for 24 of the 47 peach-specific miRNAs by RNA blot analyses in one or all seven tissues tested, and the hybridization signal intensity was, in general, correlated with the reads per million (rpm) values as demonstrated for miRC1 and miRC7 with some exceptions (Figure 2c).

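In the sRNA libraries, miRC1 (ACCUGGCUCUGAUACCAUAAC), which Table S5 of the paper places on scaffold 3 at position 8575480 on the plus strand, had 1571 rpm in root, 908 in leaf, 13139 in flower and 7818 in fruit. Flower was 14.5 times leaf, but root and leaf differed by a factor of 1.73 and flower and fruit by 1.68, both under 2. MiRC7 (UGGCACCAAUGAUACCAAGUUU), placed by the paper on scaffold 7 at position 18801272 on the minus strand, had 986 rpm in flower and 404 in fruit and no read in root or leaf. The limits there are 0.155 and 0.198 rpm, so flower was at least 6367-fold higher than root. That contrast also crosses the platforms. Between the SOLiD libraries, flower was 2.44 times fruit.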

### Detection of miRNA precursors and tissue- and development-specific differential processing in peach

In plants, miRNA transcription and processing appear to be closely coupled as the transcripts are immediately processed [32,33]. This appeared to hold true for most of the peach miRNAs we analyzed. However, in the case of nine miRNAs, miRC1, miRC9, miRC11, miRC14, miRC16, miRC17, miRC26, miRC31 and miRC34 (Figure 3a,b and Additional file 7: Figure S2) two fragments were detected by RNA blot analyses; one corresponding to the expected 21~22-nt miRNA species and the other corresponding to RNA species ranging from 90 to 130-nt in size, which is the predicted size range of most miRNA precursors. To assess if these large fragment were miRNA precursors, we designed two 21-nt oligo probes (designated as Non-miRC1 and Non-miRC26) complementary only with non-miRNA sequences within stem loops of the selected miRC1 and miRC26 (Figure 3c,d). These probes should detect only the large fragment because they were not complementary with the miRNA sequences. Indeed, only the large fragment was detected with each of these probes (Figure 3e,f). Re-probing the same blot with another miRNA did not detect the large fragment, indicating that it was not an artifact (Figure 3g,h). Therefore, the detected large fragments likely represented miRNA transcript precursors.

**Figure 3:**
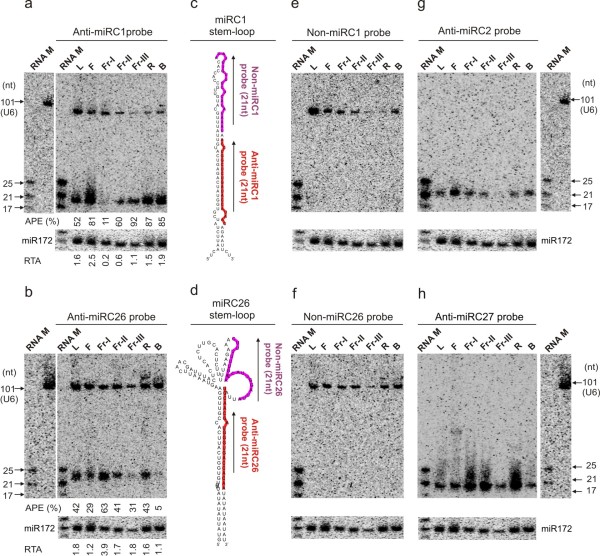
**Detection of differential miRNA processing and expression.** Two sets of membranes were prepared as described in Figure 2. Each membrane was sequentially probed with labeled RNA marker (RNA M) for size standards, probe complementary to a specific miRNA that shows incomplete processing, a 21-nt region immediately next to the specific miRNA sequence, a second miRNA that shows complete processing and then U6 as a standard. MiR172 was used as a loading control. (**a**-**b**) The expression of miRC1 and miRC26, respectively, showing incomplete processing. Based on the expression of the control RNA miR172, the processing efficiency is calculated and presented below the blots. APE, Arbitrary Processing Efficiency (%) = Small Fragment Intensity (SFI)*100/[Sum of Large Fragment Intensity (LFI) + SFI]. RTA, Relative Transcription Activity = (LFI + SFI)/Control RNA Fragment Intensity (CFI). (**c**-**d**) The diagram of the specifically probed sequence regions is shown. (**e**-**f**) The expression of precursors only is shown of miRC1 and miRC26, respectively. (**g**-**h**) The expression of miRC2 and miRC27 respectively is shown to demonstrate complete processing detected on the same blot. For all the blots shown, L, leaf; F, flower; Fr-I, fruit at 19 Day After Bloom (DAB); Fr-II, fruit at 40 DAB; Fr-III, fruit at 82 DAB; R, root; B, bark.

A comparison between large and small fragment intensity among tissues revealed that their relative ratios varied among tissues. For example, miRC26 was more abundant than its precursor in young fruit (Fr-I) while the opposite was true in bark tissue (Figure 3b). These findings suggest that these miRNAs are differentially processed in different tissues. To compare miRNA processing efficiency, we quantified both small and large fragment signal intensity and calculated the percentage of the small fragment intensity relative to the total fragment intensity (APE, arbitrary processing efficiency), as listed in bottom panels of Figure 3a,b. The APE for both miRC1 and miRC26 showed substantial variations among tissues, as over 80% of transcript precursors were processed in flower (F), root (R) and bark (B) but only 11% was processed in young fruit (Fr-I) for miRC1 (Figure 3a). Similarly, 63% of miRC26 precursors was processed in young fruit (Fr-I) while as little as 5% was processed in bark tissue (Figure 3b). In addition to tissue-specific regulation, miRNA processing was also influenced by fruit development stage as the APE for miRC1 increased from 11% to 92% during development from young fruit (Fr-I) to mature fruit (Fr-III) (Figure 3a) while an opposite trend was observed for miRC26 (Figure 3b). Apparently, the expression of these peach miRNAs was subjected to differential processing regulation in a tissue-specific and development-dependent fashion.

MiRNAs in plants are primarily regulated at the transcriptional level. We quantified the changes in transcription of the specific miRNAs among tissues by relative transcription activity (RTA) of miRC1 and miRC26, in regard to miR172 as the loading control. Specifically, miRC1 had the highest RTA in flower (F) and the lowest RTA in young fruit (Fr-I), while miRC26 had the highest RTA in young fruit (Fr-I) and the lowest RTA in bark (B) (Figure 3a,b). MiRNA transcription and processing shared similar activity in some tissues but different in other tissues, indicating that the two regulatory mechanisms could be uncoupled.

### Identification of miRNA targets in peach

We identified 64 target genes for known miRNAs through sequencing of a peach degradome library and found that most of them were abundantly represented as conserved miRNA targets (Table 2). 

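A degradome library holds the ends of cut mRNAs, so that a tag starts where a miRNA has guided the cut, between the nucleotides opposite positions 10 and 11 of the miRNA. The authors made 1 such library from pooled RNA of root, leaf, flower and mixed fruit, sequenced it on the Illumina platform, removed the adaptor and deposited each unique tag with its raw count. It held 22110606 reads of 1165554 unique tags from 18 to 32 nt, of which 71.7% of the reads were of 20 or 21 nt and 296120 tags were read once. A single library of pooled tissues gives no comparison among tissues. The paper aligned the tags to transcripts and identified target genes from their positions. No transcript sequence was used here, and the tags were compared with the miRNAs directly. Reads were counted whose start is the reverse complement of nucleotides 1 to 10 of the most abundant listed sequence of each of the 94 known families and peach-specific miRNAs. This requires perfect pairing over these nucleotides and does not name the transcript.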

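At the start predicted for cleavage, 13 of the 23 conserved families, 16 of the 24 less-conserved families and 29 of the 47 peach-specific miRNAs had reads. As a reference, each count was ranked among 100 shuffled versions of the same nucleotides. A chance level can be given only roughly, because many shuffled counts were tied and some items, such as miRC6a and miRC6b, share a start. A count above exactly 95 is also called, which the level leaves out. By this rough level, about 4.7 of the 94 would exceed at least 95 of their shuffled versions, and 15 did. Among the conserved families these were miR396 with 276 reads, miR164 with 224, miR156 with 218, miR169 with 111, miR408 with 103 and miR160 with 51. Among the less-conserved families they were miR482 with 11631 reads, miR828 with 1384, miR1310 with 220, miR505 with 178 and miR532 with 83, and among the peach-specific miRNAs miRC27 with 477, miRC6a and miRC6b with the same 341, and miRC44 with 76. A control start lies opposite nucleotides 12 and 13, where no cut is predicted. Matched there over the same length, 10 nt, 57 of the 94 had reads and 8 exceeded their shuffled versions, of which 0 were among the 15, a control chosen after seeing the data. Matched over 12 nt, the control planned beforehand, only 10 had reads and 9 of these exceeded their shuffled versions. Of the 9, 1 was among the 15, miR828. The count of 9 is not comparable with the 15 because the match is longer. With 1 mismatch allowed, 10 exceeded their shuffled versions, of which miR396, miR482 and miR828 were among the 15.

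**Figure D3:**
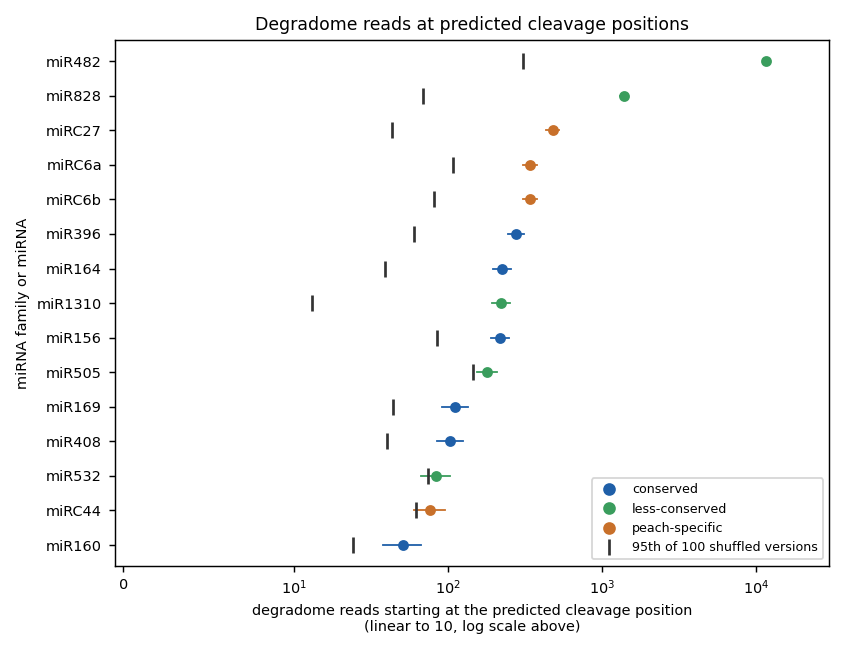
Degradome reads that start at the predicted cleavage position of the 15 miRNAs or families above at least 95 of their 100 shuffled versions. Dots are the counts with exact Poisson 95% intervals, coloured by group, and vertical marks are the 95th of the 100 shuffled counts in rising order. The axis is linear to 10 and logarithmic above, and miR482 at 11631 reads and miR828 at 1384 lie farthest from their marks.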

Thirty-five target genes were identified for 15 of the conserved miRNA families, and 29 target genes for the nine less-conserved miRNA families. The target transcripts were then classified into five categories (0–4) based on their abundance (Table 2 and Table 3) [34]. Ten targets for the conserved miRNAs fell into the category 0, the most abundant, and half of the targets fell into category 2. 

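Of the 23 conserved families, 15 have a target in Table 2 and 8 do not. Their sums of rpm over the 4 small RNA libraries overlapped widely. The median was 714 for the families with a target, which ran from 9.80 for miR393 to 102182 for miR156, and 192 for those without, which ran from 62.0 for miR399 to 1447 for miR172. Of the 15 families with a target, 4 lay below the median of the others. The families are not replicates, and no p-value is given across them.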

We could not identify any targets for some conserved miRNA families regardless of whether the expression level of the corresponding miRNAs was low or high, indicating there is no clear correlation between miRNA level and the efficiency of cleavage of its target transcript.

**Table 2:** Targets for known miRNA in peach identified by degradome sequencing

**miRNA**	**Target gene**^**a**^	**Align score**^**b**^	**Normalized reads at cleavage site (tpb)**^**c**^	**Category**^**d**^	**Target gene annotation**
**Conserved targets for conserved miRNAs**					
miR156	ppa006611m	3	150.2	3	Squamosa promoter-binding-like protein
miR156	ppa007056m	2	500.7	2	Squamosa promoter-binding-like protein
miR156	ppa021582m	2	1151.5	2	Squamosa promoter-binding-like protein
miR156	ppa024285m	3	3704.8	0	Squamosa promoter-binding-like protein
miR159	ppa003628m	3.5	2252.9	0	MYB transcription factor
miR160	ppa002082m	1	1301.7	2	Auxin response factor
miR160	ppa002710m	1	1251.6	2	Auxin response factor
miR164	ppa007653m	2.5	11214.7	0	NAC domain-containing protein
miR165	ppa001343m	2.5	2353.1	2	Homeobox-leucine zipper protein
miR165	ppa001378m	2.5	4856.3	0	Homeobox-leucine zipper protein
miR166	ppa001343m	3	2353.1	2	Homeobox-leucine zipper protein
miR166	ppa001378m	3	4856.3	0	Homeobox-leucine zipper protein
miR167	ppa001179m	4.5	1201.6	2	Auxin response factor
miR168	ppa000619m	4	275.4	2	Argonaute protein
miR168	ppa000900m	4	275.4	2	Argonaute protein
miR169	ppa006634m	3.5	1226.6	2	Nuclear transcription factor Y subunit A
miR390	AJ875750 (EST)				PpTAS3
miR393	ppa003344m	1	1401.8	2	Auxin signaling F-box protein
miR393	ppa003465m	2	550.7	3	Auxin signaling F-box protein
miR395	ppa002425m	2	600.8	2	Sulfate transmembrane transporter
miR396	ppa003017m	3.5	4005.2	0	Growth-regulating factor
miR396	ppa006912m	3	4956.5	2	Growth-regulating factor
miR396	ppa011917m	3.5	7960.4	0	Growth-regulating factor
miR396	ppa019623m	3	9312.2	0	Growth-regulating factor
miR396	ppa021277m	4	22179.0	0	Growth-regulating factor
miR396	ppa022199m	3	28086.7	0	Growth-regulating factor
miR396	ppa024293m	3	700.9	2	Growth-regulating factor
miR397	ppa003308m	4	550.7	2	Laccase
miR397	ppa003408m	3	300.4	3	Laccase
miR397	ppa003646m	1.5	9011.8	0	Laccase
miR397	ppa003714m	3	400.5	3	Laccase
miR397	ppa022440m	1.5	250.3	3	Laccase
miR408	ppa018507m	1	1051.4	2	Copper ion binding protein
miR408	ppa021383m	3	3104.1	2	Copper ion binding protein
Tas3-siRNA	ppa001557m	2	650.9	2	Auxin response factor
Tas3-siRNA	ppa001392m	1.5	22529.4	2	Auxin response factor
**Novel targets for conserved miRNAs**					
miR396	ppa003643m	4	400.5	3	Rho guanyl-nucleotide exchange factor
miR408	ppa004802m	3.5	500.7	3	Selenium-binding protein
miR408	ppa007350m	4	3404.4	2	Cyclin D3
**Targets for other known miRNAs**					
miR505	ppa012208m	4.5	275.4	2	ATP synthase
miR505	ppa012241m	4.5	275.4	2	ATP synthase
miR530	ppa004922m	4	50.1	4	ATP binding
miR828	ppa010908m	1	55247.2	0	MYB transcription factor
miR828	ppa016135m	3	2152.8	2	MYB transcription factor
miR828	ppa024533m	2	1852.4	2	MYB transcription factor
miR858	ppa005421m	4.5	851.1	2	3-ketoacyl-CoA thiolase
miR858	ppa006057m	4.5	851.1	2	3-ketoacyl-CoA thiolase
miR858	ppa006769m	4	150.2	3	MYB transcription factor
miR858	ppa009143m	4	150.2	3	MYB transcription factor
miR858	ppa010252m	4	3754.9	2	MYB transcription factor
miR858	ppa015883m	3	650.9	0	MYB transcription factor
miR858	ppa016135m	3.5	16481.5	2	MYB transcription factor
miR858	ppa016385m	4	1201.6	0	MYB transcription factor
miR858	ppa016708m	4.5	650.9	2	MYB transcription factor
miR858	ppa017136m	3.5	35.0	3	MYB transcription factor
miR858	ppa018561m	4	1201.6	2	MYB transcription factor
miR858	ppa019380m	4	35.0	1	MYB transcription factor
miR858	ppa022205m	4	4070.3	0	MYB transcription factor
miR858	ppa022431m	4.5	6959.1	2	MYB transcription factor
miR858	ppa022465m	3.5	16481.5	0	MYB transcription factor
miR858	ppa023768m	2.5	3704.8	2	MYB transcription factor
miR858	ppa023812m	3.5	4070.3	0	MYB transcription factor
miR858	ppa024074m	4.5	4070.3	0	MYB transcription factor
miR894	ppa005211m	4	300.4	3	Ankyrin repeat family protein
miR2478	ppa024560m	4.5	300.4	3	Disease resistance-responsive protein
miR2911	ppa004713m	4.5	2052.7	2	Vacuolar processing enzyme
miR2916	ppa008099m	4.5	200.3	2	Galacturonosyltransferase-like protein
miR4171-5	ppa010474m	4.5	650.9	2	C3HC4-type RING finger family protein
miR4171-5	ppa012554m	4	150.2	3	Universal stress protein (USP)

^a^ Target gene is the identified transcript from the peach transcriptome (http://www.rosaceae.org/node/35) or the EST sequence in the case of miR390.

^b^ Align score is calculated according to [7].

^c^ tpb, transcripts per billion, according to [21].

^d^ Category 0: >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is only one maximum on the transcript; Category 1: >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is more than one maximum position on the transcript; Category 2: >1 raw read at the position, abundance at position is less than the maximum but higher than the median for the transcript; Category 3: >1 raw read at the position, abundance at position is equal to or less than the median for the transcript; Category 4: Only 1 raw read at the position.

**Table 3:** Targets for peach-specific miRNAs identified by degradome sequencing

**miRNA**	**Target gene**^**a**^	**Align score**^**b**^	**Normalized reads at cleavage site (tpb)**^**c**^	**Category**^**d**^	**Target gene annotation**
miRC2	ppa010261m			5	751.0	2	Zinc finger protein
miRC3	ppb024266m			3.5	350.5	2	NBS-LRR class disease resistance protein
miRC4	ppa012465m			4.5	10263.4	2	Unknown protein
miRC5	ppb024266m			5	350.5	2	NBS-LRR class disease resistance protein
miRC6a	ppa019098m			4	40.1	2	Pentatricopeptide (PPR) repeat-containing protein
miRC6a	ppa020475m			1	5997.8	0	Pentatricopeptide (PPR) repeat-containing protein
miRC6a	ppa023796m			5	15.0	4	Pentatricopeptide (PPR) repeat-containing protein
miRC6b	ppa019098m			4.5	40.1	2	Pentatricopeptide (PPR) repeat-containing protein
miRC6b	ppa020475m			1.5	5997.8	0	Pentatricopeptide (PPR) repeat-containing protein
miRC12	ppa000294m			5	600.8	2	Protein kinase family protein
miRC12	ppa000823m			5	851.1	2	Translation initiation factor
miRC13	ppa008890m			5	2353.1	2	Esterase/lipase/thioesterase family protein
miRC13	ppa010397m			4.5	100.1	3	Allene-oxide cyclase
miRC16	ppa018545m			5	100.1	3	FAR1-related sequence 3; zinc ion binding
miRC16	ppa022612m			5	100.1	3	FAR1-related sequence 3; zinc ion binding
miRC29	ppa002618m			5	50.1	3	RNA binding / translation initiation factor
miRC29	ppa002620m			5	50.1	3	RNA binding / translation initiation factor
miRC30	ppa004763m			4.5	25.0	4	Catalase
miRC45	ppa002666m			5	1552.0	2	Vernalization independence; DNA binding

^a^ Target gene is the identified transcript from the peach transcriptome (http://www.rosaceae.org/node/35).

^b^ Align score is calculated according to [7].

^c^ tpb, transcripts per billion, according to [21].

^d^ Category 0: >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is only one maximum on the transcript; Category 1: >1 raw read at the position, abundance at position is equal to the maximum on the transcript, and there is more than one maximum position on the transcript; Category 2: >1 raw read at the position, abundance at position is less than the maximum but higher than the median for the transcript; Category 3: >1 raw read at the position, abundance at position is equal to or less than the median for the transcript; Category 4: Only 1 raw read at the position.

A large number of the identified targets were members of transcription factor gene families, including SPL, MYB, ARF, NAC and GRF, while others were related to sRNA binding (AGO), auxin signaling (TIR/AFB), sulfate transport (AST) and redox reactions (LAC and ARPN) (Table 2). 

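Tags at a predicted cleavage position were grouped by their first 18 nt, which separates transcripts that differ after the cut. For miR156 there were 4 groups of at least 10 reads, with 94, 78, 23 and 13 reads. The intervals of the first, 76.0 to 115 reads, and the second, 61.7 to 97.3, overlapped, and both lay above those of the other groups. For miR408 the 3 groups had 62, 21 and 20 reads, and the largest stood apart from the others by its interval of 47.5 to 79.5. MiR396 had 9 such groups, the largest with 63, 54 and 39 reads. These groups were not assigned to the miR396 targets of Table 2. Scaled as tpb over all reads of the library, the 276 reads of miR396 amounted to 12482.7. Table 2 gives a larger value for the growth-regulating factor with the most reads. The groups of miR396 therefore cannot hold all cut ends counted there, and their sizes do not show how those targets varied. For miR160 the groups of 26 and 25 reads were indistinguishable. MiR164 had essentially a single group, with 223 of its 224 reads.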

For a given miRNA with multiple conserved target transcripts, the frequency of each target in the degradome varied. More importantly, novel targets were also identified for at least two conserved miRNAs, i.e. miR396 and miR408. The miR396 target encodes a rho guanyl-nucleotide exchange factor and the two miR408 targets encode a selenium-binding protein and a D-type cyclin (Table 2). We also identified either single or multiple targets for the nine less-conserved miRNAs in peach (Table 2). Both miR828 and miR858 targeted MYB family genes. 

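For miR828 (UCUUGCUCAAAUGAGUAUUCCA), 1384 degradome reads started with TTGAGCAAGA, the predicted start, and fell into 8 groups of at least 10 reads, led by groups of 1095, 127, 38 and 35 reads. Figure 5c prints the site of ppa010908m as UGGAACACUCAUUUGAGCAAGA and that of ppa024533m as UGGAACUCUCAUUUGAGCAAGA. These sites are identical after the cut, so the printed sites alone do not assign the groups to them. The site of ppa016135m, UGGAAUUCUCAUUUGAGCAAAA, differs after the cut, and 52 reads started with its TTGAGCAAAA, 43 of them in the largest of 3 groups. Matched over the same 10 nt, the 12 other positions inside each site had up to 171 reads in ppa010908m, 99 in ppa024533m and 82 in ppa016135m. For ppa016135m, 2 of these positions had more reads than the predicted start, so its 52 reads do not stand out at this length of match. For the most abundant listed sequence of miR858 no read had the perfectly paired start, and a count of 0 allows up to 3 counts at this depth.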

MiR828 could cleave three *MYB* genes while miR858 targeted 18, among which they shared one common target. In addition, miR858 was found to target two other genes both encoding peroxisomal 3-ketoacyl-CoA thiolases that have critical roles in fatty acid metabolism [35] (Table 2). Notably, miR858 had the most gene targets identified in this study.

A total of 16 targets were identified for 12 of the peach-specific miRNAs (Table 3). Among the identified targets, only one fell into category 0; eight into category 2 and seven into category 3 or 4 (Table 3). MiRC6a and miRC6b shared two of three gene targets identified while miRC3 and miRC5 targeted the same gene transcript. MiRC12 and miRC13 target different genes while miRC16 and miRC29 target two genes from the same gene family. The other four peach-specific miRNAs were found to target single genes. The identified 16 gene targets encode diverse proteins including zinc finger, NBS-LRR class disease resistance, PPR containing, protein kinase, FAR1-related, RNA binding, catalase and vernalization-related proteins (Table 3), suggesting that these peach-specific miRNAs are likely involved in regulation of a wide range of biological processes or metabolic pathways.

### *Trans*-acting siRNAs in peach

In this study, we found that both miR390-*TAS3* and miR828-*TAS4* tasiRNA pathways are conserved in peach as evidenced by the identification of miR390 and miR828, *TAS3* and *TAS4* transcripts and the generation of phased 21-nt siRNAs along both *TAS3* and *TAS4* transcripts (Figure 4a,b). RNA blot analysis showed that both miR390 and miR828 had detectable expression in various peach tissues (Figure 2b). MiR390's cleavage target, a *TAS3* ortholog (EST: AJ875750, defined as *PpTAS3*) was identified in peach, and shared similar dual miR390 target sites with its *Arabidopsis* counterpart. Mapping of sRNA reads against *PpTAS3* defined a similar tasiRNA generation region and pattern between these dual target sites. Mostly 21-nt tasiRNAs were generated in the flower tissue (Figure 4a), which correlated with flower-specific expression of miR390 (Figure 2b). Of these siRNA populations, two siRNAs shared > 95% sequence identity with the characterized *Arabidopsis* tasiARFs, which were shown to target *AtARF2AtARF3*, and *AtARF4 *that negatively regulate auxin signaling [36]. 

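The tasiARF sequence printed in Figure 4c, UUCUUGACCUUGUAAGACCUU, was read from the figure by eye and counted by exact match. It had 702 reads in root, 404 in leaf, 82 in flower and 49 in fruit, which is 36.2 rpm (95% interval 33.6 to 39.0), 26.7 rpm (24.2 to 29.4), 21.6 rpm (17.2 to 26.9) and 14.1 rpm (10.4 to 18.7). Root was 2.57 times fruit, and the intervals of leaf and flower overlapped, as did those of flower and fruit. Scaled to all reads of each library, root was 3.09 times fruit. For miR390, the listed sequences together had 119 rpm in root, 18.6 in leaf, 45.7 in flower and 32.5 in fruit. Other siRNAs of the transcript, and their phasing, were not analysed here because no transcript sequence was used.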

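Figure 4c prints the tasiARF sites of the ARF transcripts ppa001557m, AAAGUCUUGCAAGGUCAAGAA, and ppa001392m, AGGGUCUUGCAAGGUCAAGAA, which are identical after the predicted cut. In the degradome library, 480 reads started there, with AGGTCAAGAA. They fell into 8 groups by their first 18 nt, the largest of 445 reads (95% interval 405 to 488) and the next of 13 reads (6.92 to 22.2). Matched over the same 10 nt at the 11 other positions inside each printed site, the highest count was 219 reads. Over 18 nt, which fits at 4 of these positions, there was no read. The predicted start cannot be matched over 18 nt inside the site. A match of 10 nt does not separate a site from other transcripts.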

Our degradome analysis also showed that these two peach tasiARFs targeted two ARF transcription factors (ppa001557m and ppa001392m) (Figure 4c), indicating functional conservation in peach.

**Figure 4:**
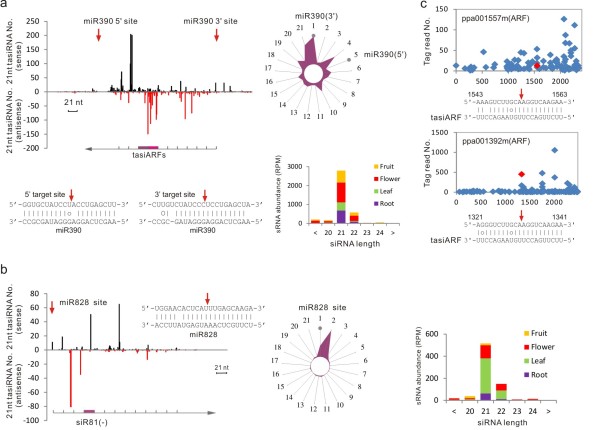
**Two peach trans-acting siRNA biogenesis pathways.** (**a**) The miR390-*TAS3* biogenesis pathway, showing the dual miR390 target sites on the *PpTAS3* transcript as denoted by red arrows. The number of sRNA sequences mapped along the *PpTAS3* transcript is plotted for sense (black line) and antisense (red line) strands, with the position of two conserved tasiARFs indicated below. The phasing radial graph is represented next to this. Each spoke of the radial graph represents 1 of the 21 phasing registers, with the total number of sRNAs mapping to that register plotted as distance from the center. Grey dots indicate the specific registers predicted by 21-nt processing from the 5’ and 3’ cleavage sites. The tissue-specific accumulation of the phased siRNAs in fruit, flower, leaf and root is shown below the phasing graph. (**b**) The miR828-*TAS4* biogenesis pathway, showing the miR828 cleavage site on the *PpTAS4* transcript as denoted with a red arrow at the 5' end. The phasing graph and tissue-specific accumulation of the phased siRNAs are shown, as illustrated in (a). (**c**) Degradome confirmation of the cleavage of two peach *ARF* transcripts by *TAS3*-derived tasiARFs using t-plot with the red diamond and arrow indicating cleavage sites.

A peach *TAS4* ortholog, defined as *PpTAS4*, was also identified. Its transcript bore a miR828 signature binding site at the 5' end with a similar siRNA biogenesis pattern (Figure 4b) and *PpTAS4* siRNA was preferentially produced in the leaf and flower (Figure 4b). One of *TAS4*-derived siRNAs, *TAS4*-siRNA(−81), shared extensive sequence identity with its *Arabidopsis* counterpart which has been shown to target at least three *MYB*s that up-regulate anthocyanin production [37]. Our degradome analysis did not identify any target for the peach *TAS4*-siRNA(−81), but *in silico* analysis predicted at least two *MYB*s (ppa024617m and ppa022808m) as targets for peach *TAS4*-siRNA(−81). These predicted *MYB* targets are closely related to *AtMYB113* which is targeted by *Arabidopsis TAS4*-siRNA(−81) [38].

### Multiple miRNA targeting of MYB transcription factors with diverse functions in peach

In *Arabidopsis*, miR159, miR828 and miR858 target at least 13 *MYB* genes [39]. Our degradome data found that these three miRNAs collectively targeted 19 *MYB*s in peach (Table 2). However, considering that the miRNA target number was underestimated, due to no or low expression of target genes in the specific tissues, it is likely that more *MYB* gene targets exist. Therefore, we performed *in silico* target prediction and identified an additional three, nine and 24 *MYB* genes for miR159, miR828 and miR858, respectively, with an align score of less than 5. Thus, a total of 49 *MYB* target genes were found, four for miR159, 12 for miR828 and 40 for miR858. MiR858 shared five targeted *MYB*s with miR828 and two with miR159 (Figure 5a). Most *MYB* genes that we confirmed or predicted as miRNA targets belonged to the R2R3-MYB class, sharing a similar genomic organization with a conserved 5' region and a divergent region at the 3' end (Figure 5b). Further analysis revealed that miR828 and miR858 target sites were separated by 12 nucleotides and co-located in the conserved region of the third exon while the miR159 target site was located in the divergent region of the co-targeted *MYB*s (Figure 5b). Furthermore, we found that the miR828-cleaved transcripts of three *MYB*s underwent phased 21-nt siRNA biogenesis production (Figure 5c). These three *MYB* transcripts shared similar miR828 cleavage positions, tasiRNA generation regions and patterns, intron-exon structure and sequence conservation (Figure 5b). The produced tasiRNAs displayed quite different tissue specificity; the majority of ppa024533m-derived tasiRNAs were found in root, the majority of ppa016135m-derived tasiRNAs were primarily in leaf and ppa010908m-derived tasiRNAs were distributed mostly in fruit (Figure 5d).

**Figure 5:**
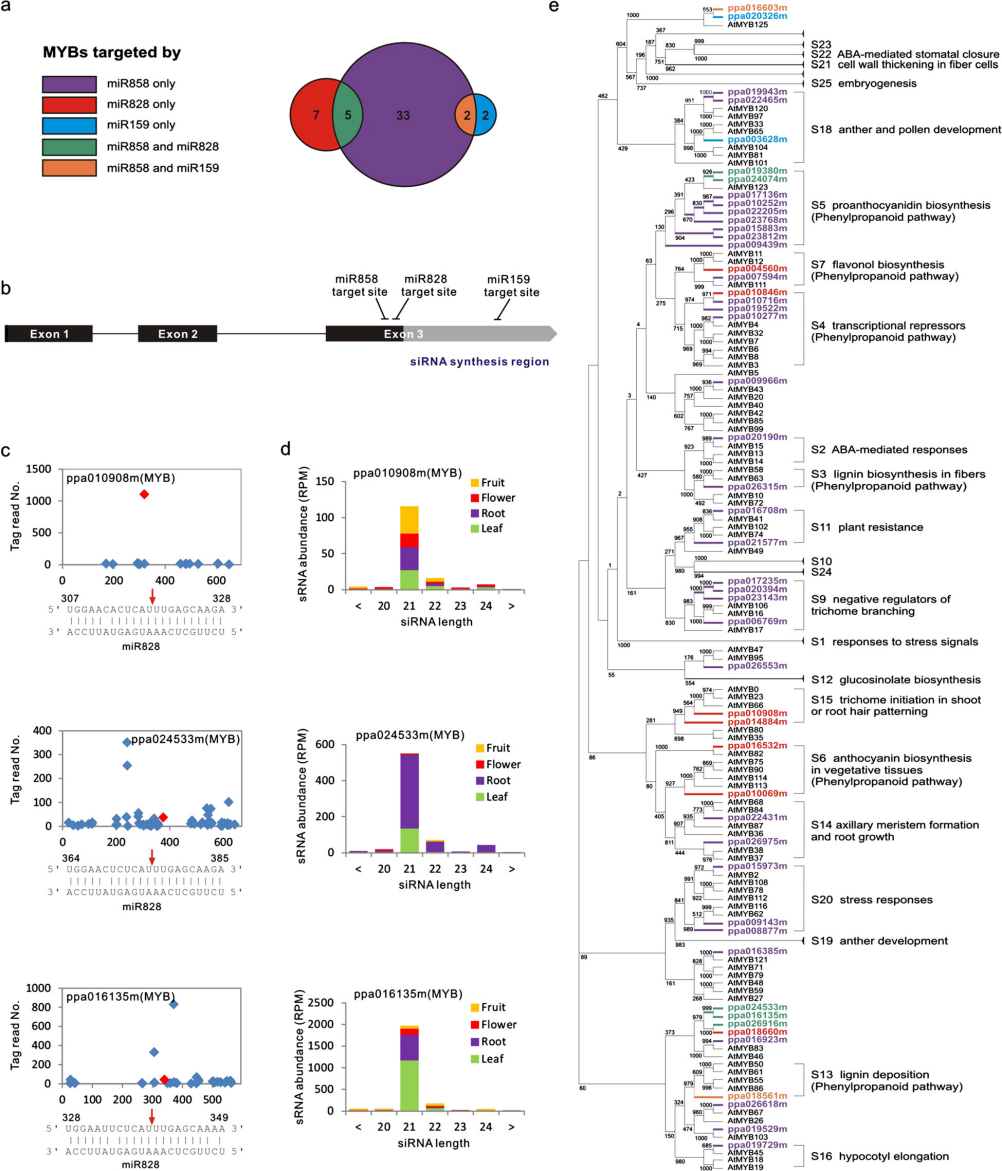
**Three MiRNAs target 49 peach MYBs.** (**a**) It was found that 49 *MYB*s were targeted by peach miR159, miR828 and miR858, some of which were targeted by more than one of the miRNAs. MiR858 targeted the majority of these *MYB*s. (**b**) Genomic organization of R2R3 *MYB* genes, location of target sites of miR159, miR828 and miR858, as well as a potential siRNA generation region. The highly conserved sequences are denoted by black area while the diverged sequence by gray box along the *MYB* coding regions. (**c**) Degradome confirmation of miR828 cleavage in three *MYB* transcripts. The red diamond and arrow indicate the cleavage site. (**d**) The tissue-specific accumulation of the phased siRNAs produced from the miR828-cleaved *MYB* transcripts is shown, as illustrated in Figure 4. (**e**) Phylogenetic analysis of functional relationship between miRNA-targeted peach R2R3 *MYB*s and the characterized *Arabidopsis* R2R3 *MYB*s according to previously work [39,40]. *MYB* genes targeted by specific miRNA are differentiated by the same colors, as illustrated in (a).

A large number of R2R3 *MYB* genes comprising 25 subgroups have been functionally characterized in *Arabidopsis*[39,40]. Accordingly, we did a phylogenetic analysis for all the miRNA-targeted peach *MYB* genes and found that of the four miR159-targeted *MYB*s, one was in *MYB* subgroup 18 - anther and pollen development; another co-targeted by miR858 in subgroup 13 - lignin deposition, mucilage production and stomatal aperture [39], and the remaining two were ungrouped. Twelve miR828-targeted *MYB*s grouped into five subgroups, i.e. S4, S5, S6, S7 - anthocyanin biosynthesis and S15 - trichome initiation (Figure 5e). The 40 *MYBs* targeted by miR858 fell into 11 subgroups, which were shown to regulate diverse biological processes, including organ morphogenesis, lignification, anthocyanin biosynthesis and plant response to stresses in *Arabidopsis* (Figure 5e). Therefore, miR858 could play a more fundamental and diverse role in peach, compared to miR159 or miR828. Interestingly, of the 49 *MYB*s, 19 were related to phenylpropanoid metabolism, which is a key pathway associated with stone hardening and fruit color development, suggesting an important role of these miRNAs in regulation of peach fruit development and ripening.

## Discussion

### Peach miRNAs and their targets with diverse biological significance

In plants, miRNAs are both highly conserved and rapidly evolving, and these features have been characterized in a variety of lineages [25]. While extensive research has been carried out on model plants, less is known about the characterization and functional analysis of miRNAs from plant species with agricultural and horticultural significance such as peach and apple [31,41,42]. An earlier study reported computational and experimental identification of eight miRNAs from seven conserved miRNA families in peach [31], not extensive compared to those identified in other plant species [18-21]. Here we provided a comprehensive analysis of peach miRNAs produced in different tissues and characterized their expression patterns by both sRNA-seq and RNA blot analyses. Most of the identified peach miRNAs were found to be tissue-specific, as previously observed for other plant species [9,19-21]. Many known miRNAs targets, mostly transcription factors, control diverse physiological processes and genetic programs associated with leaf polarity, lateral root formation, flowering, metabolism and stress responses [36,39,43,44]. In this study, a majority of the targets for peach miRNAs have counterparts previously identified in other species [18-23]. For example, two gene targets identified for miR160 in peach are homologus to those in *Arabidopsis* encoding two auxin response factors (ARFs) that act as repressors in auxin signaling, while a target for miR167 in peach is homologous to *AtARF6* which is an activator in the same pathway [36]. Peach tasiARFs target genes that encode auxin signal repressors as their *Arabidopsis* counterpart does. Further, miR393 that targets TIR1/AFB2 Auxin Receptor (TAAR) Clade, another class of key players for auxin signaling [45] was also found to target three TAAR homologs in peach. Evidently, miRNA- and tasiARF-mediated regulation of the auxin signaling pathway previously characterized in *Arabidopsis* is also conserved in peach. However, some of the identified known miRNAs were found to have additional or novel gene targets in peach (Table 2). For example, miR396 that is known to target a conserved family of growth-regulating factor genes also targeted a rho guanyl-nucleotide exchange factor that is involved with phytochrome signaling. Likewise, miR408, besides targeting the conserved copper ion binding protein, could also target two genes encoding a selenium-binding protein and a D-type cyclin, which regulate plant defense and growth, respectively [46,47]. These results suggest that some known miRNAs have either acquired new targets or expanded their regulatory functions in peach.

Our work found 47 peach-specific miRNAs, which were differentially regulated in various tissues and/or developmental stages (Figure 2c) and targeted a variety of genes with a wide range of biological functions. For example, miRC6a/b targeted two genes encoding pentatricopeptide (PPR) repeat-containing proteins involved in RNA editing, splicing and translation within mitochondria and chloroplasts [48,49]. MiRC3 and miRC5 both targeted the same NBS-LRR disease resistance protein [50]. Other peach-specific miRNAs were found to target genes associated with transcription/translation initiation, protein kinases, and esterase/lipase/thioesterase family proteins. MiRC45 was found to target a transcript encoding *VIP* (*VERNALIZATION INDEPENDENCE*), a gene that modulates vernalization in *Arabidopsis*[51,52]. We identified targets for only 12 of the 47 peach-specific miRNAs, which raises a question of whether these remaining miRNAs are non-functional, or alternatively regulate gene expression by translational repression, not direct cleavage of target mRNAs [53,54]. Conceivably, further improvement of degradome analysis sensitivity and detailed examination of possible translational repression functions of these miRNAs in peach or transgenic plants would provide information of whether or not these miRNAs are functional in peach.

### Differential processing of miRNA precursors in peach

In animals, many miRNAs with distinct spatio-temporal expression patterns are modulated by transcriptional and/or post-transcription regulation [55]. In plants though, miRNA transcripts are thought to be immediately processed into mature miRNAs through the processing machinery (DCL1, HYL1, or SE) inside the nucleus, hence the transcript precursor processing is coupled with the transcription [6]. However, a recent study in maize showed that transcription was not closely associated with transcript precursor processing for two miRNAs in specific tissues. The accumulation of abundant miR166a transcript precursors but not mature miR166a was detected in the tip of the maize shoot apical meristem [56]. Transcript precursors were observed for miR390 by RT-PCR in the L1 but not the L2 layer of the shoot apical meristem while similar levels of mature miR390 was revealed in the same L1 and L2 layers by *in situ* hybridization [56]. These results suggest that both miR166a and miR390 precursors could be differentially processed in various cell types or tissues, although other possibilities, including miRNA stability and mobility, could not be ruled out [56,57]. In this study, we detected differential accumulation of mature miRNAs and their transcript precursors for nine peach miRNAs (Additional file 7: Figure S2). By comparing the miRNA precursor processing efficiency among tissues for two chosen miRNAs (miRC1 and miRC26), we found that the processing efficiency of their transcript precursors varied in root, bark, leaf, flower, as well as during fruit development (Figure 3), demonstrating that differential processing modulates miRC1 and miRC26 expression. We also found that there was no correlation between miRNA transcription and precursor processing activities thereby demonstrating the two processes can likely be uncoupled. Our detection of these larger transcripts provided substantial evidence for differential processing, though still not conclusive, suggesting this might be part of the basis for the miRNA expression in specific tissues or developmental stages in peach. Similar observations were found during apple miRNA identification indicating such a regulatory mechanism may be common in fruit crops.

Although the mechanism underlying differential processing of miRNA precursors in plants remains unknown, it has been characterized in animal cells where miRNA biogenesis is initiated by processing the pri-miRNA transcript into miRNA precursors (pre-miRNA) by the microprocessor complex containing the dsRNA-binding protein DGCR8 and the RNase III enzyme Drosha as well as multiple accessory proteins [55,58]. The processed pre-miRNAs are exported to the cytoplasm and cleaved into mature 22-nt miRNAs by Dicer proteins. Two groups of protein factors that utilize distinct strategies to modulate differential processing of miRNA precursors have been identified and characterized. Group one factors (SMADs and p53) interact with the microprocessor complex and accessory factors (EWSR1, p68 and p72) to activate or repress the processing of pri-miRNAs [59-62]. Group two factors (Lin28, hnRNPs, KSRP and TRBP) recognize and bind to the terminal loop of specific miRNA precursors to facilitate the processing or degradation of the bound miRNA precursors in specific tissues or cell types [63-65]. Conceivably, various factors expressed in specific tissues or developmental stages could directly or indirectly interact in the same manner to modulate the processing of specific miRNA precursors in peach. Our findings here implied a prevailing differential stabilization of miRNA precursors, most likely to be dependent on the tissue-specific action of DCLs, HYLs, HENs and other RNA-binding proteins.

### The conserved *trans*-acting siRNA pathway in peach

To date, four *TAS* gene families have been characterized in *Arabidopsis*, of which the miR390-*TAS3* and miR828-*TAS4* pathways are conserved in plants [3,4]. Here we identified both *TAS3* and *TAS4* peach orthologs, together with their corresponding trigger miRNAs (Figure 4a,b). We also found similar siRNA biogenesis patterns in the cleaved *TAS3* and *TAS4* transcripts. The tasiRNA species are conserved as evidenced by the identification of homologous tasiARFs and *TAS4*-siRNA(−81) and their targets either confirmed by degradome analysis (Figure 4c) and/or *in silico* prediction. Together, these data indicate that both miR390-*TAS3* and miR828-*TAS4* biogenesis pathways and functions are at least partially conserved in peach. Since auxin signaling and modulation is essential for diverse biological processes in peach, especially for fruit development and ripening [66,67], miR390-*TAS3* biogenesis-derived tasiARFs in specific tissues could orchestrate auxin signaling that could be directly relevant to fruit growth and development. In *ArabidopsisTAS4*-siRNA(−81) has been shown to target genes (*AtMYB75AtMYB90* and *AtMYB113*) that positively regulate anthocyanin production [9,38]. The induction of *AtMYB75* along with anthocyanin accumulation activates miR828, *TAS4* and *TAS4*-siRNA(−81) [37]. This feedback regulatory loop is proposed to maintain proper anthocyanin levels in plant tissues under nutrient stress condition [38]. This role of *TAS4*-siRNA(−81) could also be important in peach, where anthocyanin production is directly related to fruit color, which can be highly variable and is considered as an important fruit quality trait [29,68]. While direct gene targets for *TAS4*-siRNA(−81) have not been confirmed by the degradome analysis, *in silico* prediction showed that *TAS4*-siRNA(−81) can target at least two peach *MYB*s highly homologous to *AtMYB113*. Thus, miR828, *TAS4TAS4*-siRNA(−81) and the targeted *MYB*s could form a similar feedback regulatory circle that control anthocyanin accumulation and possibly fruit coloration during peach fruit ripening, which is further supported by the observation of detectable miR828 expression in the mature but not the young fruit (Figure 2b).

### MiRNA-mediated MYB regulatory networks in peach and their biological relevance

While *MYB*s are known to be targeted by miRNAs in other species [9,21,38], the target number is limited [39]. In peach, at least 49 *MYB*s can be potentially targeted by miR159, miR828 and miR858 (Figure 5a). This expansion may have to do with the specialized developmental programs that potentially are regulated through specific *MYB*s, including but not limited to the lignin synthesis and deposition that orchestrates the stone hardening process and the flavonoid synthesis that is important to fruit color, nutritive properties and disease resistance [29,69-71]. The lignin and flavonoid biosynthesis pathways are biochemically competitive, drawing from the same phenylpropanoid precursors. Thus, they need to be tightly coordinated during peach fruit development to enable efficient phenylpropanoid metabolism in a tissue specific fashion [29]. While we were only able to detect miR828 expression during fruit development (Figure 2b), we cannot rule out the potential roles of miR858 and miR159 since they could be highly cell- or tissue-, or stage-specific during fruit development, and their expression window period might be missed in this study. Still, the potential regulatory roles of miR858, miR159 and miR828 in lignin, cell wall and flavonoid metabolism and synthesis pathways provides evidence for a significant role of sRNA in coordinating fruit development.

The finding that miR858 shares five *MYB* targets with miR828 and two with miR159, respectively, and three miR828-targeted *MYB*s undergo siRNA biogenesis supports the notion of the evolution of a miRNA- and siRNA-mediated silencing reinforcement regulatory mechanism in peach. The co-targeting of the same *MYB*s by two miRNAs is expected to strengthen their silencing function while miRNA cleavage followed by siRNA biogenesis reinforces the same silencing effect. Although these are two unrelated biological events, they achieve the same goal, executing a strong responsive regulatory function; hence the miRNA-mediated co-targeting could also enable the targeted *MYB*s to be under refined spatio-temporal regulation. Thus the observed distinct expression patterns of miR828 and miR858 among various tissues and fruit developmental stages would modulate the co-targeted *MYB* expression in an exquisite spatio-temporal manner, to precisely regulate the co-ordination of lignification in stone and mesocarp- and ectocarp-specific fruit coloring during peach fruit development and ripening.

## Conclusions

We characterized miRNAs and their potential targets in peach to provide a comprehensive list of peach miRNAs and reveal the potential scope of their regulatory functions. We show that peach has both conserved and species-specific miRNAs with distinct expression patterns, and that these miRNAs potentially target dozens of genes with a wide range of biological functions. Quite a few of the peach-specific miRNA precursors are subject to differential processing in various tissues and during fruit development, indicating possible mechanisms that define the extent of miRNA accumulation in a spatio-temporal manner. Further, both miR390-*TAS3* and miR828-*TAS4* siRNA biogenesis pathways and their functions appear to be conserved in peach; miR828 cleavage is capable of activating siRNA biogenesis in *PpTAS4* and three MYB protein-coding transcripts, indicating a silencing reinforcement in peach. In addition, we found that miR159, miR828 and miR858 collectively target 49 *MYB*s, 19 of which are known to regulate phenylpropanoid metabolism, a key pathway involved in stone hardening and fruit color development. In summary, we extensively characterize the unique expression pattern and processing regulation of peach miRNAs, and demonstrate the presence of a complex miRNA regulatory network capable of targeting a wide variety of biological functions in peach. Our results provide new and valuable information for deciphering the intricate roles of peach miRNAs and tasiRNAs in gene regulation, which will be useful for the further investigation of miRNA and tasiRNA functions in other crop species.

## Methods

### Plant materials

Root, bark, leaf, flower and fruits of different developmental stages (19, 40 and 82 days after bloom) were collected from *Prunus persica* cv. Lovell peach trees, planted at Appalachian Fruit Research Station, Kearneysville, WV. All the samples were immediately frozen in liquid nitrogen and stored at −80°C until use.

### RNA preparation and deep sequencing

Total RNA was extracted, using Plant RNA Purification Reagent (Invitrogen, CA, USA), from four different peach tissues, i.e. root, leaf, flower and mixed fruits of various developmental stages. The small RNA and degradome library construction were performed by BGI (Beijing Genomics Institute, China). In brief, the small RNAs of 18~30-nt were isolated from total RNA and ligated to a 5' RNA adapter and a 3' RNA adapter, as described previously [72]. A reverse transcription reaction followed by PCR was performed and the amplified library then underwent gel purification prior to sequencing on SOLID system or Illumina Hiseq 2000 platform.

The peach degradome library was constructed as previously described [73], with pooled total RNA from peach root, leaf, flower and mixed fruits. In brief, poly(A) RNA was extracted and ligated to a 5' RNA adapter and the products were digested after RT-PCR and ligated to a 3' dsDNA adapter. The amplified library was then gel-purified for sequencing on Illumina Hiseq 2000 platform.

The small RNA library and degradome library sequencing data are available under NCBI-GEO accession no: GSE38535.

### RNA blot analysis

For RNA blot analysis, 25 μg of total RNA from leaf, flower, fruit at 19 day after bloom (DAB), 40 DAB, 82 DAB, root and bark was separated on a denaturing 15% polyacrylamide gel. The RNA was blotted onto Amersham Hybond^TM^-NX membranes (GE Healthcare, Waukesha, WI, USA) and crosslinked using EDC (Sigma, St. Louis, MO, USA). DNA oligonucleotides probes (Additional file 8: Table S6) that are reverse complementary to miRNAs were labeled with γ^32^P-ATP using T4 polynucleotide kinase (NEB, Beverly, MA, USA). MicroRNA Marker Probe (NEB, Beverly, MA, USA) was used for size determination. MiR172 was selected as a loading control for all the RNA blots because it gave the most consistent signal among different tissues compared to other genes we tested, including U6 (Figure 2a). The membranes were hybridized at 42°C for overnight and washed twice at 55°C with washing buffer containing 2 × SSC and 2% SDS. The membranes were then exposed to the phosphorscreens and scanned with Typhoon TRIO Variable Mode Imager (GE Healthcare, Waukesha, WI, USA). We stripped the membranes with probe stripping solution and then exposed the stripped membranes overnight to the phosphorscreens to ensure that there was no trace of radiation signal detected before re-hybridizing with a new probe. Many of the hybridizations were repeated with a second blot to verify the results.

### Bioinformatics analysis

All the sequencing data was processed by removing the 3’ adaptor using CLC Genomic Workbench 4.9 (CLC Bio., Aarhus, Denmark). Any sequences without adaptor sequence were excluded from analyses. Reads homologous to non-coding RNAs and conserved miRNAs were removed by BLATN alignment against Rfam 10 (http://www.sanger.ac.uk/resources/databases/rfam.html) and mature miRNAs in miRBase (http://www.mirbase.org, release 18), allowing up to two mismatches. The remaining sRNAs were subjected to peach-specific miRNA identification. Read mapping was conducted using Bowtie [74], and Vienna RNA package was used for miRNA secondary structure prediction [75]. Those sRNAs (20~22-nt) with a canonical stem-loop structure (no more than four mismatches, and no more than one central bulge) and a miRNA/miRNA* pair accounting for over 75% of the reads matching to the respective precursor locus were considered as potential peach-specific miRNAs. A detailed screening criterion was applied according to Meyers *et al*. [76]. The total number of the reads perfectly matching the peach genome in a given library was used for the normalization of read abundance, denoted as rpm (reads per million). The degradome analysis and target categorization were performed using CLEAVE-LAND pipeline 2.0 [34,77] and Targetfinder 1.6 (http://carringtonlab.org/resources/targetfinder). The alignment score threshold was set to 4.5 for conserved and less-conserved miRNAs, and to 5 for novel and candidate miRNAs. The peach genome scaffold, CDS sequence and gene annotation information were retrieved from GDR (http://www.rosaceae.org).

### Multiple alignment and phylogenetic analysis

Multiple alignments were conducted using CLUSTAL X2 [78]. All the peach *MYB* targets for miR828, miR858, and miR159 were predicted by Targetfinder 1.6 with an align-score of no more than 5. Amino acid sequences of MYB factors in *Arabidopsis* were retrieved from TAIR (http://www.arabidopsis.org) and a phylogenetic tree was generated using the neighbor-joining method and 1000 bootstraps with putative full-length sequences using CLUSTAL X2 [78]. The subgroup and function annotation were designated according to Dubos *et al*. [39].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

HZ and ZL initiated the research. HZ, ZL, BZ and YA designed the experiments. RX performed the computational analyses. HZ and ZL carried out the biological experiments, interpreted the results and prepared the manuscript. CDD and AMC provided extensive intellectual suggestion for the manuscript organization and writing. All authors critically read and approved the final version of the manuscript.

## Supplementary Material

Additional file 1 **Table S1.** Statistics of sRNA sequences from peach root, leaf, flower and fruit. Click here for file

Additional file 2 **Table S2.** Read length distribution for each conserved miRNA family recovered from peach sRNA libraries. Click here for file

Additional file 3 **Table S3.** Peach homologs of known miRNAs. Click here for file

Additional file 4 **Table S4.** Known miRNAs with canonical stem-loop structure predicted from peach sRNA libraries. Click here for file

Additional file 5 **Figure S1.** Stem-loop structures for peach miRNAs. Click here for file

Additional file 6 **Table S5.** A detailed list of peach-specific miRNAs. Click here for file

Additional file 7 **Figure S2.** Detection of pre-miRNAs in peach. Click here for file

Additional file 8 **Table S6.** Peach miRNA probes for RNA blot analysis. Click here for file

## References

[B1] ChenXMSmall RNAs and Their Roles in Plant DevelopmentAnnu Rev Cell Dev Biol200925214410.1146/annurev.cellbio.042308.11341719575669PMC5135726

[B2] JinekMDoudnaJAA three-dimensional view of the molecular machinery of RNA interferenceNature2009457722840541210.1038/nature0775519158786

[B3] AllenEHowellMDmiRNAs in the biogenesis of trans-acting siRNAs in higher plantsSemin Cell Dev Biol201021879880410.1016/j.semcdb.2010.03.00820359543

[B4] AxtellMJJanCRajagopalanRBartelDPA two-hit trigger for siRNA biogenesis in plantsCell2006127356557710.1016/j.cell.2006.09.03217081978

[B5] LuCJeongDHKulkarniKPillayMNobutaKGermanRThatcherSRMaherCZhangLWareDGenome-wide analysis for discovery of rice microRNAs reveals natural antisense microRNAs (nat-miRNAs)Proc Natl Acad Sci USA2008105124951495610.1073/pnas.070874310518353984PMC2290808

[B6] VoinnetOOrigin, Biogenesis, and Activity of Plant MicroRNAsCell2009136466968710.1016/j.cell.2009.01.04619239888

[B7] AllenEXieZXGustafsonAMCarringtonJCmicroRNA-directed phasing during trans-acting siRNA biogenesis in plantsCell2005121220722110.1016/j.cell.2005.04.00415851028

[B8] YoshikawaMPeragineAParkMYPoethigRSA pathway for the biogenesis of trans-acting siRNAs in ArabidopsisGene Dev200519182164217510.1101/gad.135260516131612PMC1221887

[B9] RajagopalanRVaucheretHTrejoJBartelDPA diverse and evolutionarily fluid set of microRNAs in Arabidopsis thalianaGene Dev200620243407342510.1101/gad.147640617182867PMC1698448

[B10] Jones-RhoadesMWBartelDPBartelBMicroRNAs and their regulatory roles in plantsAnnu Rev Plant Biol200657195310.1146/annurev.arplant.57.032905.10521816669754

[B11] LuCTejSSLuoSJHaudenschildCDMeyersBCGreenPJElucidation of the small RNA component of the transcriptomeScience200530957401567156910.1126/science.111411216141074

[B12] LewisBPBurgeCBBartelDPConserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targetsCell20051201152010.1016/j.cell.2004.12.03515652477

[B13] BowmanJLAxtellMJEvolution of plant microRNAs and their targetsTrends Plant Sci200813734334910.1016/j.tplants.2008.03.00918502167

[B14] SunkarRChinnusamyVZhuJHZhuJKSmall RNAs as big players in plant abiotic stress responses and nutrient deprivationTrends Plant Sci200712730130910.1016/j.tplants.2007.05.00117573231

[B15] LlaveCKasschauKDRectorMACarringtonJCEndogenous and silencing-associated small RNAs in plantsPlant Cell20021471605161910.1105/tpc.00321012119378PMC150710

[B16] SunkarRZhuJKNovel and stress-regulated microRNAs and other small RNAs from ArabidopsisPlant Cell20041682001201910.1105/tpc.104.02283015258262PMC519194

[B17] ZhuQHSpriggsAMatthewLFanLJKennedyGGublerFHelliwellCA diverse set of microRNAs and microRNA-like small RNAs in developing rice grainsGenome Res20081891456146510.1101/gr.075572.10718687877PMC2527712

[B18] BarakatAWallPKDiloretoSDepamphilisCWCarlsonJEConservation and divergence of microRNAs in PopulusBMC Genomics2007848110.1186/1471-2164-8-48118166134PMC2270843

[B19] MoxonSJingRCSzittyaGSchwachFPilcherRLRMoultonVDalmayTDeep sequencing of tomato short RNAs identifies microRNAs targeting genes involved in fruit ripeningGenome Res200818101602160910.1101/gr.080127.10818653800PMC2556272

[B20] ZhangLFChiaJMKumariSSteinJCLiuZJNarechaniaAMaherCAGuillKMcMullenMDWareDA Genome-Wide Characterization of MicroRNA Genes in MaizePLoS Genet2009511e100071610.1371/journal.pgen.100071619936050PMC2773440

[B21] PantaleoVSzittyaGMoxonSMiozziLMoultonVDalmayTBurgyanJIdentification of grapevine microRNAs and their targets using high-throughput sequencing and degradome analysisPlant J20106269609762023050410.1111/j.0960-7412.2010.04208.x

[B22] ZhaoCZXiaHFrazierTPYaoYYBiYPLiAQLiMJLiCSZhangBHWangXJDeep sequencing identifies novel and conserved microRNAs in peanuts (Arachis hypogaea L.)BMC Plant Biol201010310.1186/1471-2229-10-320047695PMC2826338

[B23] SongQXLiuYFHuXYZhangWKMaBAChenSYZhangJSIdentification of miRNAs and their target genes in developing soybean seeds by deep sequencingBMC Plant Biol201111510.1186/1471-2229-11-521219599PMC3023735

[B24] AxtellMJBartelDPAntiquity of microRNAs and their targets in land plantsPlant Cell20051761658167310.1105/tpc.105.03218515849273PMC1143068

[B25] CuperusJTFahlgrenNCarringtonJCEvolution and functional diversification of MIRNA genesPlant Cell201123243144210.1105/tpc.110.08278421317375PMC3077775

[B26] LayneDRBassiDThe peach: Botany, production, and usesHortScience200843411901191

[B27] LangGADormancy - a New Universal TerminologyHortscience1987225817820

[B28] HorvathDPAndersonJVChaoWSFoleyMEKnowing when to grow: signals regulating bud dormancyTrends Plant Sci200381153454010.1016/j.tplants.2003.09.01314607098

[B29] DardickCDCallahanAMChiozzottoRSchafferRJPiagnaniMCScorzaRStone formation in peach fruit exhibits spatial coordination of the lignin and flavonoid pathways and similarity to Arabidopsis dehiscenceBMC Biol201081310.1186/1741-7007-8-1320144217PMC2830173

[B30] RyugoKThe rate of dry weight accumulation by the peach pit during the hardening processAmer Soc Hort Sci196178132137

[B31] ZhangYYuMYuHHanJSongCMaRFangJComputational identification of microRNAs in peach expressed sequence tags and validation of their precise sequences by miR-RACEMol Biol Rep20123921975198710.1007/s11033-011-0944-621667243

[B32] KuriharaYWatanabeYArabidopsis micro-RNA biogenesis through Dicer-like 1 protein functionsProc Natl Acad Sci USA200410134127531275810.1073/pnas.040311510115314213PMC515125

[B33] XieZXKasschauKDCarringtonJCNegative feedback regulation of Dicer-Like1 in Arabidopsis by microRNA-guided mRNA degradationCurr Biol200313978478910.1016/S0960-9822(03)00281-112725739

[B34] Addo-QuayeCMillerWAxtellMJCleaveLand: a pipeline for using degradome data to find cleaved small RNA targetsBioinformatics200925113013110.1093/bioinformatics/btn60419017659PMC3202307

[B35] PyeVEChristensenCEDyerJHArentSHenriksenAPeroxisomal Plant 3-Ketoacyl-CoA Thiolase Structure and Activity Are Regulated by a Sensitive Redox SwitchJ Biol Chem201028531240782408810.1074/jbc.M110.10601320463027PMC2911321

[B36] GuilfoyleTJHagenGAuxin response factorsCurr Opin Plant Biol200710545346010.1016/j.pbi.2007.08.01417900969

[B37] HsiehLCLinSIShihACCChenJWLinWYTsengCYLiWHChiouTJUncovering Small RNA-Mediated Responses to Phosphate Deficiency in Arabidopsis by Deep SequencingPlant Physiol200915142120213210.1104/pp.109.14728019854858PMC2785986

[B38] LuoQJMittalAJiaFRockCDAn autoregulatory feedback loop involving PAP1 and TAS4 in response to sugars in ArabidopsisPlant Mol Biol20118011171292153384110.1007/s11103-011-9778-9PMC3272322

[B39] DubosCStrackeRGrotewoldEWeisshaarBMartinCLepiniecLMYB transcription factors in ArabidopsisTrends Plant Sci2010151057358110.1016/j.tplants.2010.06.00520674465

[B40] StrackeRWerberMWeisshaarBThe R2R3-MYB gene family in Arabidopsis thalianaCurr Opin Plant Biol20014544745610.1016/S1369-5266(00)00199-011597504

[B41] Varkonyi-GasicEGouldNSandanayakaMSutherlandPMacDiarmidRMCharacterisation of microRNAs from apple (Malus domestica 'Royal Gala') vascular tissue and phloem sapBMC Plant Biol20101015910.1186/1471-2229-10-15920682080PMC3095296

[B42] YuHPSongCNJiaQDWangCLiFNicholasKKZhangXYFangJGComputational identification of microRNAs in apple expressed sequence tags and validation of their precise sequences by miR-RACEPhysiol Plant20111411567010.1111/j.1399-3054.2010.01411.x20875055

[B43] OlsenANErnstHALo LeggioLSkriverKDNA-binding specificity and molecular functions of NAC transcription factorsPlant Sci2005169478579710.1016/j.plantsci.2005.05.035

[B44] RodriguezREMecchiaMADebernardiJMSchommerCWeigelDPalatnikJFControl of cell proliferation in Arabidopsis thaliana by microRNA miR396Development2010137110311210.1242/dev.04306720023165PMC2796936

[B45] Si-AmmourAWindelsDArn-BouldoiresEKutterCAilhasJMeinsFVazquezFmiR393 and Secondary siRNAs Regulate Expression of the TIR1/AFB2 Auxin Receptor Clade and Auxin-Related Development of Arabidopsis LeavesPlant Physiol2011157268369110.1104/pp.111.18008321828251PMC3192580

[B46] HugouvieuxVDutilleulCJourdainAReynaudFLopezVBourguignonJArabidopsis Putative Selenium-Binding Protein1 Expression Is Tightly Linked to Cellular Sulfur Demand and Can Reduce Sensitivity to Stresses Requiring Glutathione for TolerancePlant Physiol2009151276878110.1104/pp.109.14480819710230PMC2754620

[B47] MurrayJD-type cyclins and control of the cell cycle and differentiation in ArabidopsisComparative Biochem Physiol Part A20051413S322

[B48] SahaDPrasadAMSrinivasanRPentatricopeptide repeat proteins and their emerging roles in plantsPlant Physiol Biochem200745852153410.1016/j.plaphy.2007.03.02617560114

[B49] Schmitz-LinneweberCSmallIPentatricopeptide repeat proteins: a socket set for organelle gene expressionTrends Plant Sci2008131266367010.1016/j.tplants.2008.10.00119004664

[B50] BelkhadirYSubramaniamRDanglJLPlant disease resistance protein signaling: NBS-LRR proteins and their partnersCurr Opin Plant Biol20047439139910.1016/j.pbi.2004.05.00915231261

[B51] HeYHDoyleMRAmasinoRMPAF1-complex-mediated histone methylation of FLOWERING LOCUS C chromatin required for the vernalization-responsive, winter-annual habit in ArabidopsisGene Dev200418222774278410.1101/gad.124450415520273PMC528897

[B52] LiuYGeyerRvan ZantenMCarlesALiYHoroldAvan NockerSSoppeWJIdentification of the Arabidopsis REDUCED DORMANCY 2 gene uncovers a role for the polymerase associated factor 1 complex in seed dormancyPLoS One201167e2224110.1371/journal.pone.002224121799800PMC3143138

[B53] BrodersenPSakvarelidze-AchardLBruun-RasmussenMDunoyerPYamamotoYYSieburthLVoinnetOWidespread translational inhibition by plant miRNAs and siRNAsScience200832058801185119010.1126/science.115915118483398

[B54] LanetEDelannoyESormaniRFlorisMBrodersenPCretePVoinnetORobagliaCBiochemical Evidence for Translational Repression by Arabidopsis MicroRNAsPlant Cell20092161762176810.1105/tpc.108.06341219531599PMC2714937

[B55] NewmanMAHammondSMEmerging paradigms of regulated microRNA processingGene Dev201024111086109210.1101/gad.191971020516194PMC2878647

[B56] NogueiraFTChitwoodDHMadiSOhtsuKSchnablePSScanlonMJTimmermansMCRegulation of small RNA accumulation in the maize shoot apexPLoS Genet200951e100032010.1371/journal.pgen.100032019119413PMC2602737

[B57] BailSSwerdelMLiuHJiaoXGoffLAHartRPKiledjianMDifferential regulation of microRNA stabilityRNA20101651032103910.1261/rna.185151020348442PMC2856875

[B58] CarthewRWSontheimerEJOrigins and Mechanisms of miRNAs and siRNAsCell2009136464265510.1016/j.cell.2009.01.03519239886PMC2675692

[B59] DavisBNHilyardACLagnaGHataASMAD proteins control DROSHA-mediated microRNA maturationNature2008454720056U5210.1038/nature0708618548003PMC2653422

[B60] FukudaTYamagataKFujiyamaSMatsumotoTKoshidaIYoshimuraKMiharaMNaitouMEndohHNakamuraTDEAD-box RNA helicase subunits of the Drosha complex are required for processing of rRNA and a subset of microRNAsNat Cell Biol200795604U22110.1038/ncb157717435748

[B61] HanJJLeeYYeomKHKimYKJinHKimVNThe Drosha-DGCR8 complex in primary microRNA processingGene Dev200418243016302710.1101/gad.126250415574589PMC535913

[B62] HeXYHeLHannonGJThe guardian's little helper: MicroRNAs in the p53 tumor suppressor networkCancer Res20076723110991110110.1158/0008-5472.CAN-07-267218056431

[B63] HeYWSmithRNuclear functions of heterogeneous nuclear ribonucleoproteins A/BCell Mol Life Sci20096671239125610.1007/s00018-008-8532-119099192PMC7079774

[B64] TrabucchiMBriataPGarcia-MayoralMHaaseADFilipowiczWRamosAGherziRRosenfeldMGThe RNA-binding protein KSRP promotes the biogenesis of a subset of microRNAsNature200945972491010U114410.1038/nature0802519458619PMC2768332

[B65] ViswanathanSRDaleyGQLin28: A MicroRNA Regulator with a Macro RoleCell2010140444544910.1016/j.cell.2010.02.00720178735

[B66] BonghiCTrainottiLBottonATadielloARasoriAZiliottoFZaffalonVCasadoroGRaminaAA microarray approach to identify genes involved in seed-pericarp cross-talk and development in peachBMC Plant Biol20111110710.1186/1471-2229-11-10721679395PMC3141638

[B67] TrainottiLTadielloACasadoroGThe involvement of auxin in the ripening of climacteric fruits comes of age: the hormone plays a role of its own and has an intense interplay with ethylene in ripening peachesJ Exp Bot200758123299330810.1093/jxb/erm17817925301

[B68] VizzottoMCisneros-ZevallosLByrneDHOkieWRRammingDWTotal Phenolic, Carotenoid, and Anthocyanin Content and Antioxidant Activity of Peach and Plum GenotypesProc 6th Intl Peach Symposium2006713

[B69] AbelesFBilesCCharacterization of peroxidases in lignifying peach fruit endocarpPlant Physiol19919526927310.1104/pp.95.1.26916667963PMC1077517

[B70] LombardoVAOsorioSBorsaniJLauxmannMABustamanteCABuddeCOAndreoCSLaraMVFernieARDrincovichMFMetabolic profiling during peach fruit development and ripening reveals the metabolic networks that underpin each developmental stagePlant Physiol201115741696171010.1104/pp.111.18606422021422PMC3327199

[B71] RyugoKChanges in methoxyl content in the peach endocarp and some of its soluble phenolic constituents during lignificationAmer Soc Hort Sci196384110115

[B72] LuCMeyersBCGreenPJConstruction of small RNA cDNA libraries for deep sequencingMethods200743211011710.1016/j.ymeth.2007.05.00217889797

[B73] Addo-QuayeCEshooTWBartelDPAxtellMJEndogenous siRNA and miRNA targets identified by sequencing of the Arabidopsis degradomeCurrent Biol2008181075876210.1016/j.cub.2008.04.042PMC258342718472421

[B74] LangmeadBTrapnellCPopMSalzbergSLUltrafast and memory-efficient alignment of short DNA sequences to the human genomeGenome Biol2009103R2510.1186/gb-2009-10-3-r2519261174PMC2690996

[B75] HofackerILVienna RNA secondary structure serverNucleic Acids Res200331133429343110.1093/nar/gkg59912824340PMC169005

[B76] MeyersBCAxtellMJBartelBBartelDPBaulcombeDBowmanJLCaoXCarringtonJCChenXMGreenPJCriteria for Annotation of Plant MicroRNAsPlant Cell200820123186319010.1105/tpc.108.06431119074682PMC2630443

[B77] Addo-QuayeCEshooTWBartelDPAxtellMJEndogenous siRNA and miRNA targets identified by sequencing of the Arabidopsis degradomeCurr Biol2008181075876210.1016/j.cub.2008.04.04218472421PMC2583427

[B78] LarkinMABlackshieldsGBrownNPChennaRMcGettiganPAMcWilliamHValentinFWallaceIMWilmALopezRClustal W and clustal X version 2.0Bioinformatics200723212947294810.1093/bioinformatics/btm40417846036

# Supplementary material for: Unique expression, processing regulation, and regulatory network of peach (Prunus persica) miRNAs
**Source:** BMC Plant Biol. 2012 Aug 21;12:149. doi: 10.1186/1471-2229-12-149

Name: ppe-miR156a

Sequence: UGACAGAAGAAAGAGAGCAC

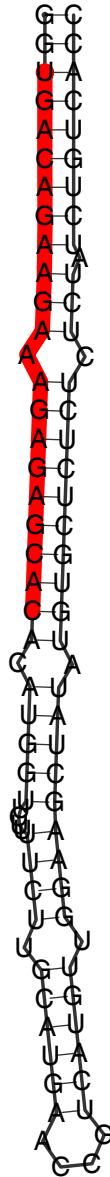

Name: ppe-miR156a

Sequence: UGACAGAAGAAAGAGAGCAC

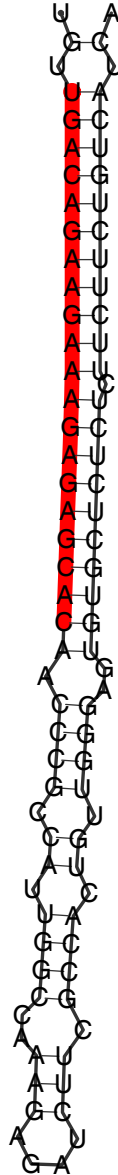

Name: ppe-miR156b

Sequence: UGACAGAAGAGAGUGAGCAC

Name: ppe-miR156b

Sequence: UGACAGAAGAGAGUGAGCAC

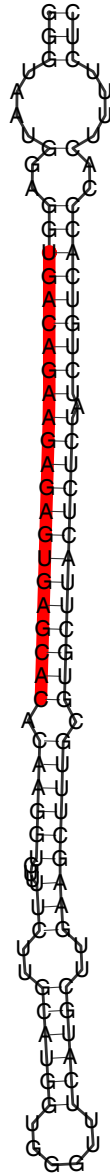

Name: ppe-miR156b

Sequence: UGACAGAAGAGAGUGAGCAC

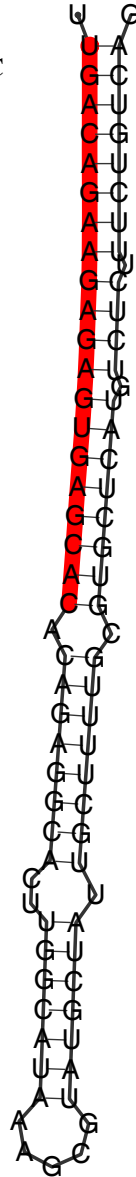

Name: ppe-miR156c

Sequence: UGACAGAAGAUAGAGAGCAC

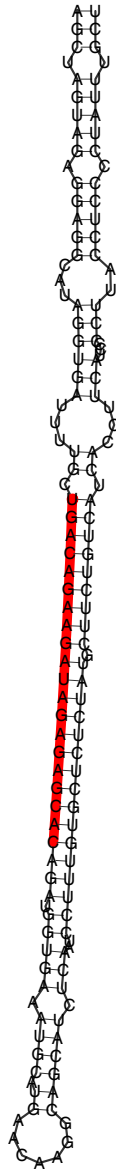

Name: ppe-miR156d

Sequence: UUGACAGAAGAUAGAGAGCAC

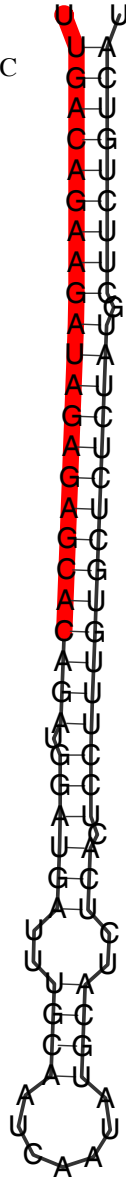

Name: ppe-miR156d

Sequence: UUGACAGAAGAUAGAGAGCAC

Name: ppe-miR156d

Sequence: UUGACAGAAGAUAGAGAGCAC

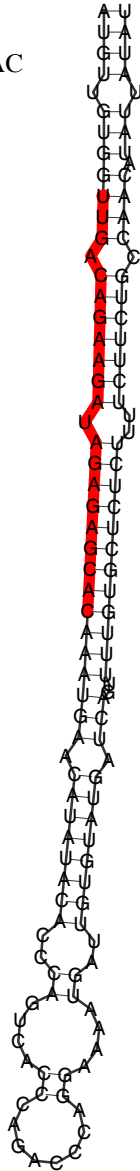

Name: ppe-miR156e

Sequence: UUGACAGAAGAAAGAGAGCAC

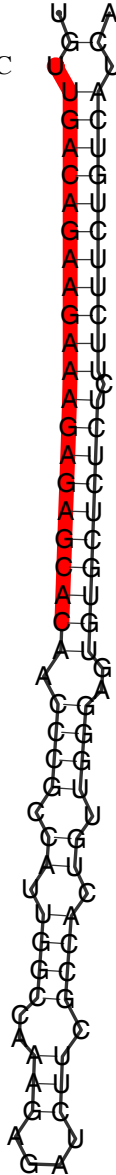

Name: ppe-miR156f

Sequence: CUGACAGAAGAUAGAGAGCAC

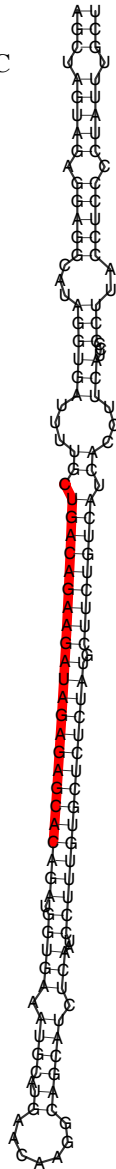

Name: ppe-miR159

Sequence: UUUGGAUUGAAGGGAGCUCUA

Name: ppe-miR160

Sequence: UGCCUGGCUCCCUGUAUGCCA

Name: ppe-miR160

Sequence: UGCCUGGCUCCCUGUAUGCCA

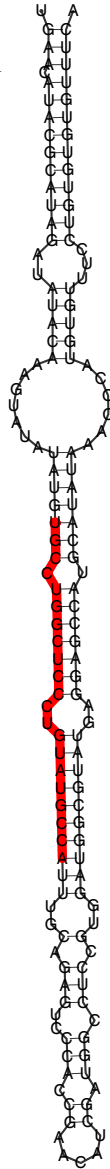

Name: ppe-miR162

Sequence: UCGAUAAACCUCUGCAUCCAG

Name: ppe-miR164a

Sequence: UGGAGAAGCAGGGCACGUGCA

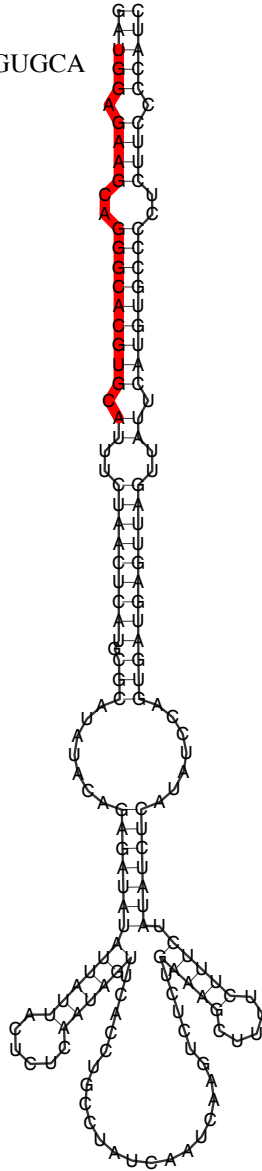

Name: ppe-miR164a

Sequence: UGGAGAAGCAGGGCACGUGCA

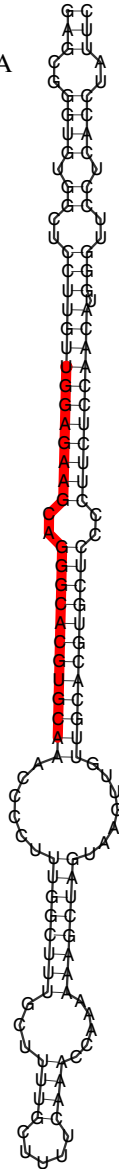

Name: ppe-miR164a

Sequence: UGGAGAAGCAGGGCACGUGCA

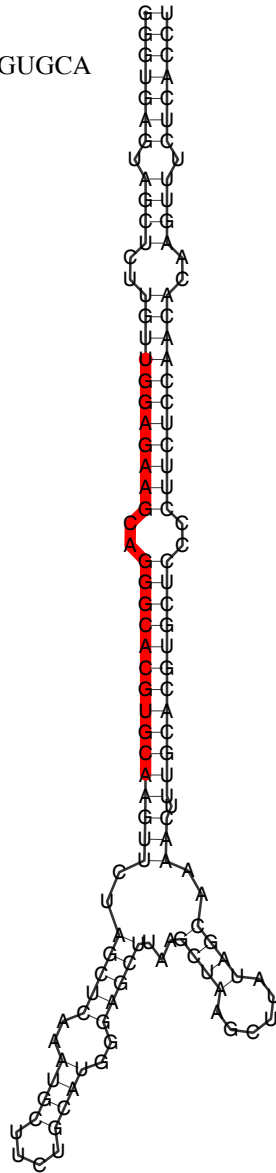

Name: ppe-miR164b

Sequence: UGGAGAAGCAGGGCACAUGCU

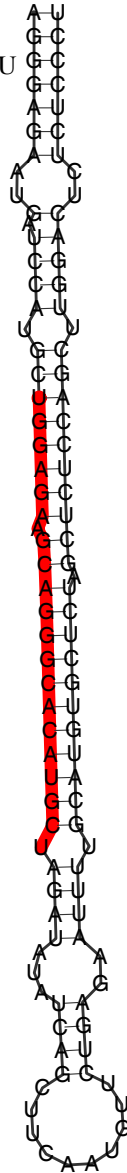

Name: ppe-miR166

Sequence: UCGGACCAGGCUUCAUUC

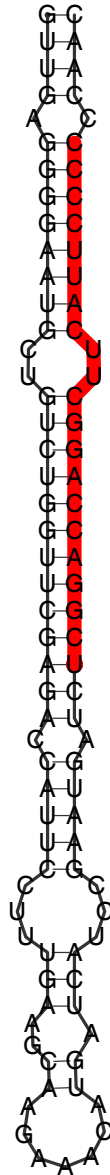

Name: ppe-miR166

Sequence: UCGGACCAGGCUUCAUUC

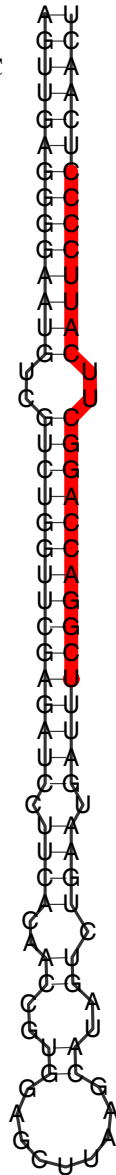

Name: ppe-miR166

Sequence: UCGGACCAGGCUUCAUCCCG

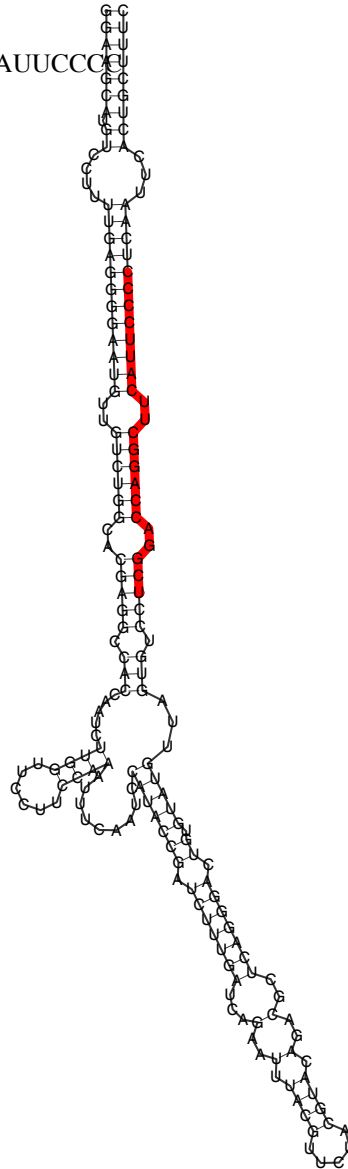

Name: ppe-miR166

Sequence: UCGGACCAGGCUUCAUUC

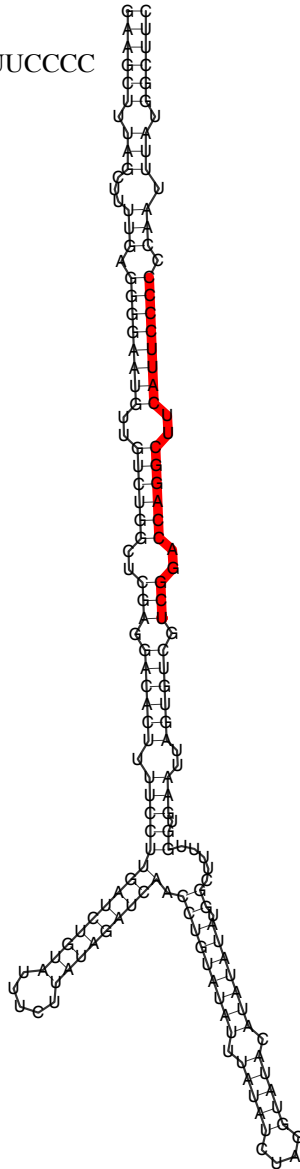

Name: ppe-miR166

Sequence: UCGGACCAGGCUUCAUUC

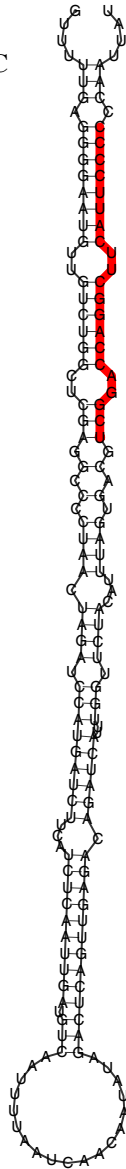

Name: ppe-miR167a

Sequence: UGAAGCUGCCAGCAUGAUCUA

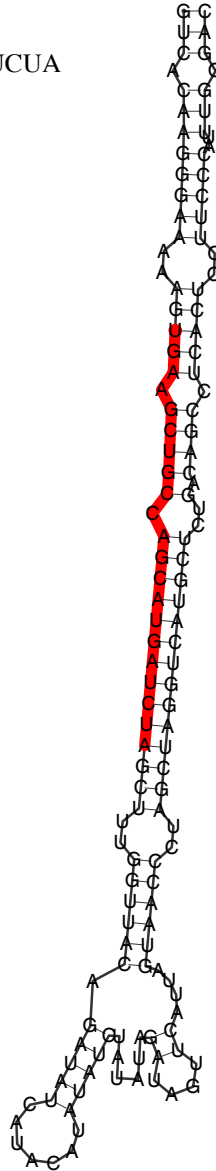

Name: ppe-miR167a

Sequence: UGAAGCUGCCAGCAUGAUCUA

Name: ppe-miR167b

Sequence: UGAAGCUGCCAGCAUGAUCUGA

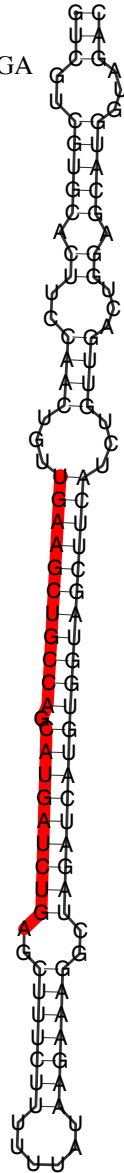

Name: ppe-miR167c  
Sequence: UGAAGCUGCCAGCAUGAUCUG

Name: ppe-miR167c  
Sequence: UGAAGCUGCCAGCAUGAUCUG

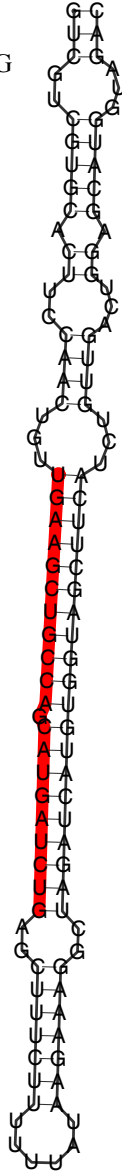

Name: ppe-miR167d

Sequence: UGAAGCUGCCAGCAUGAUCUUA

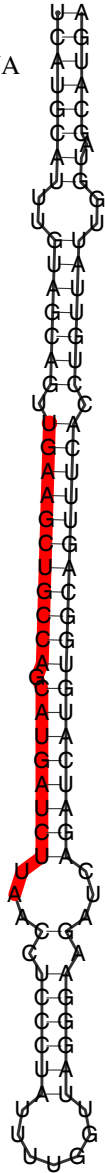

Name: ppe-miR168

Sequence: UGCUUGGUGCAGGUCGGGAA

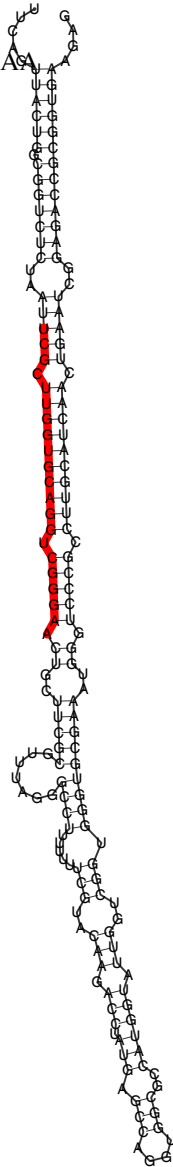

Name: ppe-miR169a

Sequence: CAGCCAAGGAUGACUUGCCGG

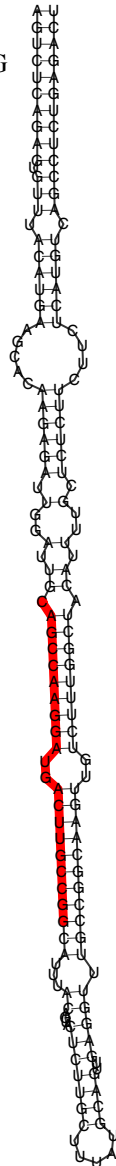

Name: ppe-miR169a  
Sequence: CAGCCAAGGAUGACUUGCCGG

Name: ppe-miR169a  
Sequence: CAGCCAAGGAUGACUUGCCGG

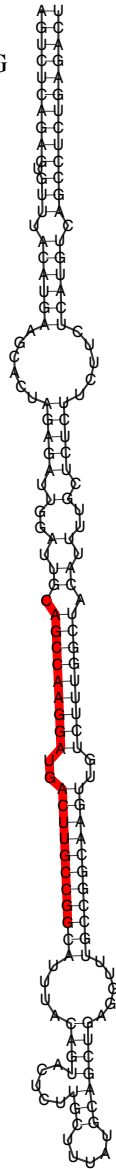

Name: ppe-miR169a

Sequence: CAGCCAAGGAUGACUUGCCGG

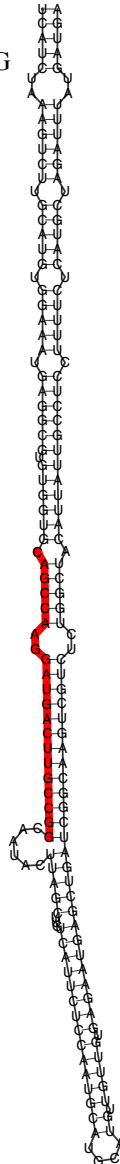

Name: ppe-miR169b

Sequence: UGAGCCAAGGAUGACUUGCCA

Name: ppe-miR169b

Sequence: UGAGCCAAGGAUGACUUGCCA

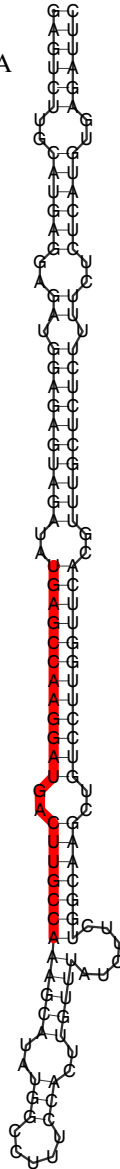

Name: ppe-miR169c

Sequence: UAGCCAAGGAUGACUUGCCUGC

Name: ppe-miR169c

Sequence: UAGCCAAGGAUGACUUGCCU

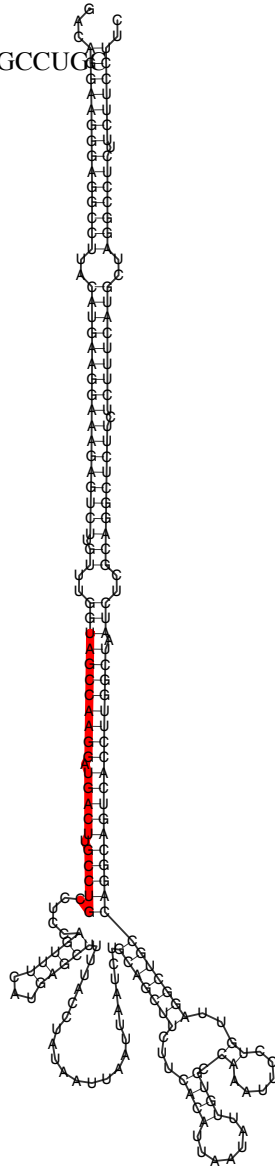

Name: ppe-miR169c

Sequence: UAGCCAAGGAUGACUUGCCUGC

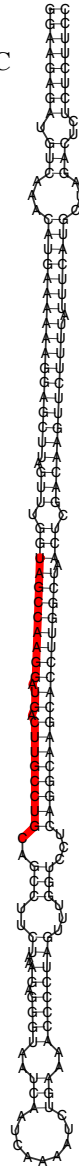

Name: ppe-miR169c

Sequence: UAGCCAAGGAUGACUUGCCUGC

Name: ppe-miR169c

Sequence: UAGCCAAGGAUGACUUGCCUGC

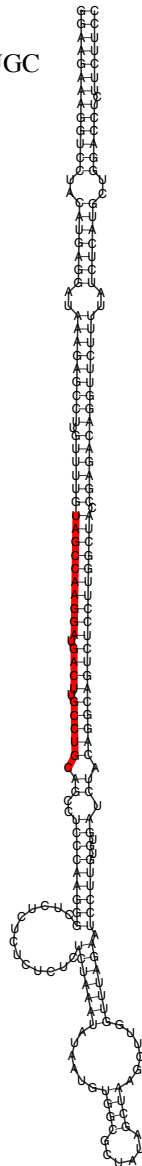

Name: ppe-miR169d

Sequence: GAGCCAAGGAUGAAUUGCCGG

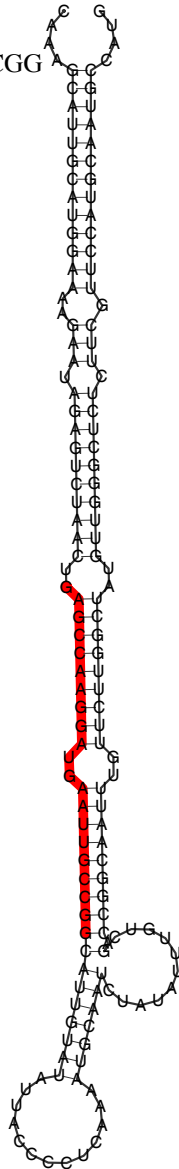

Name: ppe-miR169d

Sequence: GAGCCAAGGAUGAAUUGCCGG

Name: ppe-miR171a

Sequence: CGAGCCGAAUCAAUACACUC

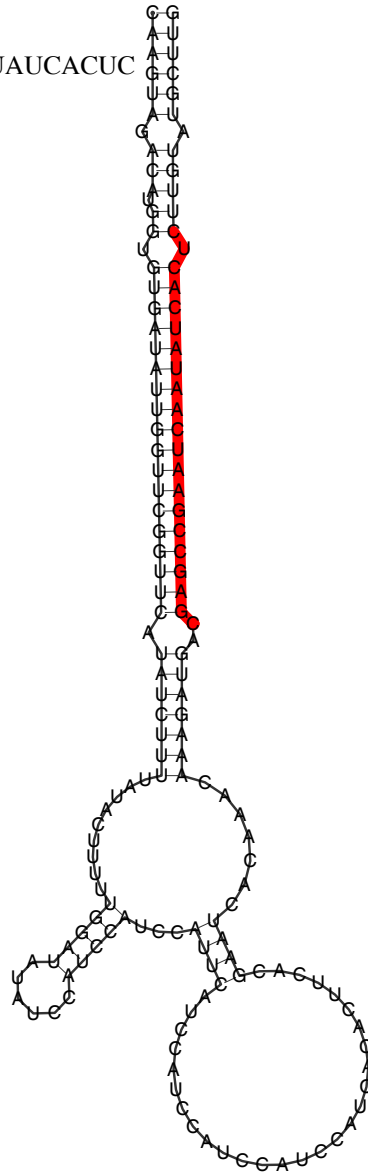

Name: ppe-miR171b

Sequence: UGAUUGAGCCGUGCCAAUAUC

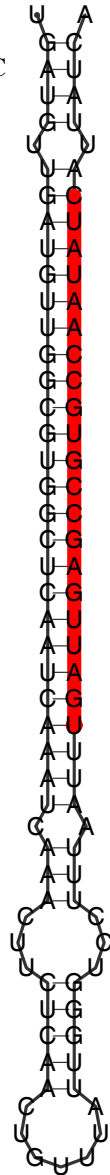

Name: ppe-miR171b

Sequence: UGAUUGAGCCGUGCCAAUAUC

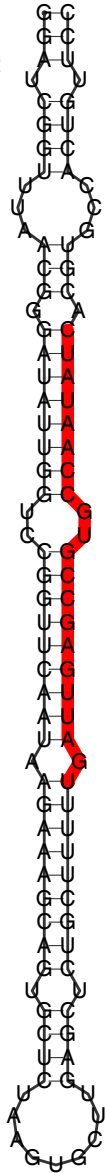

Name: ppe-miR171b

Sequence: UGAUUGAGCCGUGCCAAUAUC

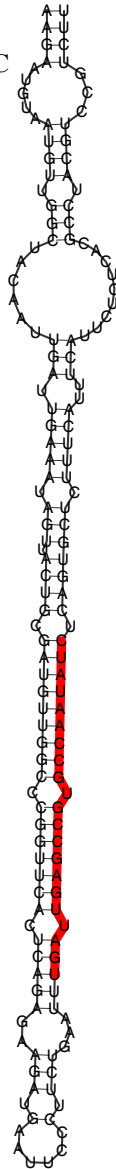

Name: ppe-miR171b

Sequence: UGAUUGAGCCGUGCCAAUAUC

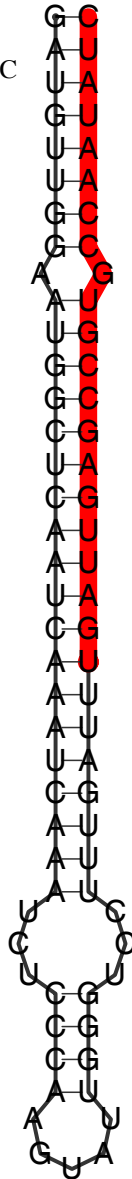

Name: ppe-miR171c

Sequence: UUGAGCCGCGUCAAUUAUCUCC

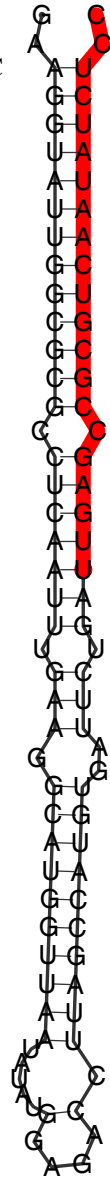

Name: ppe-miR172a

Sequence: GUAGCAUCAUCAAGAUUCACG

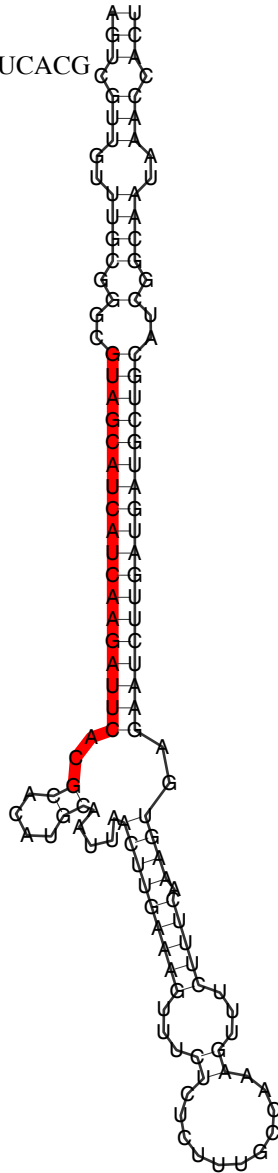

Name: ppe-miR172b

Sequence: GUAGCAUCAUCAAGAUUCAC

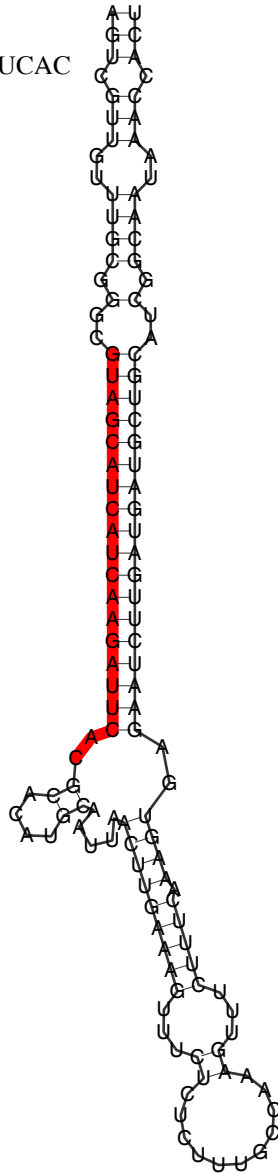

Name: ppe-miR172c

Sequence: AGAAUCUUGAUGAUGCUGCAU

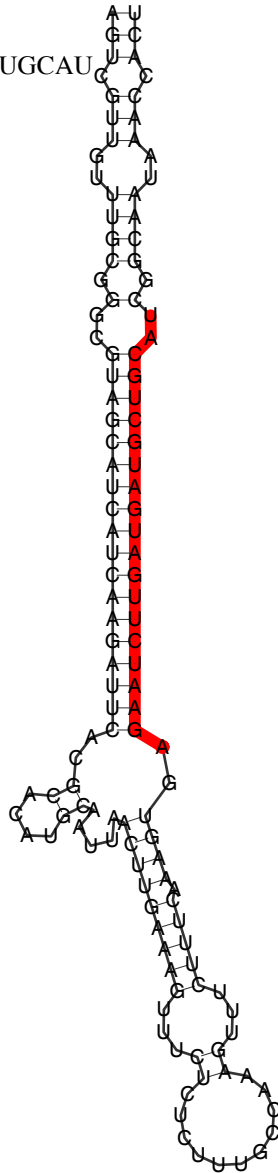

Name: ppe-miR172c

Sequence: AGAAUCUUGAUGAUGCUGCAU

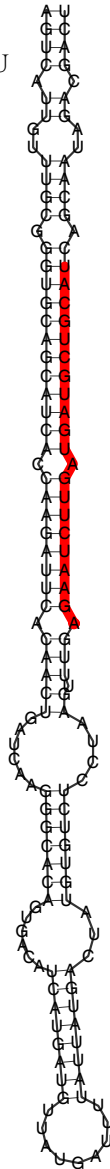

Name: ppe-miR172d

Sequence: GGAAUCUUGAUGAUGCUGCAU

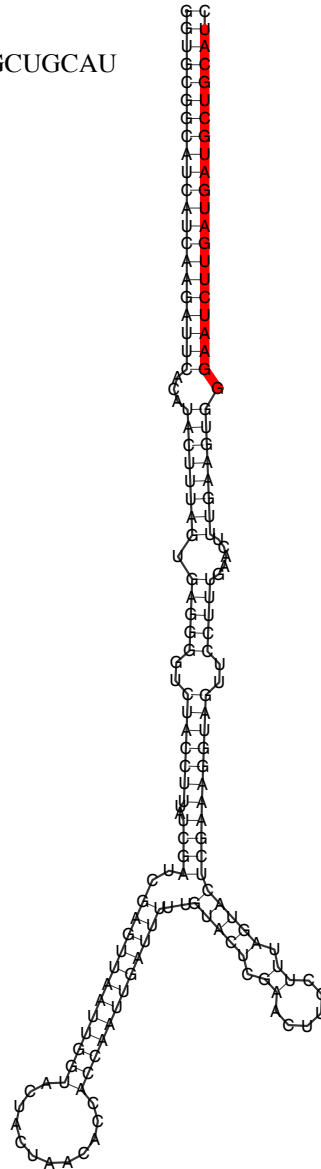

Name: ppe-miR172e

Sequence: GGAAUCUUGAUGAUGCUGCAG

Name: ppe-miR390

Sequence: AAGCUCAGGAGGGAUAGCGCC

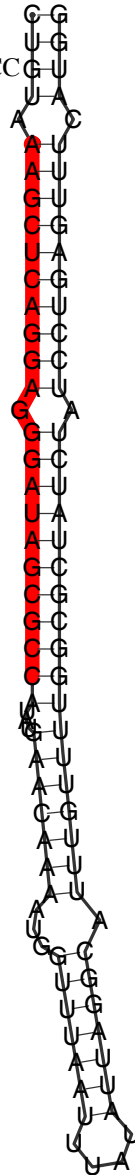

Name: ppe-miR393a

Sequence: CAUCCAAAGGGAUCGCAUUGA

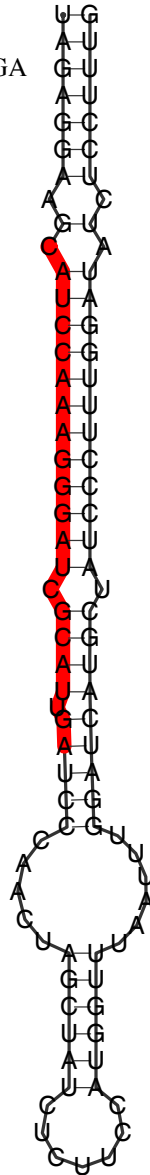

Name: ppe-miR393b

Sequence: UCCAAAGGGAUCGCAUUGAUC

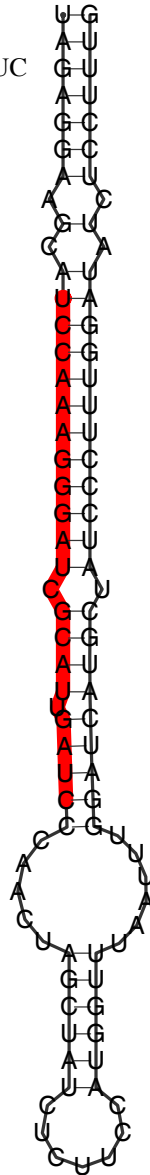

Name: ppe-miR393b

Sequence: UCCAAAGGGAUCGCAUUGAUC

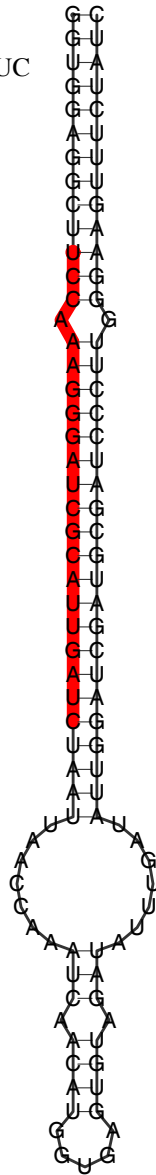

Name: ppe-miR394a

Sequence: UUGGCAUUCUGUCCACCUCC

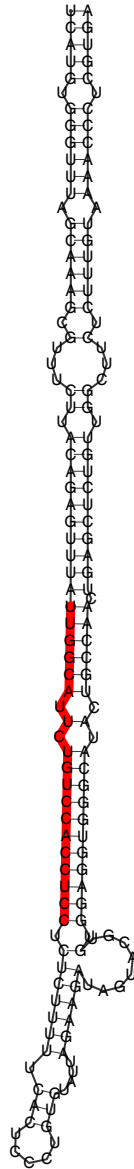

Name: ppe-miR394a

Sequence: UUGGCAUUCUGUCCACCUCC

Name: ppe-miR394b

Sequence: UUUGGCAUUCUGUCCACCUCC

Name: ppe-miR395a

Sequence: CUGAAGUGUUUGGGGGGACCC

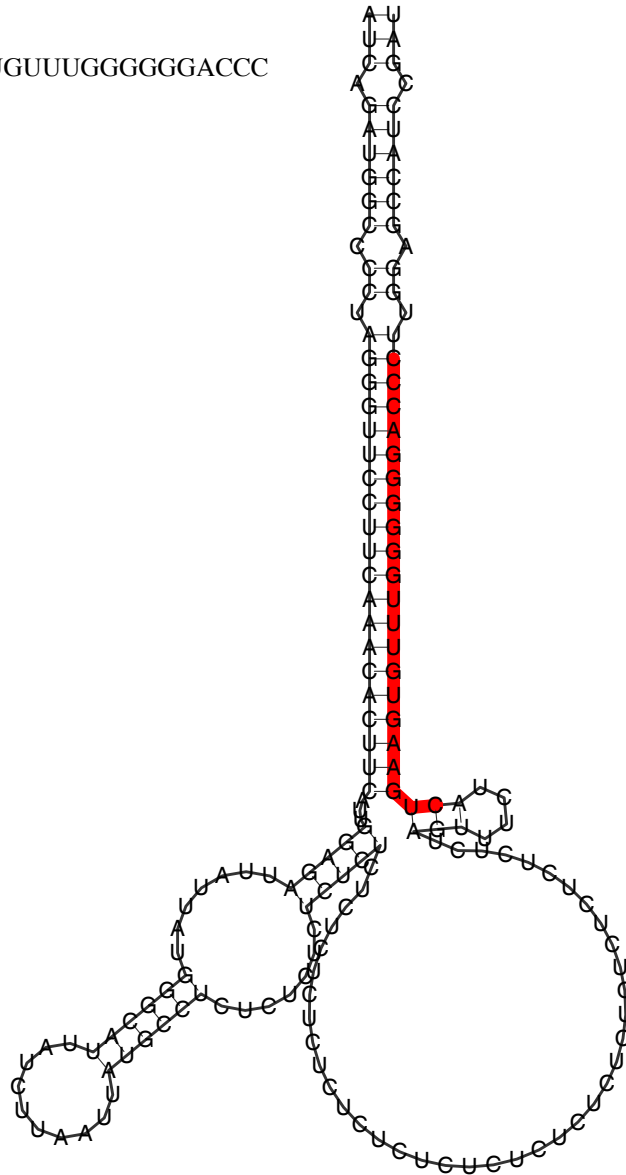

Name: ppe-miR395a

Sequence: CUGAAGUGUUUGGGGGGACCC

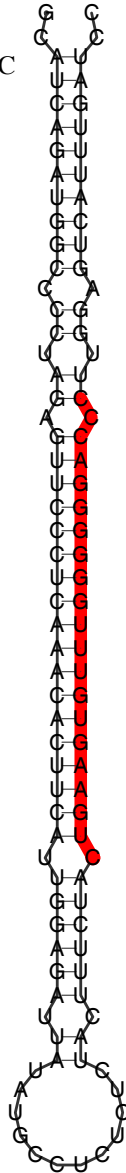

Name: ppe-miR395a

Sequence: CUGAAGUGUUUGGGGGGACCC

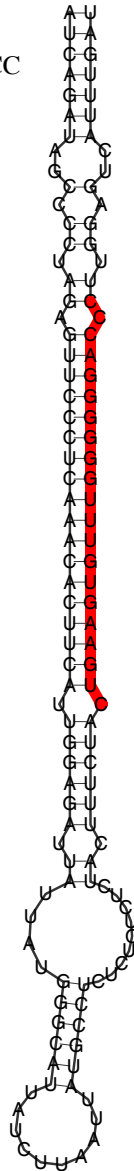

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGACUC

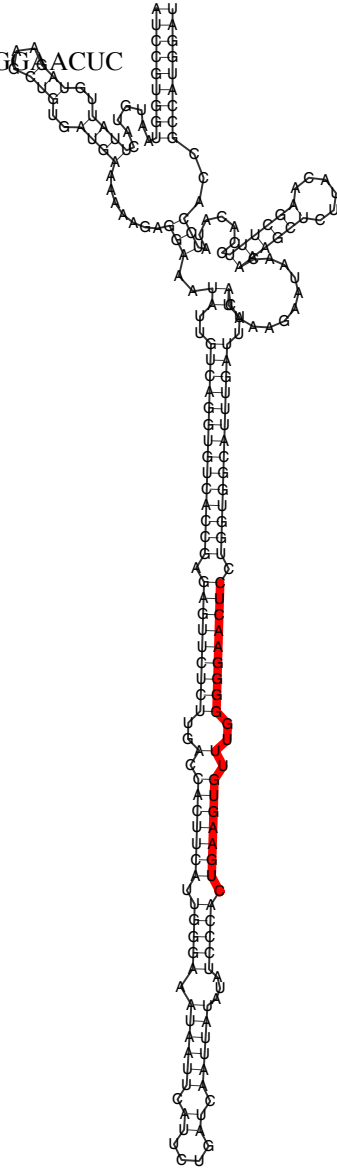

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

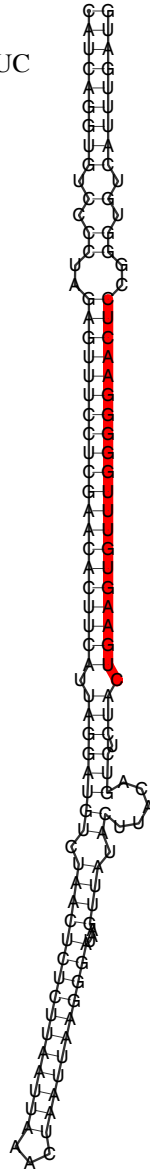

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

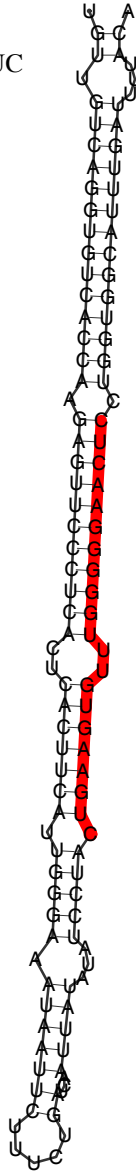

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACU

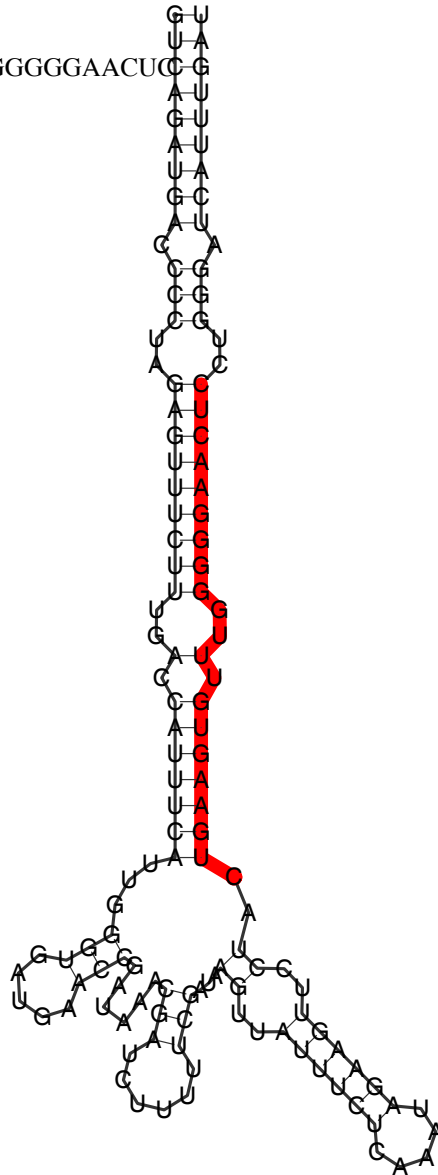

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

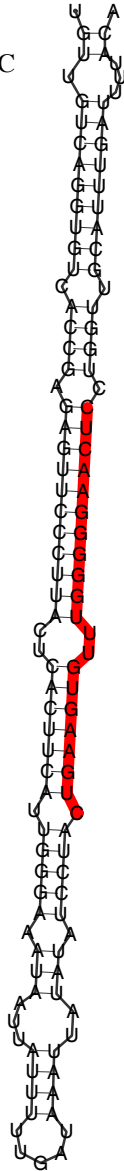

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

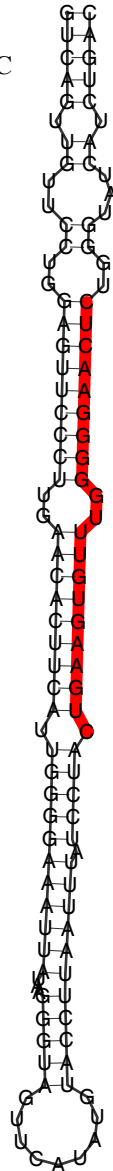

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUCU

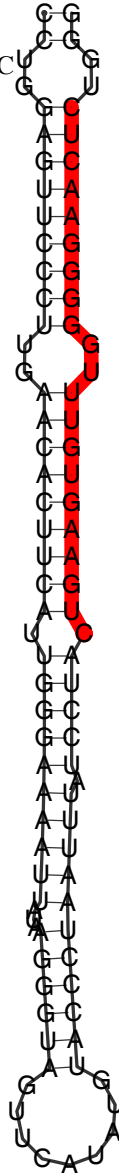

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

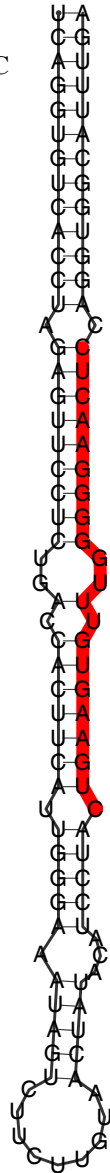

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

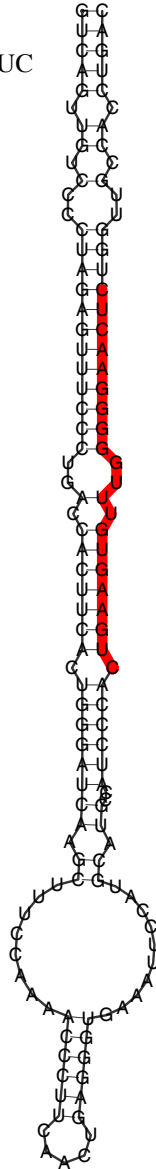

Name: ppe-miR395b

Sequence: CUGAAGUGUUUGGGGGAACUC

Name: ppe-miR395c

Sequence: GUUCCCUCAAACACUUCAUU

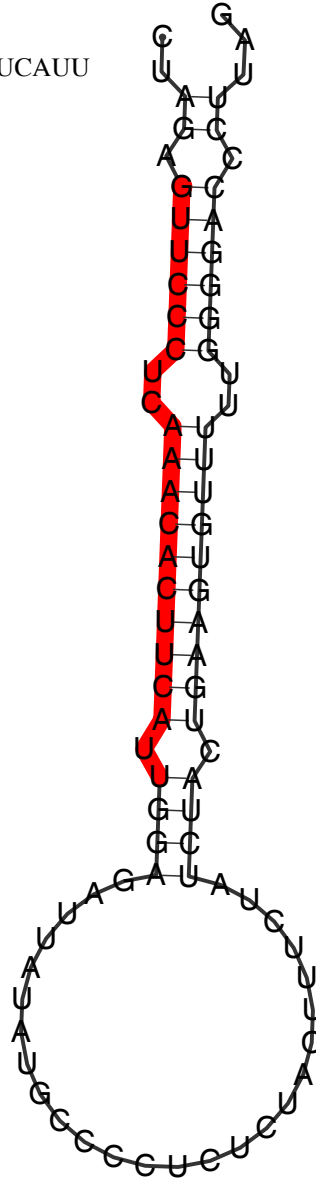

Name: ppe-miR395d

Sequence: GUUCCUCAAACACUUCAUU

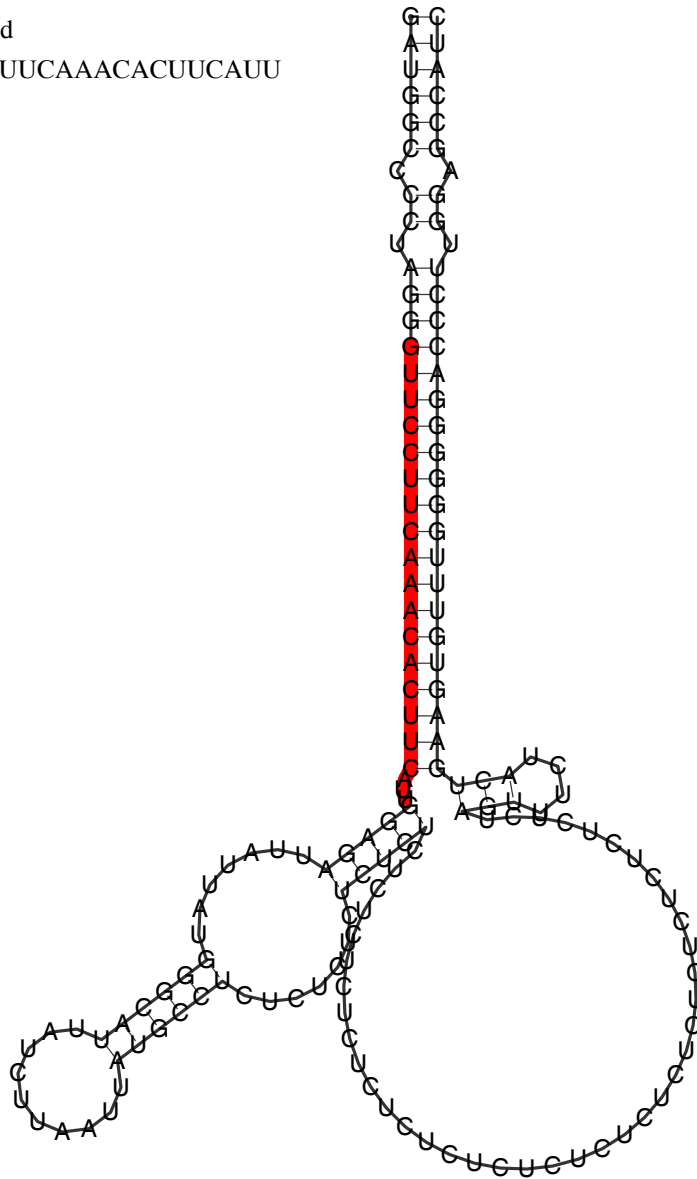

Name: ppe-miR396a

Sequence: UUCCACAGCUUUCUUGAACGU

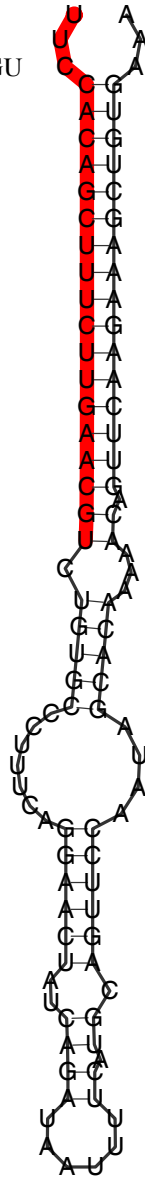

Name: ppe-miR396b

Sequence: UUCCACAGCUUUCUUGAACUG

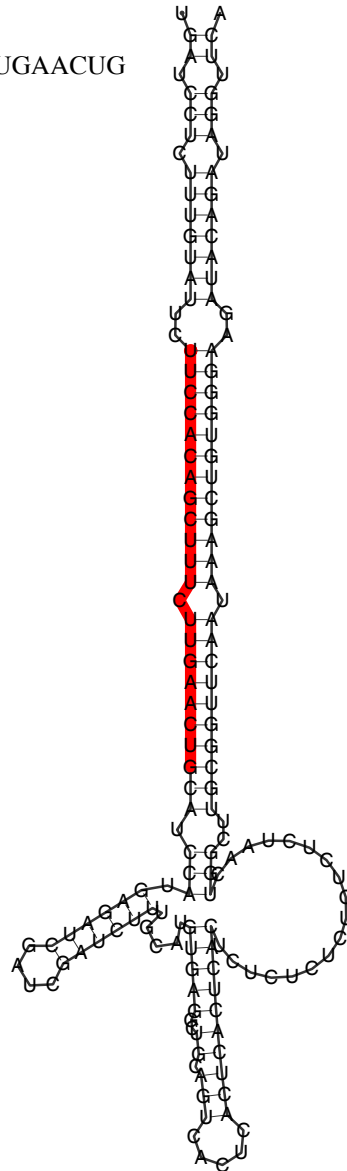

Name: ppe-miR396c

Sequence: UUCCACAGCUUUCUUGAACUU

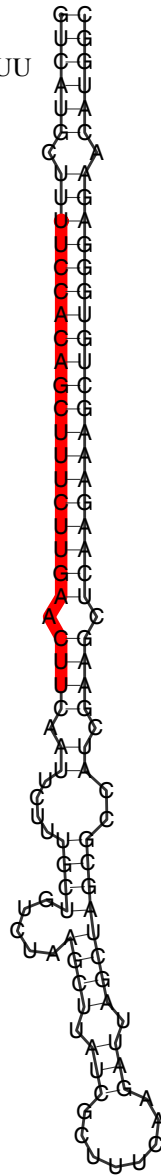

Name: ppe-miR397

Sequence: UCAUUGAGUGCAGCGUUGAUG

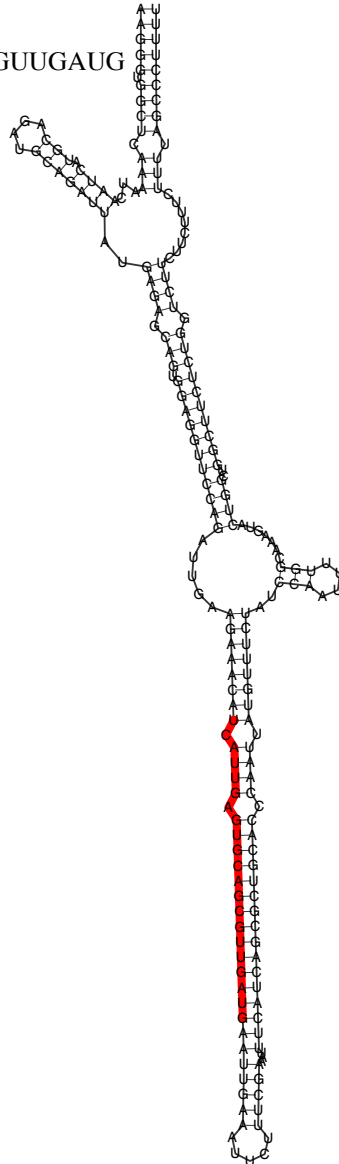

Name: ppe-miR398a

Sequence: UGUGUUCUCAGGUCGCCCCUG

Name: ppe-miR398b

Sequence: CGUGUUCUCAGGUCGCCCCUG

Name: ppe-miR399a

Sequence: CGCCAAAGGAGAGUUGCCCUU

Name: ppe-miR399b

Sequence: UCUGCCAAAGGAGAAUUGCCC

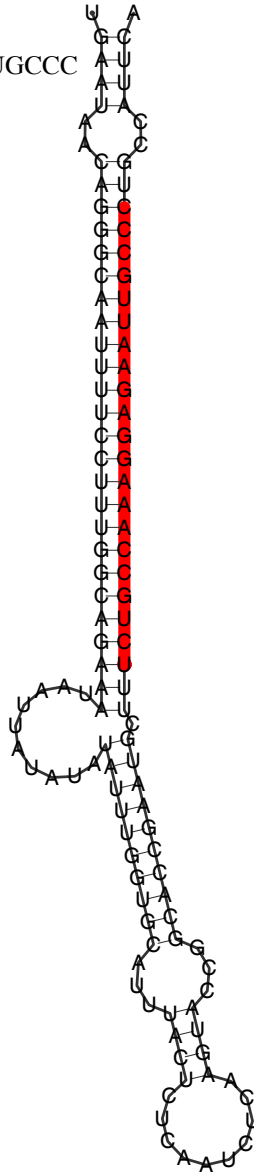

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

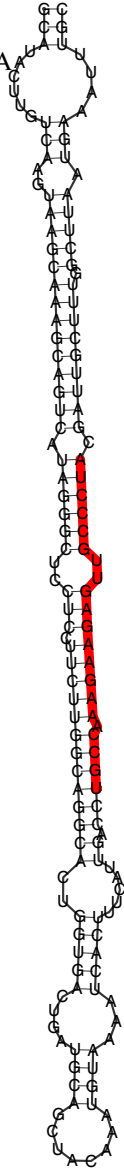

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

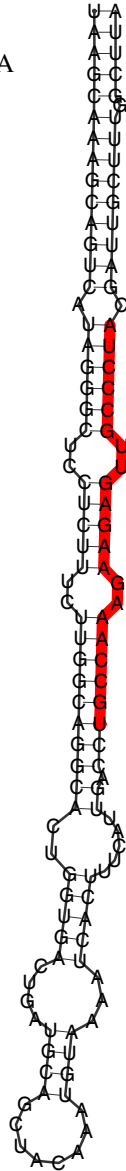

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

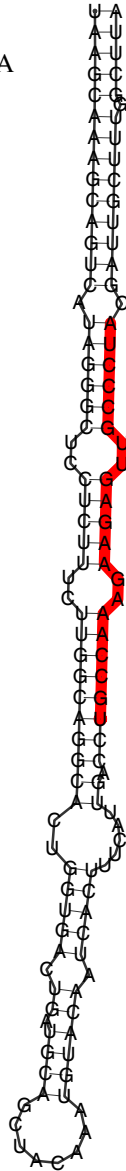

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

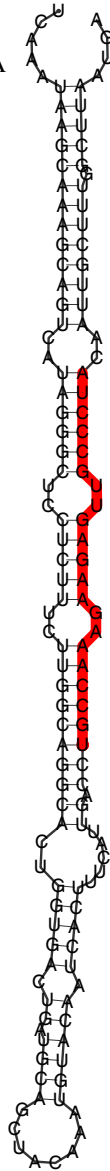

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

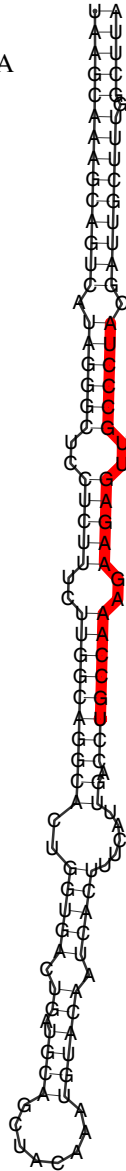

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

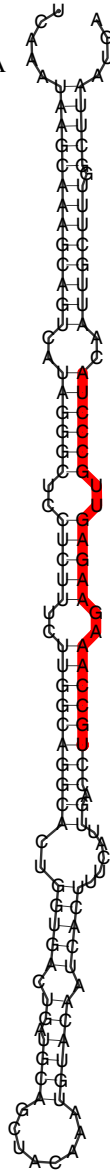

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

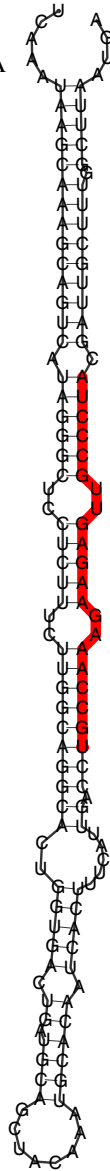

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

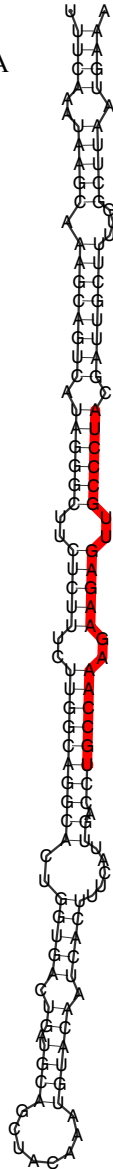

Name: ppe-miR399c

Sequence: UGCCAAAGAAGAGUUGCCCUA

Name: ppe-miR399d

Sequence: UGCCAAAGGAGAUUUGCUCGG

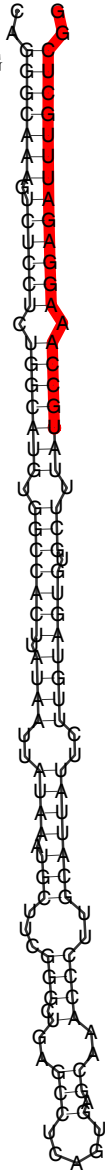

Name: ppe-miR399d

Sequence: UGCCAAAGGAGAUUUGCUCGG

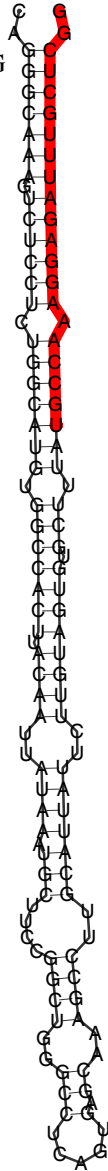

Name: ppe-miR403

Sequence: UUAGAUUCACGCACAAACUCG

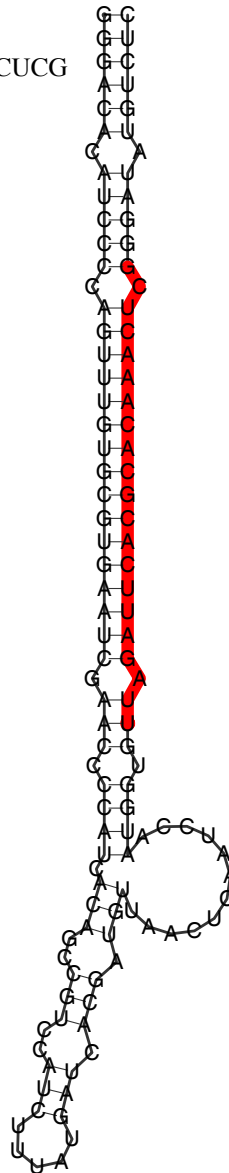

Name: ppe-miR479

Sequence: UGUGAUAAUUGGUUCGGUUCAU

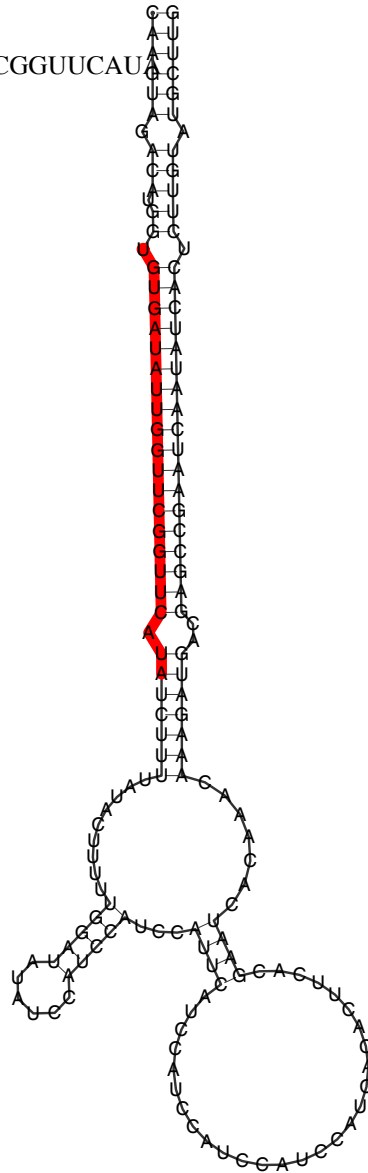

Name: ppe-miR482a

Sequence: UUCCCAAGCCCGCCCAUUCCAA

Name: ppe-miR482b

Sequence: UCUUUCCUACUCCACCCAUUCC

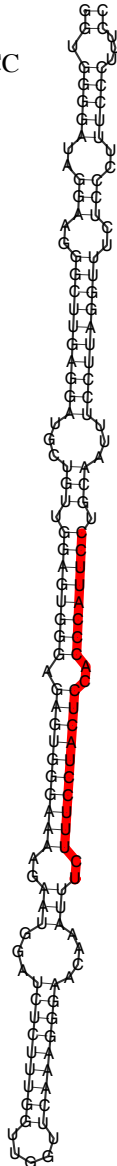

Name: ppe-miR530

Sequence: UCUGCAUUUGCACCUGCACCU

Name: ppe-miR535a

Sequence: UGACAACGAGAGAGAGCACGC

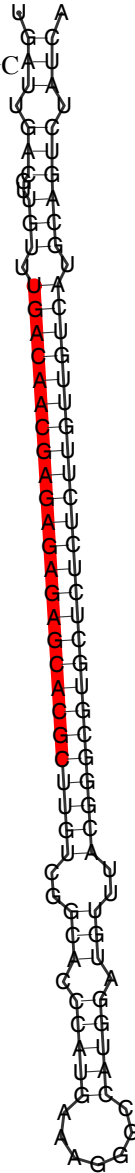

Name: ppe-miR535b

Sequence: UGACGACGAGAGAGAGCACGC

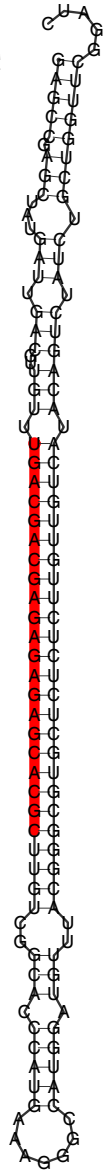

Name: ppe-miR827

Sequence: UUAGAUGACCAUCAACAAACA

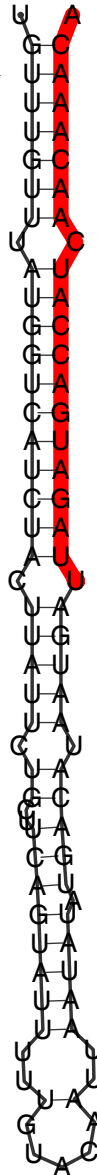

Name: ppe-miR828

Sequence: UCUUGCUCAAAUGAGUAUUCCA

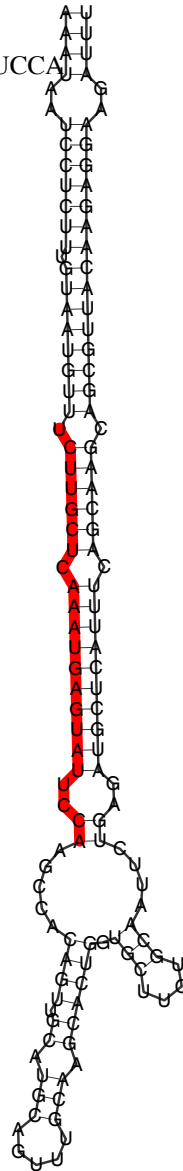

Name: ppe-miR2111

Sequence: UAAUCUGCAUCCUGAGGUUUA

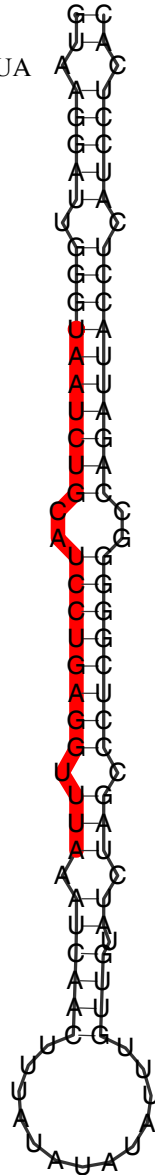

Name: ppe-miR2111

Sequence: UAAUCUGCAUCCUGAGGUUUA

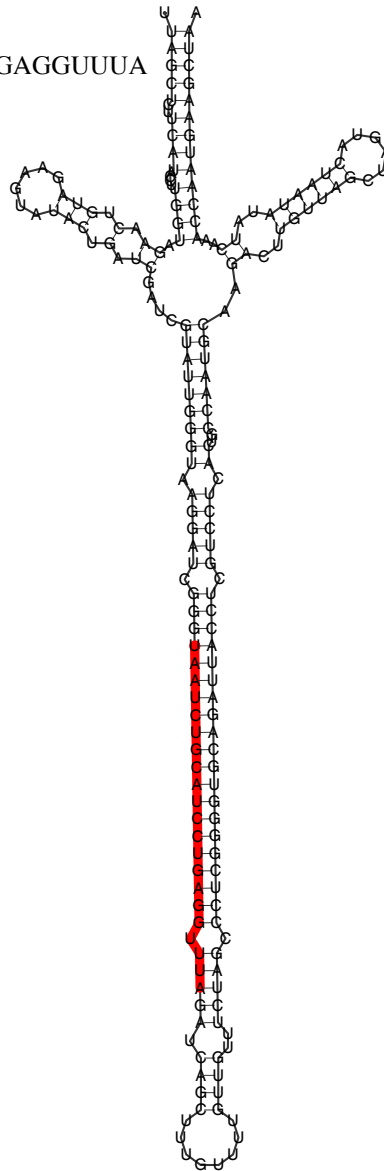

Name: ppe-miR2111

Sequence: UAAUCUGCAUCCUGAGGUUUA

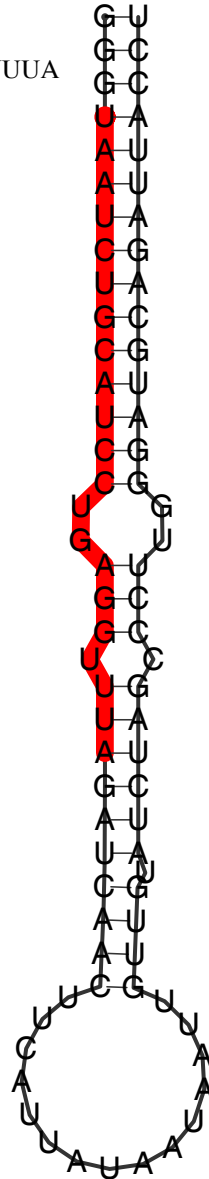

Name: ppe-miR2111

Sequence: UAAUCUGCAUCCUGAGGUUUA

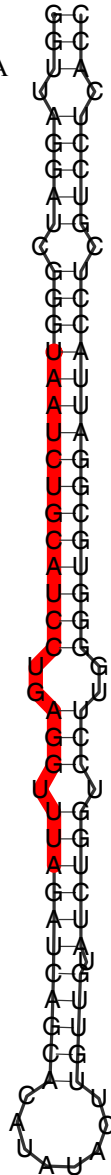

Name: miRC1

Sequence: ACCUGGCUCUGAUACCAUAAC

Abundance: 23436

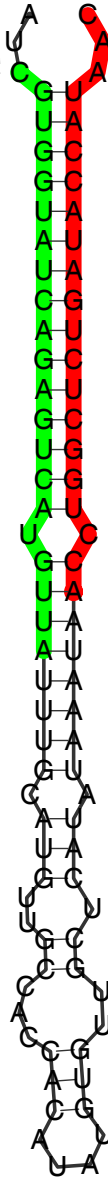

Name: miRC2

Sequence: UGAAGGAAGAUUUGUGGAAAG

Abundance: 5705

Name: miRC3

Sequence: CUUCCCAAACCUCCCAUUCCUA

Abundance: 4165

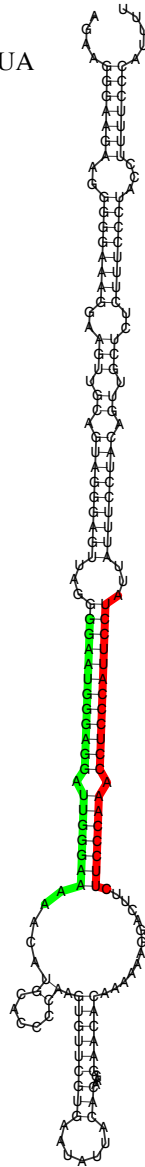

Name: miRC4

Sequence: UGAGCAAUGGCACACAGCCCU

Abundance: 3110

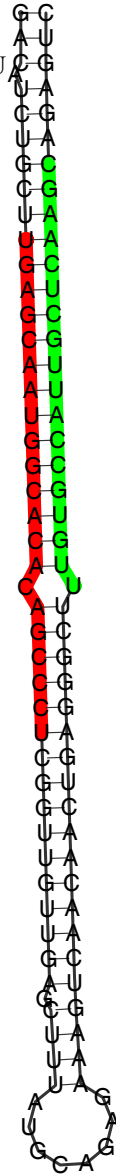

Name: miRC5

Sequence: UUUCCGAAACCUCUCCAUUCCAA

Abundance: 2658

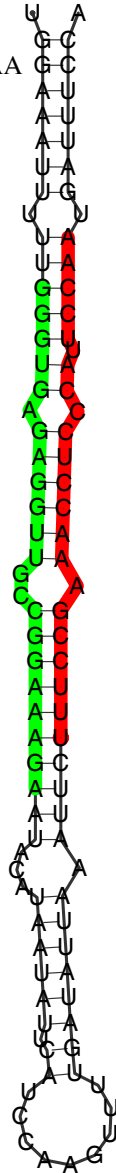

Name: miRC6a

Sequence: UUAUACAAUGAAAUCACGGCCG

Abundance: 2172

Name: miRC6b

Sequence: UUAUACAAUGAAAUCACGGUCG

Abundance: 180

Name: miRC7

Sequence: UGGCACCAAUGAUACCAAGUUU

Abundance: 1390

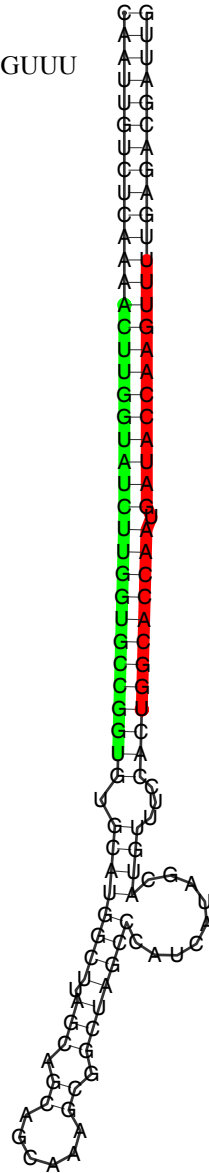

Name: miRC8

Sequence: CAGGAAAGAAUGUGAUGAGUA

Abundance: 504

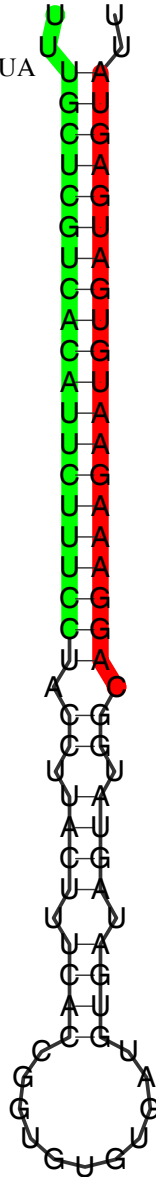

Name: miRC9

Sequence: UCGCAGGAGAGAUGGCACUGUC

Abundance: 125

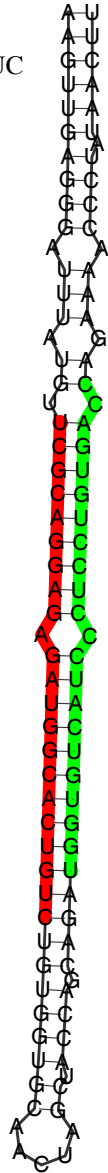

Name: miRC10

Sequence: CGAACUUAUUGCAACUAGCUU

Abundance: 78

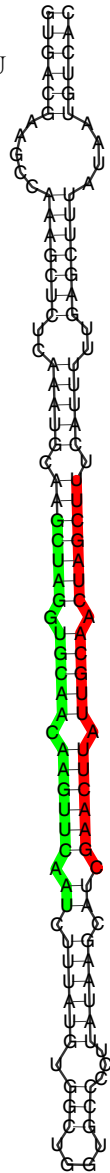

Name: miRC11

Sequence: GGAGCGACCUGGGAUCACAUG

Abundance: 49

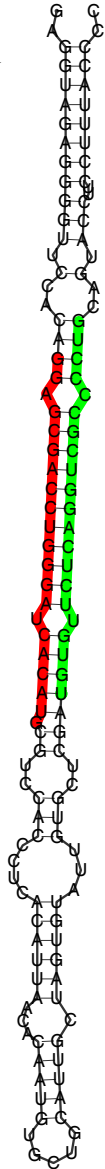

Name: miRC12

Sequence: UCUGAGUCAGAUUACUGAAUA

Abundance: 43

Name: miRC13

Sequence: ACUCUCCCUCAAAGGCUUCUAG

Abundance: 37

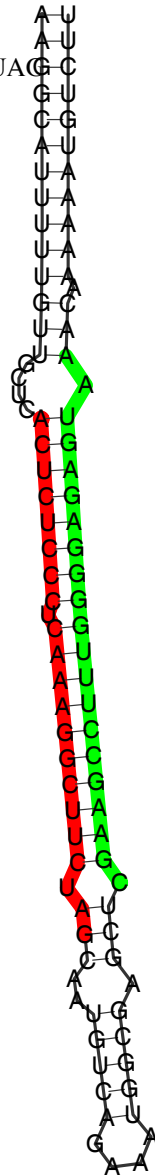

Name: miRC14

Sequence: UAGAGAGAUGGUCAGCAAUGU

Abundance: 33

Name: miRC15

Sequence: CCACAUUUAUAGAUUACCUUG

Abundance: 29

Name: miRC16

Sequence: UUCAAAGGGUACAUCCACAGU

Abundance: 22

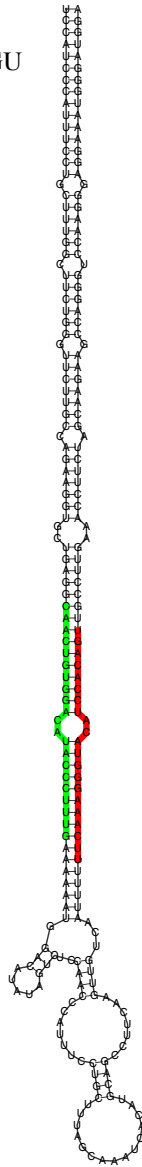

Name: miRC17

Sequence: UCUGUCGUAGGAGAGAUGGCC

Abundance: 21

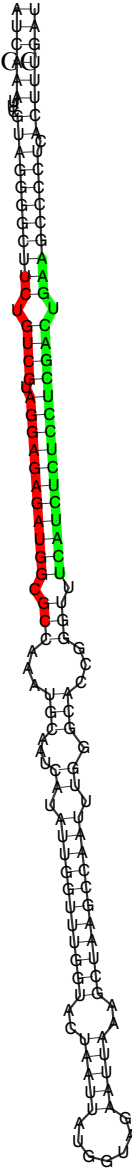

Name: miRC18

Sequence: UCGUGGGGAGAGAUCUAAUCG

Abundance: 18

Name: miRC19

Sequence: CCUCCCAUGCCACGCAUUUCU

Abundance: 17

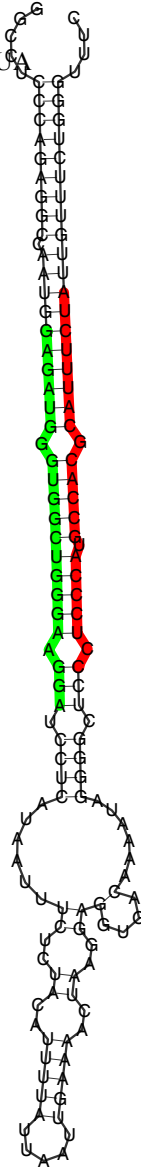

Name: miRC20

Sequence: AUUUCGACUAAUAACACAAUG

Abundance: 16

Name: miRC21

Sequence: AUAAUAAUGUCCGGAUGUCAA

Abundance: 11

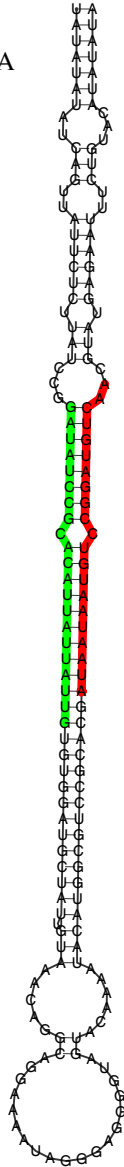

Name: miRC22

Sequence: CCCUCCAGUAAGGCACCCCC

Abundance: 11

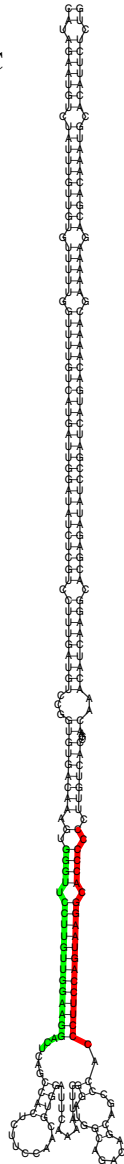

Name: miRC23

Sequence: AUUUCAGCUAAGUUGAGUUGU

Abundance: 10

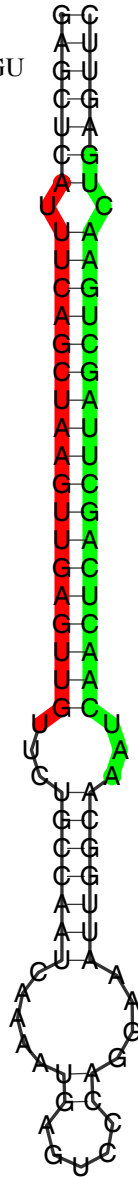

Name: miRC24

Sequence: UCCCUCAAGGGCUCCCAUAUU

Abundance: 10

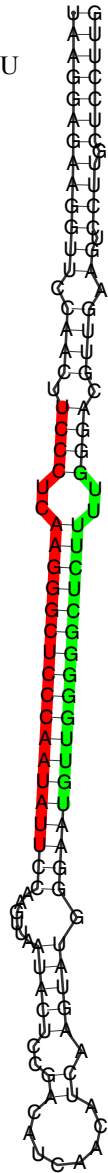

Name: miRC25

Sequence: UCAAUUAGAAAAUGAUAAGUG

Abundance: 7

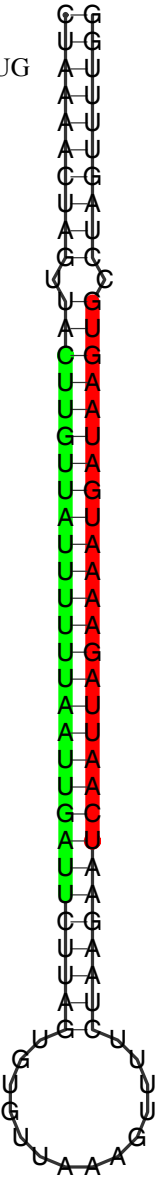

Name: miRC26

Sequence: UCCAACGAUGGGUGACCACAA

Abundance: 7

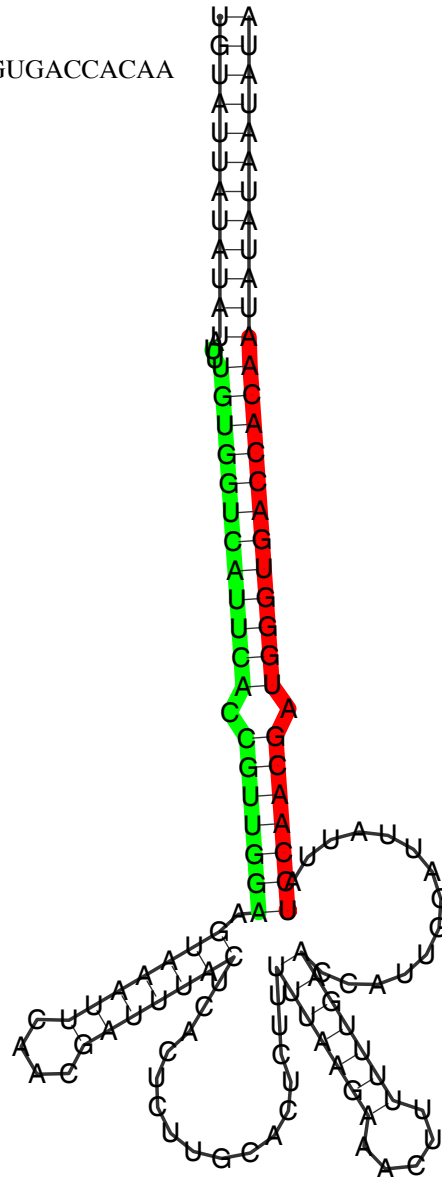

Name: miRC27

Sequence: UCCUGUGCGAACGUCCAGAAG

Abundance: 7

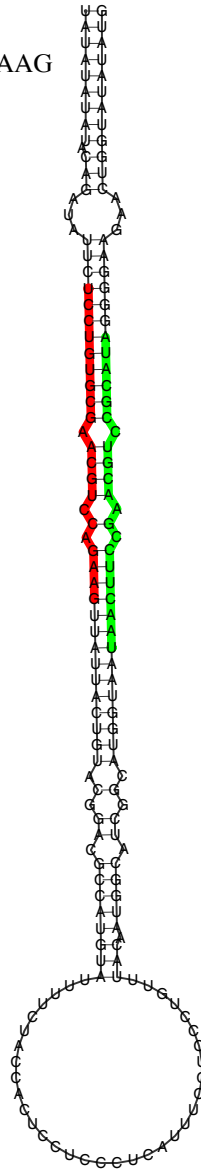

Name: miRC28

Sequence: CUUGUUAUUUUUAAUUGAUU

Abundance: 5

Name: miRC29

Sequence: AAAGACUAAAAUACCCUUGA

Abundance: 60

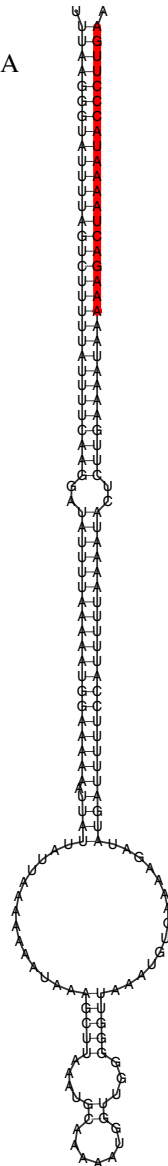

Name: miRC29

Sequence: AAAGACUAAAAUACCCUUGA

Abundance: 60

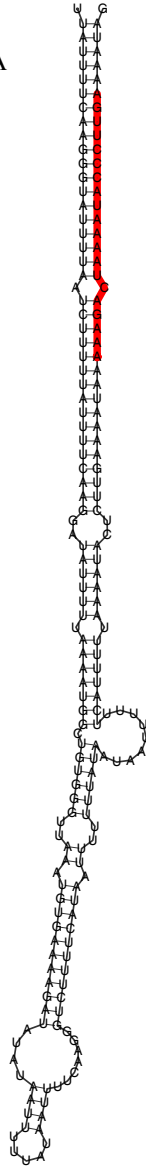

Name: miRC30

Sequence: UACUUGACCCCACAACUGUUU

Abundance: 44

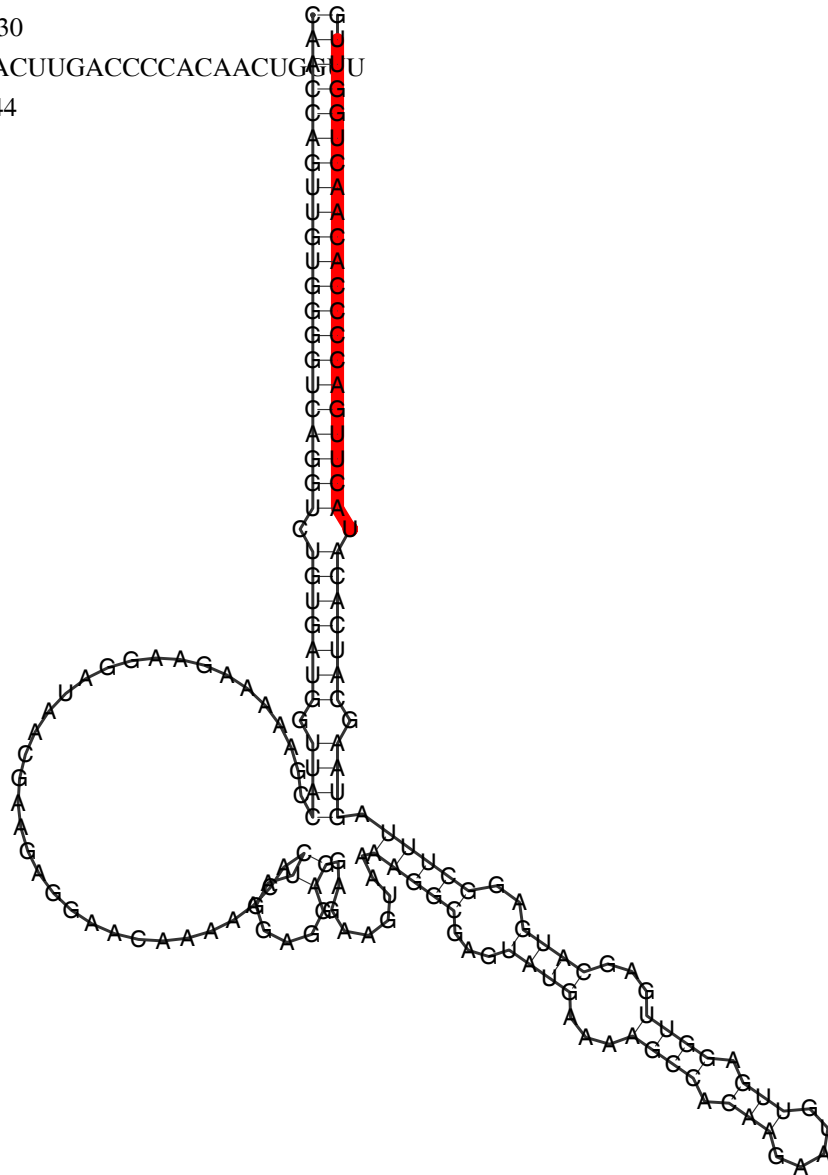

Name: miRC31

Sequence: UGGGCACGCCAGAAUAAAGCAA

Abundance: 39

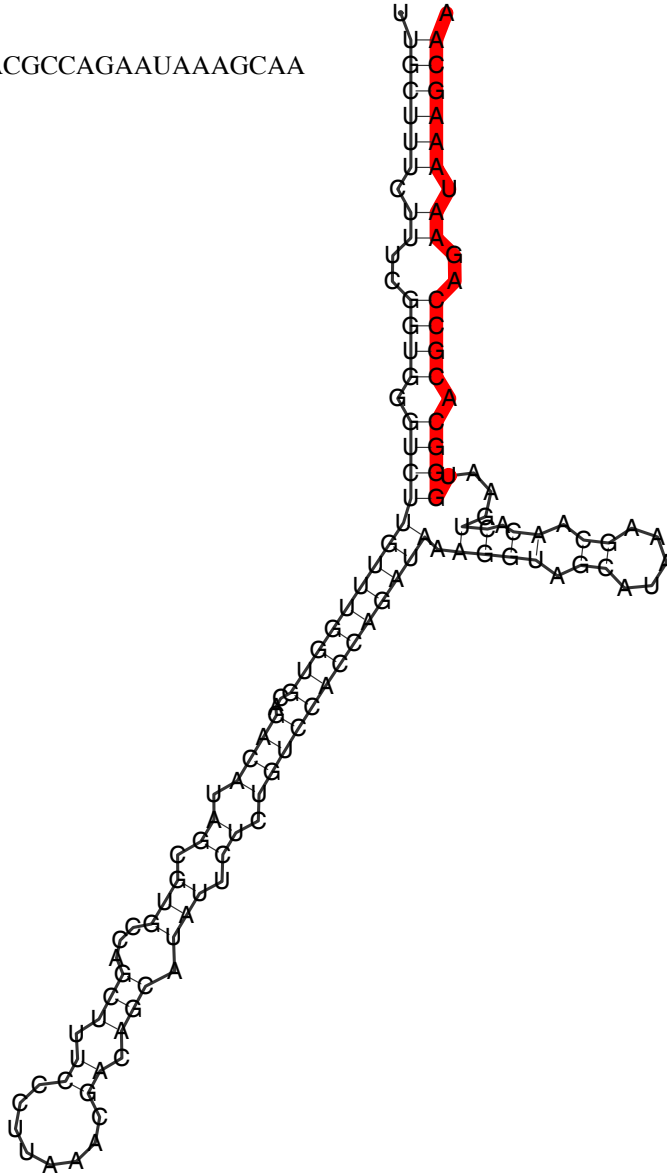

Name: miRC32

Sequence: UAAGGUUGAGCCGGAAGAAUCGGA

Abundance: 26

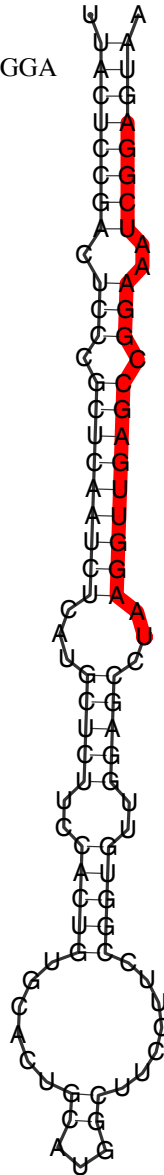

Name: miRC33

Sequence: CUCUAAUCGUUGGAUCAAUU

Abundance: 22

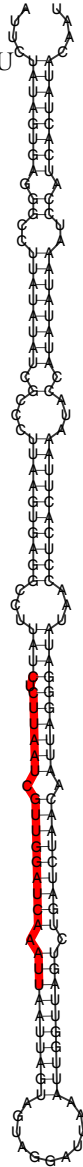

Name: miRC33

Sequence: CUCUUAUAUCGUUGGAUCAAUU

Abundance: 22

Name: miRC33

Sequence: CUCUAAUCGUUGGAUCAAUU

Abundance: 22

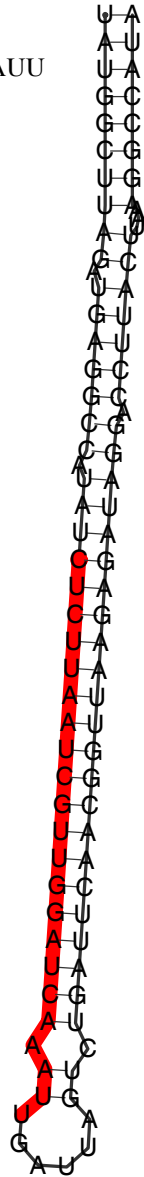

Name: miRC34

Sequence: UGCUUGUUGAGAUGUGCGGUU

Abundance: 19

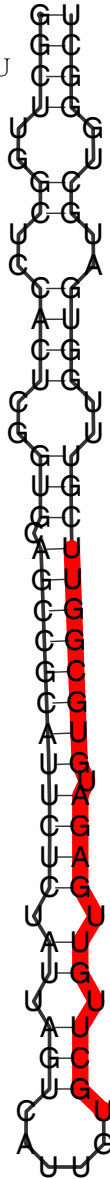

Name: miRC35

Sequence: UGUGUUAUAUCGUAGAAAAUAU

Abundance: 17

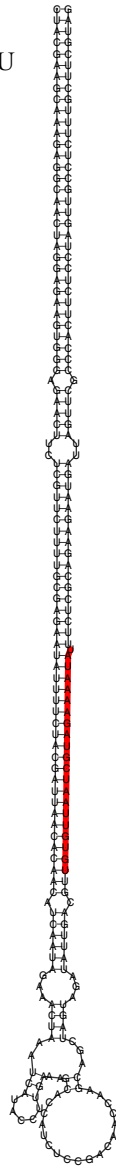

Name: miRC36

Sequence: AAUGUCACCUCCCACACUCCU

Abundance: 16

Name: miRC37

Sequence: UGGACGUCUAGAAAAAUACGG

Abundance: 15

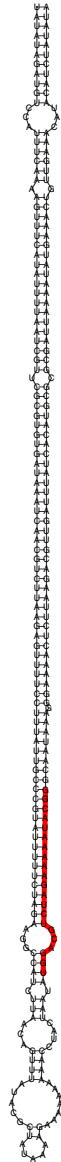

Name: miRC38

Sequence: UUAAGCCCAAGAAAGCCCGAC

Abundance: 14

Name: miRC39

Sequence: ACCUCUUAUAGAUAGUCCCCA

Abundance: 12

Name: miRC39

Sequence: ACCUCUUAUAGAUAGUCCCCA

Abundance: 12

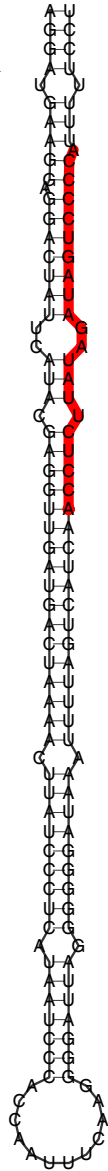

Name: miRC39

Sequence: ACCUCUUAUAGAUAGUCCCCA

Abundance: 12

Name: miRC39

Sequence: ACCUCUUAUAGAUAGUCCCCA

Abundance: 12

Name: miRC40

Sequence: AGACAGGUUCUUUUAUCUCAUG

Abundance: 12

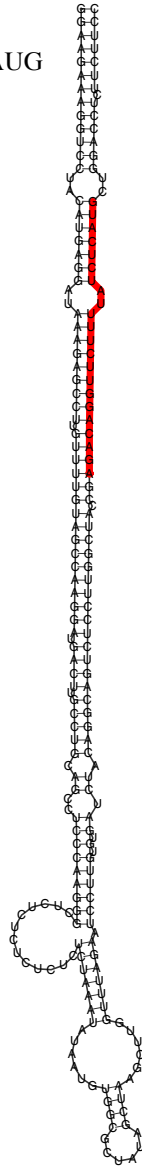

Name: miRC41

Sequence: UCGAUUUUAUGUUUUAAGUAU

Abundance: 11

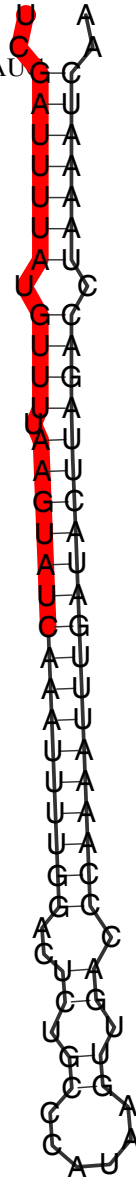

Name: miRC42

Sequence: UCUGACUUUUACCAGAAUCUGA

Abundance: 8

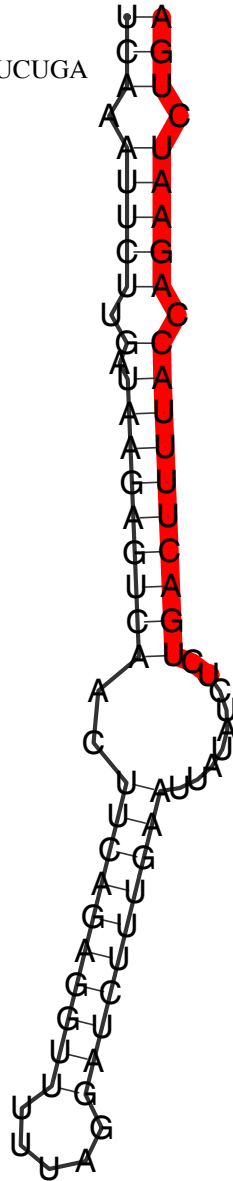

Name: miRC43

Sequence: CAUUAGAGCGGUGGUACACAA

Abundance: 7

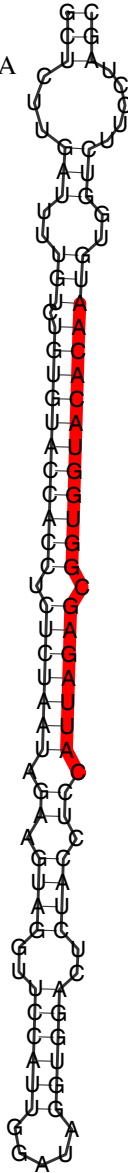

Name: miRC44

Sequence: UGCCAAGAAAGAGUUGCCCUA

Abundance: 5

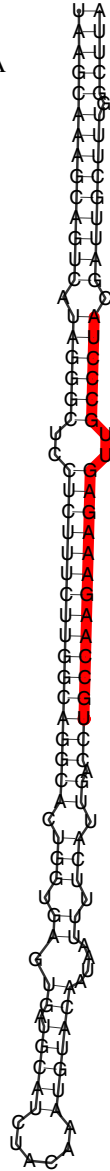

Name: miRC45

Sequence: ACCUCCUCAUUCUAACCCCUCA

Abundance: 4

Name: miRC46

Sequence: UGCAUGCACCUUGAUAGAUGU

Abundance: 4

**Supplement:** Additional file 5 — Figure S1. Stem-loop structures for peach miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

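Small RNA was measured in 1 library each of root, leaf, flower and mixed fruit, and mRNA ends in 1 degradome library of pooled tissues. The authors removed the adaptor and collapsed identical reads, and as deposited each library is a list of unique sequences with the raw count of reads of each, without normalization. Samples were grouped by the tissue in their labels. The same labels give the platform of the small RNA libraries, Illumina for root and leaf and SOLiD for flower and fruit, and the paper gives Illumina for the degradome. With no replicates, no test between tissues was made, and intervals cover counting error only.

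The tables were read and all values calculated with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Sequences with letters other than the bases, 187 in root and 124 in leaf, were kept in the totals. Shares of length classes were taken over all reads or all unique sequences of a library. The miRNAs were counted by exact match of the sequences listed in Table S3 and Table S5, summed within a family, and scaled to rpm by the genome-matching redundant totals of Table S1. A count of 0 was given the limit of 3 counts, and entered the ratio of highest to lowest library as 1 count. Libraries were called different at a ratio of at least 2 with separate exact Poisson 95% intervals.

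In the degradome library, reads were counted that start with the reverse complement of nucleotides 1 to 10 of the most abundant sequence of each miRNA or family. Each count was ranked among 100 shuffled versions of the same nucleotides with the random seed 1, and called above them when it exceeded at least 95. Reads at a start were grouped by their first 18 nt. The sites of tasiARF and miR828 were taken from the figures of the paper.

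The designs, the rule for naming miRNAs and most alternatives were fixed before the data were examined. All miRNAs, families and transcripts that the paper names may be named, together with the 5 most abundant unlisted 20~24-nt sequences by the sum of rpm, the 5 members of a list with the largest sums and the 5 with the largest ratios. The counts at the printed sites in the figures and their alternatives, the control position and other positions of a site matched over 10 nt, the groups of tags and the comparison of families with and without a target were chosen after seeing the data. For the last of these, an exact Mann-Whitney test across families was run first and then left out, because families are not replicates. The tasiARF sequence was read from Figure 4c by eye. A first reading gave a sequence with a different base and few reads, and the figure was then enlarged and read again, so this reading was made after a look at the counts.

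The alternatives were other length ranges, a minimum of 2 reads, leaving out the 100 most abundant sequences, thinning to the smallest library, other scalings of rpm, reads 1 nt longer or shorter at the 3' end, a ratio of 4, comparisons within a platform, and for the degradome a control position matched over 12 or 10 nt, 1 mismatch and a minimum of 2 reads. On simulated data, the rule for tissues called 46 of 47 changed items and 0 of 47 unchanged ones, and the degradome ranking called 20 of 20 items with added tags and 3 of 60 without. The simulated counts had Poisson error only, and the simulated tags had random sequences. The simulation therefore does not show how often the rules call variation between libraries or platforms, or the composition of real tags. A list of 21 animal miRNAs, matched over their first 20 nt, was typed from memory and not checked against a database. Leaving out miR-143, miR-1 and miR-24 from it was chosen after seeing the data. Genome matching, the target sites of Table 2 and Table 3 on transcripts, and the phasing of siRNAs were not analysed here, because no peach genome or transcript sequence was used.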

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

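The tests of animal small RNA in root and leaf and of the leaf 20-nt reads were chosen only after the result was seen.

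Among 20~24-nt sequences in none of the paper's tables, the 5 most abundant by the sum of rpm were singled out because they are not listed there. The paper removed reads homologous to non-coding RNAs before its search for peach-specific miRNAs. Their absence from its tables may therefore come from that step, which was not repeated here. The first, GGCGGATGTAGCCAAGTGGA, had a sum of 139881 rpm, nearly all of it in leaf, where its 2115485 reads were 69.3% of the 20-nt reads. Root had 868 reads of it, flower 92 and fruit 55. Without it, the 20-nt class of leaf made up 5.79% of the reads against 17.7% for the 21-nt class, where with it the order was the other way. A single sequence taking many of the counts is a candidate explanation for the high 20-nt share of leaf. What the sequence derives from, and whether it is high in leaf for a technical or a biological reason, was not tested.

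AGTTACTAATTCATGATCTGGC had a sum of 28866.5 rpm, with 72414 reads in flower, 33863 in fruit, 105 in leaf and 6 in root. GGGGATGTAGCTCAGATGGTA at 19348.3 rpm, GGGGATGTAGCTCAGATGGT at 18849.4 rpm and GGGGATGTAGCTCAGATGGTAG at 14137.6 rpm share their start and were highest in root, with 275309, 263623 and 208589 reads there. In each of these 4 sequences the highest pair of libraries shares a platform. Within a platform, AGTTACTAATTCATGATCTGGC was higher in flower, at 19108 rpm, than in fruit, at 9751 rpm. GGGGATGTAGCTCAGATGGTA was higher in root, at 14209 rpm, than in leaf, at 4980.2 rpm, and the other sequences with this start also differed in this direction. The contrast between root and leaf on one side and flower and fruit on the other cannot be told apart from a difference between the platforms, because each tissue was run on a single platform, and 86.0% of 30524 other 20~24-nt sequences had their highest pair on 1 platform.

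The list of animal miRNAs had 1228 reads in root and leaf together, 565 in root and 663 in leaf, against 35 in flower and 17 in fruit. Of its 21 members, 17 had reads in both root and leaf, which is consistent with a small amount of animal RNA in these libraries or in their sequencing runs. The reads correspond to 29.2 rpm in root and 43.8 rpm in leaf, against 9.24 rpm in flower and 4.90 rpm in fruit. The list was typed from memory, and no biological explanation was tested.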

How the results depend on the processing

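The alternatives for reads at the printed sites of tasiARF and miR828 and the control position matched over 10 nt were chosen only after the result was seen.

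Over 13 comparisons, 47 recalculations left 33 values within the interval of the first value or within 1.5 times the first count, moved 13 and reversed 1. With reads of 17 to 28 nt only, the lowest 20~24-nt share was 85.0%, the excess of flower over root in the 24-nt class 8.81 percentage points, and the excess of root over fruit in the 21-nt class 2.08 percentage points. With sequences read at least 2 times, these were 83.5%, 8.53 and, for root over flower, 2.81 percentage points, the lowest unique 24-nt to 21-nt ratio was 4.60, and root exceeded flower in this ratio by 1.32. Without the 100 most abundant sequences, the lowest share was 81.2%, the 24-nt excess 1.20 percentage points, and the 21-nt difference of root from flower was -3.66 percentage points, which is reversed. Thinned to the smallest library, root exceeded flower in the unique ratio by 1.04. At the control position of the degradome, 8 miRNAs were above their shuffled versions when matched over 10 nt, against 15 at the predicted position. Matched over 12 nt it was 9, from only 10 with any read, which is not a like comparison because the match is longer. For these changes the cause was not tested, beyond what each alternative leaves out.

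The numbers of families and miRNAs that differ among libraries were at their maximum, 23 of 23, 24 of 24 and 47 of 47, so they could not rise and show little about stability. They fell most in the comparison within a platform, to 20 of 23 conserved, 16 of 24 less-conserved and 39 of 47 peach-specific. The number of less-conserved families above the median conserved family ran from 4 to 6. It was 6 in root and leaf alone, without miR2118 and with miR827, miR858 and miR2911 added, and 5 in flower and fruit alone, without miR894 and with miR827 and miR24 added. MiR535, miR482 and miR827 were above the median in both. The number of peach-specific miRNAs under 100 rpm in every library ran from 37 to 42. Of the 94 single sums, 60 moved when scaled to all reads, 24 when scaled to the 20~24-nt reads and 22 with the 3' end variants, 5 of them to more than 1.5 times, led by miR24 from 199.8 to 1270.0 rpm. All 94 kept their highest library under these 3 alternatives. Per read of miR172, 15 of 23 conserved families, 17 of 24 less-conserved families and 29 of 47 peach-specific miRNAs kept it.

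At the tasiARF sites, the 480 reads became 507 with 5' ends 1 nt upstream included and 475 with tags read at least 2 times. At the miR828 sites the 1384 reads became 1394 and 1376, and the 52 reads of the other site remained 52.

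Not run were the alternatives with genome-matching reads for the length classes and unique ratios, those at the target sites of Table 2 and Table 3, and those on phasing. No paired analysis was possible because each tissue has 1 library. A count of 0 allows up to 0.864 rpm in fruit and 0.155 rpm in root, which limits what a missing read shows in flower and fruit.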

Differences from the paper's values

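The comparisons of 20-nt and 23-nt with 21-nt reads and of the 20~24-nt share of unique sequences were chosen only after the result was seen.

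The legend of Figure 1 places the 21-nt class next after the 24-nt class. In leaf, 16.7% of the redundant reads were 20-nt and 15.6% were 21-nt. Among unique sequences, the 23-nt class exceeded the 21-nt class in root, with 13.4% against 9.15%, and in leaf, with 17.5% against 10.4%, and not in flower or fruit.

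The paper, which states that it used genome-matching reads for further analysis, gives the 20~24-nt sRNAs a larger share than the redundant reads of any of the 4 libraries showed, which ran from 82.0% in fruit to 85.7% in leaf. The shares here are over all reads, and the alternative with genome-matching reads was not run. None of the 3 alternatives run for this share, set before the data were examined, brought the redundant reads of a library to the paper's value. With reads of 17 to 28 nt the share was 85.0% in root, 86.3% in leaf, 87.6% in flower and 87.1% in fruit. Among unique sequences read at least 2 times it was 90.7% in root and 90.4% in leaf, which reaches the paper's value, and 86.9% in flower and 78.9% in fruit, which does not.

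The paper names a single less-conserved family, miR535, as an exception to low expression. Of the 24 families, 20 were below the median conserved family. The exceptions were miR535 and also miR2118 at 4352 rpm, miR894 at 3499 rpm and miR482 at 2560 rpm in sum. In root and leaf alone miR2118 was not an exception, and in flower and fruit alone miR894 was not. Above the median on both platforms were miR535, miR482 and miR827, the last of which was below it over all 4 libraries.

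From its RNA blots the paper calls miR390 specific to flower. Its reads were highest in root, with 119 rpm against 45.7 rpm in flower. Read counts are a different measure from a blot, and root and flower were sequenced on different platforms. Within a platform, root was 6.40 times leaf, at 18.6 rpm. Flower was 1.40 times fruit, at 32.5 rpm, with overlapping intervals. The labels also describe the roots as from greenhouse seedlings.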

Other observations

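The tests of star reads, of the 21-nt class in root and of the animal list with members left out were chosen only after the result was seen.

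Of the 94 miRNAs and families, 60, or 63.8%, had their highest pair of libraries on 1 platform, where chance gives 33.3%. Of 30524 other 20~24-nt sequences, 86.0% did. The share of 24-nt reads that start with A was 69.4% in root, 48.6% in leaf, 79.6% in flower and 82.9% in fruit. The platform may contribute to the differences between these pairs of tissues, and so may the tissues themselves. They cannot be told apart because no tissue was sequenced on both platforms.

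In 7 of 7 peach-specific miRNAs with at least 20 reads of star and miRNA together in each library, the log2 ratio of star to miRNA reads differed more between the platforms than within either. The median gap was 4.04 between platforms, 1.05 between root and leaf and 0.72 between flower and fruit. These gaps rest largely on small counts, since only 3 of the 7 pairs had at least 10 star reads in every library and 0.5 was added to each count. The median is the value of miRC6b, which had 2 star reads in all. The star was higher relative to the miRNA in flower and fruit for 5 pairs and lower for 2, miRC3 and miRC5. The test therefore decides nothing about the platform.

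The 9 less-conserved families that carry names of animal miRNAs had 11.5 rpm in root, 49.5 in leaf, 154.9 in flower and 224.6 in fruit. If animal RNA were their source in flower and fruit, abundant animal miRNAs might be read there. Of the reads of the typed list, 4.06% lay in flower and fruit, 52 reads against 1228 in root and leaf. Scaled to the depth of the libraries this was 16.2% of the rpm, with 9.24 rpm in flower and 4.90 rpm in fruit. MiR-143, which is also among the named families, had 29 of the 35 reads in flower and all 17 in fruit. Without it the share was 0.536% of the reads and 2.34% of the rpm, and without miR-1 and miR-24 as well, whose names are also those of families, 0.571% and 2.49%. The source cannot be told apart from a plant origin by this test, because the list assumes a profile of animal miRNAs, was typed from memory, and meets a different platform in these tissues.

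The higher 21-nt share of root may come from few sequences, since without the 100 most abundant sequences of each library the difference from the highest other tissue was -3.66 percentage points. The 21-nt share without the listed miRNAs was 14.6% in root, 13.8% in leaf, 16.5% in flower and 16.9% in fruit. Whether these sequences are abundant in root for a technical or a biological reason was not tested.

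MiR172, the loading control of the blots, ran from 47.4 rpm in root to 780.8 rpm in flower, a ratio of 16.5. In the degradome library, 10 of the 36 miRNAs and families with a target in Table 2 or Table 3 were above their shuffled versions, and 5 of the 58 without. These 5 were miR482, miR1310, miR532, miRC27 and miRC44. Single groups of tags held 11491 of the 11631 reads of miR482, 472 of 477 of miRC27 and all 220 of miR1310.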
